# Mutation of Brain Aromatase Impairs Behavior and Neuroplasticity in Adult Zebrafish

**DOI:** 10.1111/jnc.70202

**Published:** 2025-08-25

**Authors:** Cassandra Malleret, Mélanie Blanc‐Legendre, Laëtitia Guillot, Harmony Lautrette‐Quinveros, Pavlina Pavlidi, Christina Dalla, Nikos Kokras, François Brion, Maryne Toupin, Frédéric Chalmel, Xavier Cousin, Thierry Dominique Charlier, Elisabeth Pellegrini

**Keywords:** *Cyp19a1b* gene, dopamine, estrogens, serotonin, teleost fish

## Abstract

Brain aromatase, an enzyme responsible for the local synthesis of estrogens, plays a key role in regulating behavior and neuroplasticity in mammals. In teleost fish, brain aromatase is encoded by the *cyp19a1b* gene, which is strongly expressed in radial glial cells; however, the specific functions of this enzyme are currently unknown. To investigate its role, a *cyp19a1b*‐mutant zebrafish line was generated using gene‐editing techniques. Behavioral, neurogenic, and neurotransmission‐related parameters were assessed in adult male and female zebrafish. Behavioral analysis highlighted significant alterations in mutant zebrafish, including changes in swimming activity, boldness, sociability, and aggression, with a stronger effect in males compared to females. Beyond these behavioral modifications, mutant zebrafish exhibited disrupted cell proliferation patterns, as assessed by PCNA immunofluorescence in key forebrain regions. Specifically, proliferation decreased in the telencephalon and in the caudal hypothalamus of mutant zebrafish while increasing in the olfactory bulbs. The number of dopaminergic and serotonergic neurons, visualized by immunofluorescence, remained unchanged. Similarly, HPLC‐ED quantification of monoamines and their metabolites showed no significant differences between mutant and wild‐type zebrafish. To further explore the impact of the *cyp19a1b* mutation on gene expression, transcriptomic analysis was performed using BRB‐Seq technology. Gene expression analyses identified several processes affected by the mutation, including cell proliferation, apoptosis, estrogen signaling, neuroplasticity, and behavioral regulation, in a sex‐ and region‐dependent manner. In conclusion, our results demonstrate that several behaviors, including locomotor activity, sociability, aggressiveness, and anxiety, exhibit marked sexual dimorphism. They show that the *cyp19a1b* mutation affects locomotor activity in a context‐dependent manner, increases boldness, and reduces aggressiveness. In addition, transcriptomic analyses revealed widespread dysregulation of gene expression, which likely contributes to the observed behavioral alterations. Taken together, these findings underscore the crucial role of brain aromatase in the neurobiological regulation of diverse behaviors.

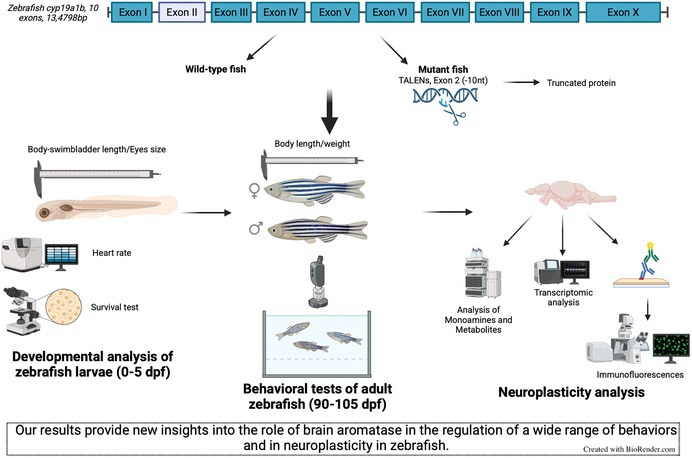

**Abbreviations**
ArKO: aromatase knockout
AroB: aromatase B
ATD: 1,4,6‐androstatriene‐3,17‐dione
D: Dorsal telencephalic area
Di: lateral zone of D
Dm: medial zone of D
FBN‐ARO‐KO: forebrain‐neuron‐specific aromatase knockout
Hc: caudal zone of periventricular hypothalamus
Hd: dorsal zone of periventricular hypothalamus
Hv: ventral zone of periventricular hypothalamus
OB: olfactory bulb
PGZ: periventricular gray zone of optic tectum
PPa: parvocellular preoptic nucleus, anterior part
PTN: posterior tuberal nucleus
PVO: paraventricular organ
RGCs: radial glial progenitor cells
RRID: research resource identifier (see https://rrid.site)
Tel: telencephalon
Vv: ventral nucleus of ventral telencephalic area

## 1 Introduction

Aromatase, also known as cytochrome P450 aromatase, is a key steroidogenic enzyme involved in estrogen biosynthesis by converting aromatizable C19 androgens into C18 estrogens. Expressed in gonads and in many organs, including the brain, aromatase plays a crucial role in numerous physiological and behavioral functions (Aspesi and Cornil 2024; Brann et al. 2022). In mammals, 17β‐estradiol (E2), one of the main products of aromatase, regulates neurogenesis and neuroplasticity during development and adulthood. A wealth of data has pointed to its role in many cellular processes such as proliferation of neural progenitor cells, survival, migration, and differentiation (Azcoitia et al. 2018; Diotel et al. 2018). E2 also modulates many neurotransmitter systems through regulatory effects on synthesis, release, and signaling (Bendis et al. 2024). The key role of aromatase in neurogenic processes has been highlighted in aromatase knockout (ArKO) mice exhibiting more apoptotic neurons in the cerebral cortex, fewer proliferating progenitor cells in the hippocampus, and fewer surviving cells in olfactory bulbs (Brus et al. 2016; Hill et al. 2009). ArKO mice also display strong deficits in both olfactory investigations of social signals and sexual behavior (Brus et al. 2016; Pierman et al. 2006). In the more recent FBN‐ARO‐KO (forebrain‐neuron‐specific aromatase knockout) mouse model, the specific deletion of aromatase in forebrain neurons leads to a significant decrease in synapse density, emphasizing the crucial role of neuron‐derived estradiol in synaptic plasticity (Lu et al. 2019). Moreover, this model revealed significant impairments in hippocampal‐dependent spatial reference learning and memory (Lu et al. 2019), suggesting that brain aromatase may play key roles in cognitive behaviors in mammals.

Aromatase protein is abundant in the teleost brain, where its distribution is much broader than in birds and mammals. As a result, overall brain enzymatic activity is 100–1000 times higher than in other vertebrates (Callard et al. 1990). Teleost fish are unique in that they have two aromatase‐encoding genes arising from a genome duplication event approximately 320–350 million years ago (Taylor et al. 2001): one gene, *cyp19a1b*, is predominantly expressed in the brain and encodes aromatase B (AroB), while the other, *cyp19a1a*, is primarily expressed in the gonad. Several studies have shown that the *cyp19a1b* gene is expressed in radial glial progenitor cells (RGCs) bordering the ventricles (Forlano et al. 2001; Menuet et al. 2005). These RGCs exhibit mitotic activity and divide to generate newborn cells, which then migrate away from the ventricles and, in some cases, differentiate into neurons (Pellegrini et al. 2007; Pérez et al. 2013). The functional significance of AroB expression in progenitor cells is currently unknown.

Given that estrogen receptors are expressed in the periventricular regions that contain radial glial cells, it is hypothesized that aromatase B, through its role in local production of estradiol, modulates cell proliferation, neuronal differentiation, and neuroplasticity (Menuet et al. 2002; Coumailleau et al. 2015; Diotel et al. 2020).

Additionally, the proximity of AroB‐positive radial glial extensions to dopamine, serotonin, and vasopressin neurons strongly suggests that locally produced estradiol could also modulate neurotransmission (Pérez et al. 2013; Shaw, Lu, et al. 2023; Xing et al. 2015). Much of our understanding of the function of aromatase in teleosts has been shaped by studies using pharmacological aromatase inhibitors. Inhibition of aromatase activity with 1,4,6‐androstatriene‐3,17‐dione (ATD) has been shown to impair brain cell proliferation (Diotel et al. 2013; Lin et al. 2016). Treatment with the aromatase inhibitor fadrozole disrupted sex differentiation and reduced aggressiveness (Huffman et al. 2013; Jalabert et al. 2015; Kitano et al. 2000; Kwon et al. 2000; Shaw 2018; Zubizarreta et al. 2020). Since chemical aromatase inhibitors are not selective for the two forms of aromatase, these studies are limited in their ability to distinguish the specific contributions of brain‐derived versus gonadal‐derived aromatase/estradiol to these effects. However, even though a recent study, based on the generation of a *cypa19a1b* mutant zebrafish line, highlighted its role in sexual behavior in females (Shaw, Therrien, et al. 2023), our understanding of the role of AroB in the brain is far from clear.

To investigate the functional link between brain aromatase, behavior, and underlying neuronal mechanisms, we used zebrafish, a well‐established vertebrate model that shares fundamental neurogenesis mechanisms with other vertebrates. Moreover, in contrast to mammals, where brain aromatase expression is more limited and restricted to specific neuronal populations, zebrafish display exceptionally high levels of brain aromatase (*cyp19a1b*) expression, specifically in radial glial progenitor cells, as mentioned above. These features make zebrafish particularly well suited to investigate the impact of local synthesis of estrogens in the brain on neural development, plasticity, and function.

To explore the mechanisms underlying the role of *cyp19a1b*, we first generated a zebrafish mutant line. We carefully characterized the model and investigated how the *cyp19a1b* mutation influences a range of biological functions. We focused on both reproductive and non‐reproductive behaviors, aiming to capture the broader impact of this mutation on the zebrafish's overall behavioral repertoire. Beyond behavior and reproduction, we turned our attention to the brain and performed transcriptomic analyses to assess changes in gene expression in mutant zebrafish. We also investigated neurogenesis, with a particular focus on brain cell proliferation. Finally, we explored monoaminergic neurotransmission, with a specific focus on the dopaminergic and serotonergic systems, given their known involvement in motivation and behavior.

## 2 Materials and Methods

### 2.1 Fish Housing

Zebrafish were handled and euthanized in agreement with the guidelines for the use and care of laboratory animals and in compliance with French and European regulations on animal welfare. The experiments were carried out on wild‐type (WT) AB strain (RRID: ZIRC_ZL1) and *cyp19a1b*‐mutant zebrafish ( *Danio rerio* ) lines. Fish were kept at the MARBEC Palavas Experimental Marine Platform (agreement D34121926 for animal experiments; behavioral and adult immunostaining analyses, embryonic development, and survival study) and at Biosit Rennes (agreement C35‐238‐40; embryonic survival study, sex‐ratio analyses, aromatase activity and monoamine assays, and transcriptomic study).

The zebrafish were maintained under standard housing conditions with a photoperiod of 14:10 h light: dark. The water temperature was kept constant at 28°C ± 1°C, with a pH of 7.0–7.5. Fish density was maintained at approximately 8 fish per liter in a recirculating aquarium system. Fish were fed twice daily with commercial dry pellets. The welfare of zebrafish was monitored daily.

The sample size was determined based on our expertise, previously published studies, and other research conducted under comparable conditions, with relevant references provided in the sections below.

### 2.2 Cyp19a1b‐Mutant Line and Genotyping

A *cyp19a1b*‐mutant zebrafish line was generated by the TALENs technology (Amagen, France). The mutant line does not exhibit any harmful phenotypes, and zebrafish from this line were euthanized in accordance with French and European regulations. Genotyping was performed on tail samples collected after the animals were euthanized with 500 mg/L tricaine solution (MS‐222). Genome information for zebrafish *cyp19a1b* was obtained from the National Center for Biotechnology Information (https://www.ncbi.nlm.nih.gov/gene/60640). The TALENs were generated with left and right arms that target the second exon of *cyp19a1b* to obtain a 10‐nucleotide deletion and induce a frameshift. It also introduces a TauI restriction site, enabling mutated fish to be identified by PCR and restriction genotyping. Initial genotyping was carried out by Sanger sequencing by Eurofins (Nantes, France) and allowed for validation of the PCR genotyping approach. This latest method was performed on a 1 mm diameter punch from the caudal tail, lysed in 200 μL of 50 mM NaOH at 95°C for 45 min, and the reaction was stopped by adding 20 μL of 1 M Tris (pH 8). Then, we centrifuged at 11,000 g for 5 min, and we amplified a fragment of genomic AroB flanking the site of deletion using the following primers (Zf_AroB_Forward 5′GCAGATTTTCAGCCTCATTTCC3′; Zf_AroB‐Reverse 5′GATCCAAACTCGAGCGATGC3′). PCR was performed using the HotStarTaq DNA polymerase (Qiagen, cat. no. 203203). The DNA PCR was also sent for sequencing. A digestion step was performed at 55°C for 2 h with the TauI restriction enzyme (ThermoFisher Scientific, USA, cat. no. 10568170), which cuts through the GCSG^C site to identify wild‐type individuals from heterozygous and homozygous mutants.

### 2.3 Embryonic Survival

For the survival test, fertilized eggs were collected and distributed by 100 in glass crystallizers filled with E3 embryo buffer (composition); then maintained in an incubator at 28°C ± 1°C. Survival was counted by microscopic observation every 24 hpf until 120 hpf. This was performed on 40 (WT) and 44 (mutant) egg‐layings.

### 2.4 Development and Rearing

In the evening before the test, pairs of adult zebrafish were set in 1 L spawning boxes. In the morning, fertilized eggs were collected and assessed for quality. Only homogeneous spawns with eggs ≤ 4 hpf were kept. Mixtures of approximately 30 eggs from 3 to 5 different spawns were kept in glass crystallizers filled with ISO 7346‐2 water (1996) (294 mg/L CaCl_2_·2H_2_O, 123.3 mg/L MgSO_4_·7H_2_O, 63 mg/L NaHCO_3_, 5.5 mg/L KCl, pH 7.8); then incubated at 27°C ± 1°C. Embryonic development was monitored daily by microscopic observation.

For rearing, larvae were transferred to 1 L aquariums (approximately 30 larvae per aquarium) at 5 days post‐fertilization (dpf). At approximately 30 dpf, inserts were removed and fish were kept in 10 L tanks until the end of the experiment. This was performed in triplicate.

### 2.5 Heart Rate Measurement

Heartbeat frequency was recorded in 48 hpf embryos. Two hours before measurement, embryos were individually transferred to 24‐well plates containing 1 mL of ISO water. They were gently positioned with the heart facing upwards. Then, 30 s videos were taken under a microscope (×40) using the ICCapture Software. Video files were analyzed using DanioScope (Noldus) to extract heartbeat frequency as beats per sec and beats per min. This experiment was conducted on embryos from three different spawns (total *n* = 25 WT and *n* = 35 mutants).

### 2.6 Total Length, Swim Bladder, and Eye Size

Total body length, eye size, and swim bladder size were measured in 120 hpf larvae. From fertilization onwards, embryos were reared under standard conditions as described above. On day 5, larvae were individually transferred to 24‐well plates (1 larva per well) in 2 mL of ISO water. They were then anesthetized using 50 mg/L benzocaine (CAS nr 94‐09‐7) for 2 min. Then, 1.5 mL of medium was removed to ease positioning of the larvae for imaging. Pictures were taken under a binocular microscope (×20) using ICCapture Software. Finally, larval body length, eye size, and swim bladder size were determined using the image analysis software DanioScope (Noldus). This experiment was carried out in duplicate (*n* = 25 WT and *n* = 21 mutants).

### 2.7 Behavior

Behavioral tests were carried out on adults (90–105 dpf) in a dedicated room with controlled temperature and photoperiod synchronized with the rearing room. Different behavioral traits were sequentially evaluated. The whole sequence of tests was performed in three sessions during three successive weeks using naive fish of each genotype and sex for each session. Tests are described in detail below, while only the outline is presented here. Each session started with a shoaling behavior test in the morning of day 1, which is a group test performed with groups of 6 fish. After each shoaling behavior test, some individual fish (females and males) were randomly and evenly taken from each “shoaling groups” and transferred to annotated 1 L tanks for further behavioral tests. A spatial memory test was then performed in the afternoon of day 1. Associative learning capacity by classical conditioning was evaluated on day 2 (whole day), exploration capacities were evaluated on day 3, and then anxiety and sociability were assessed in the morning and afternoon of day 4, respectively. Aggressiveness was evaluated on day 5. The sequence and order of tests were dictated by practical reasons, including the duration of each test. Behavioral tests were not performed blind to the sex nor genotype.

Over the three sessions, a total of 13 WT and 11 mutant groups of 6 fish were tested for a total of 39 females and 39 males in WT and 33 females and males for mutants. As described above, some individuals (females and males) were randomly taken from each “shoaling groups”, resulting in a total of 50 individual fish (*n* = 12 WT females, 13 WT males, 13 mutant females, and 12 mutant males). These fish were then submitted to all individual tests following the order indicated above.

Fish were isolated in individual 1 L tanks in visual contact between neighbor tanks over the week of testing. Water was renewed daily, and fish were fed once a day in the evening with freshly hatched artemia. Genotypes and sexes were randomized to avoid bias due to the time of day for testing. For all tests, fish behavior was camera‐recorded, and individuals were automatically tracked using Ethovision software (Noldus). Water in behavioral devices was changed between every run except when mentioned otherwise in the detailed section below. Within the 5 min following the last behavioral test (aggressiveness test), fish were euthanized using 500 mg/L benzocaïne solution, measured, and weighed to evaluate possible differences in growth between WT and mutants. Heads were sectioned at the top of the spinal cord and transferred to 4% paraformaldehyde (PFA) in 0.01 M phosphate buffered saline (PBS) solution for immunostaining analyses. All behavioral analyses were performed on three distinct batches for a total of *n* = 50 individuals.

#### 2.7.1 Shoaling

Groups made of 6 fish (3 males and 3 females from the same genotype) were transferred to a narrow 3 L tank to evaluate the cohesion of the shoal (Pham et al. 2012). Their behavior was camera‐recorded (lateral view, DMK33GP1300e, The Imaging Source) for 6 min, including 3 min for acclimatization and 3 min used for video analysis. Water was exchanged between each group, and a total of 13 (WT) and 11 (Mutants) groups were tested. Data were analyzed as individual distance traveled (mm) and average interindividual distance (mm).

#### 2.7.2 Spatial Memory

The y‐maze (arm size 25 cm * 8 cm * 15 cm (Length * width * hight)) consists of three arms, each visually identifiable by fish thanks to different symbols. During the first 5 min session, the fish was allowed to navigate between two arms, with no access to the third arm. After a 60 min interval, the fish was submitted to a second 5 min session with access to all three arms. As a marker for short‐term spatial memory, the time spent in the “novel” arm is supposed to increase (Cognato et al. 2012). The behavior of fish was camera‐recorded (top view, DMK33GP1300e, The Imaging Source). Data were analyzed as distance traveled (mm), number of alternations between arms, and time spent in the novel arm (s).

#### 2.7.3 Associative Learning

We evaluated the learning capacity of zebrafish using classical conditioning performed according to Zantiks protocol and the Zantiks AD unit; with minor modifications (Brock et al. 2017; Valente et al. 2012). Fish were exposed to an unconditioned aversive stimulus (US, mild electric shock) associated with a conditioned visual stimulus (CS, visual cue checkerboard pattern) that fish were conditioned to avoid. Visual cues were presented on the integrated screen below the testing tank, and aversive stimuli were given by metal plates inserted at both ends of the testing tank. One session was divided into an acclimatization period to ensure the absence of pattern preference (40 min), followed by the conditioning period of 9 US/CS associations (90 s total). Finally, a last 1 min probe period was used to evaluate the preference of the fish to spend time outside the checkerboard pattern. Data were analyzed as time spent outside the checkerboard area (s), number of visits to the checkerboard area, and distance traveled (mm).

#### 2.7.4 Exploratory Capacities

Exploration propensity was evaluated using a Z‐shaped maze of 45 cm * 75 cm * 7.5 cm (L * l * h), divided into 4 corridors and 16 virtual zones (Chapman et al. 2010; Vignet et al. 2014). The fish was transferred to a shelter area initially isolated from the rest of the labyrinth by a closed door and covered by an opaque plate (acclimatization phase). After 2 min, the door was opened and the behavior of the fish was recorded (top view, DMK33GP1300e, The Imaging Source) for 5 min from the time it exited the shelter area. Water was thoroughly aerated and mixed between each run and totally renewed every 5 runs. Data were analyzed as time to exit the shelter area (s), distance moved (mm), time spent in the proximal zone (s), time spent in the distal zone (s), time to reach the distal zone (s), time to reach the furthest area (zone 16, s), and time spent in zone 16 (s).

#### 2.7.5 Anxiety and Sociability

These two tests were performed successively using the same narrow 3 L tank filled with 1.6 L of water. Dark gray walls lined the two ends of the tank. On one side, the wall was removable to allow the view of 4 congeners (2 males and 2 females) behind a transparent Plexiglas wall.

The novel tank diving test was carried out first to evaluate the anxiety level of fish by looking at their vertical positioning (Levin et al. 2007). A fish was transferred into the tank with the removable wall lowered, and its behavior was recorded (lateral view, DMK33GP1300e, The Imaging Source) for 5 min. Data were analyzed as distance traveled (mm), time spent in the virtual top zone (s), and number of visits to the upper zone.

Two minutes after the end of the novel tank test, the wall was raised to allow visual contact with the four congeners. The behavior of the fish was recorded during 5 min (lateral view, DMK33GP1300e, The Imaging Source). Data were analyzed as distance traveled (mm), number of visits to the social area (i.e., next to congeners), and time spent in the social area (s).

#### 2.7.6 Aggressiveness

An individual was transferred into a narrow 3 L tank where a mirror covers one extremity. During the first period of 2 min of acclimatization, the mirror was hidden behind an opaque door. Then, the door was automatically lifted, and the behavior of the fish was recorded for 5 min (lateral view, DMK33GP1300e, The Imaging Source). Data were analyzed as distance traveled (mm), number of visits to the mirror zone, and time spent in the mirror zone (s).

### 2.8 Reproduction, Reproductive Behavior, and Sex Ratio

The sex ratio was determined on wild‐type and mutant zebrafish that were raised to sexual maturity (4 months) after mass egg‐laying (1 female for 3 males). The number of males and females in three populations was counted after gonad analysis by dissection.

The test took place in a dedicated room with controlled temperature and photoperiod synchronized with the rearing room. The afternoon before the test started, one male and one female from the same genotype were placed in a 1 L spawning box divided into two equal sections by a grid insert to separate individuals. A spawning area consisting of a circular insert (45 mm diameter) filled with glass marbles was placed in one corner of the spawning box on the female side. A maximum of nine couples were tested simultaneously (for a total of 22 WT and 24 mutants). In the morning of the test, at light onset, dividers were removed and the behavior of fish was recorded laterally for 3 h (DMK33GP1300e, The Imaging Source). At the end of the recording, fish were transferred back to the rearing system and spawns were collected. Behavior was evaluated as total distance traveled (cm), time spent in the spawning area (s), body contact time (s), and average interindividual distance (cm). In addition, spawning successes (the number of successes/number of attempts per genotype), number of eggs, and fertilization rate were systematically quantified. Additional spawns were collected from paired reproduction events in the same conditions (without camera recording) for a total of 35 WT and 37 mutants.

### 2.9 Sampling and Brain Sections

After behavior recording, the animals were euthanized within 5 min using 500 mg/L benzocaine solution. Total length and body weight were taken to evaluate possible differences in growth between WT and mutants. The heads were cut and immersed for 2 days at 4°C in 4% PFA in 0.01 M PBS (pH 7.4). The samples were washed in PBS, then immersed in ethylene diamine tetraacetic acid for decalcification (EDTA 0.5 M pH 7.5) for 2 weeks. Cryoprotection was performed in PBS solutions containing sucrose, at 15% for 24 h and then at 30% for 48 h, at 4°C. Finally, heads were included in a cup filled with a mounting medium (NEG‐50, ThermoFisher Scientific, USA), oriented under a binocular loupe, and frozen into isopentane at −60°C. Once frozen, the samples were stored at −80°C until further processing for analysis of the impact on neuroplasticity. 20 μm‐thick coronal sections were then obtained using the cryostat Microm HM 560 (ThermoFisher Scientific, Lithuania) and mounted on Epredia SuperFrost Plus Adhesion Microscope Slides 25 × 75 × 1 mm (ThermoFisher Scientific, USA). The sections were placed on three slides successively to obtain three replicates per brain. They were then dried for at least 30 min on a RaymondALamb slide dryer, then stored at −20°C until immunostaining.

### 2.10 Immunofluorescence

The dilution of the primary and secondary antibodies used in this study is summarized in Table S1. The AroB antibody was raised against the synthetic peptide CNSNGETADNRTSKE corresponding to the last 15 residues of the zebrafish AroB sequence (AY780257.1; Menuet et al. 2005; Pellegrini et al. 2007). PCNA (Proliferative Cell Nuclear Antigen) antibody (cat. no. MO879) was used to label cells in S phase at the time of euthanasia (Pellegrini et al. 2007). For identification of dopaminergic neurons, we used an anti‐tyrosine hydroxylase (TH) (RRID: AB_390204) previously described (Godoy et al. 2020). Serotonergic neurons were visualized with a rabbit anti‐5HT antibody provided by Dr. Yves Tillet (Pérez et al. 2013; Tillet 1987).

An antigen retrieval was carried out in a sodium citrate buffer (0.1 M, pH 6) at 80°C for 30 min. Nonspecific binding was blocked for 45 min at room temperature in PBS containing 0.2% Triton 1× and 0.5% milk powder. Sections were then incubated with mouse anti‐PCNA antibody, combined with another primary antibody (Table S1). This primary antibody cocktail was applied to sections with PBS 0.01 M – 0.5% milk, and slides were kept overnight at room temperature (RT) in a humidified dark chamber. After several washes, tissue sections were incubated with the appropriate secondary antibody (RRID: AB_2534091 and AB_2576217 for PCNA and TH/5‐HT, respectively) for 1 h 30 at RT in the same dark chamber. Then, slides were rinsed in PBS 0.01 M and in PBS with 0.1% Triton 1×. Slides were mounted with Vectashield Vibrance Antifade with DAPI (cat. no. H‐1800‐10, Eurobio Scientific) to allow visualization of cell nuclei.

### 2.11 Immunofluorescence Staining Analysis

Neuroanatomical structures were identified with DAPI staining. The nomenclature for brain nuclei is according to that established in the zebrafish atlas “Neuroanatomy of the Zebrafish Brain: A Topological Atlas” (Wullimann et al. 1996). Proliferative and neurotransmission activity was assessed by quantifying the number of PCNA, TH, and 5HT‐labeled cells on several 20 μm‐thick brain sections (Male: *n* = 8 WT and 9 mutants; Female: *n* = 7 WT and 8 mutants). All individuals were processed and analyzed in a blinded procedure, from inclusion to cell quantification, as experimental group assignment was carried out by an independent person. The mean number of PCNA cells was calculated on two consecutive sections of olfactory bulbs (OB), dorsal telencephalic area (D), parvocellular preoptic nucleus, anterior part (PPa), ventral zone of periventricular hypothalamus (Hv), dorsal zone of periventricular hypothalamus (Hd) and caudal zone of periventricular hypothalamus (Hc); three consecutives sections for Ventral nucleus of ventral telencephalic area (Vv) corresponding to the subpallium, Medial zone of D (Dm), corresponding to the amygdala, Lateral zone of D (Di), corresponding to the hippocampus, thalamus and pituitary. Dopaminergic neurons were counted on two consecutive sections of OB, PPa, posterior tuberal nucleus (PTN), and Hc; three consecutive sections for ventral nucleus of ventral telencephalic area (Vv) and thalamus. The density of serotonergic neurons was too high to set apart individual neurons. Quantification of serotonergic neurons was thus performed indirectly by the measure of immunofluorescence intensity using the FIJI software (Schindelin et al. 2012). Following calibration, images were transformed into 8‐bit images and optical density (OD) in a surface of interest (Area) was measured and averaged in two consecutives sections of paraventricular organ (PVO), PTN and Hc. For 5‐HT immunofluorescence, brain sections were scanned using Nanozoomer 2.0‐RS, Hamamatsu Photonics, K. K. (Platform H2P2, Rennes, France) at 20× resolution. Images were acquired with NDPScan 3.3 software and visualized with NDP.view2 (2.9.29, Hamamatsu Photonics K.K.). For PCNA and TH quantification, sections were analyzed with an epifluorescence microscope Zeiss Imager.Z1 equipped with an AxioCam MRm camera (Zeiss, Germany). Slides were observed with a 20X lens in AxioVs40 software.

### 2.12 Analysis of Monoamines and Metabolites

High‐performance liquid chromatography with electrochemical detection (HPLC‐ED) was performed on whole brain samples (*n* = 9 WT females, 10 WT males, 9 mutant females, and 10 mutant males). Brains were homogenized and deproteinized in 0.1 N perchloric acid solution containing 7.9 mM Na_2_S_2_O_5_, 1.3 mM EDTA, and 70% HClO_4_, and sonicated for 45 s with a 5 s on and 5 s off cycle. Samples were centrifuged at 20,000 *g* for 30 min at 4°C. Protein quantification was performed on the pellet by the Compat‐Able BCA Protein Assay Kit (cat. no. 23229, Thermo Fisher Scientific, Rockford, USA) following the manufacturer's instructions, and the supernatant was stored at −80°C until analysis. Analytical measurements were performed in a blinded procedure using an LKB2248 (Pharmacia LKB Biotechnology, Uppsala, Sweden) HPLC pump coupled with a BAS LC4C (Bioanalytical Systems, West Lafayette, IN, USA) electrochemical detector as previously described (Kokras et al. 2018), with some minor modifications. The working electrode was glassy carbon, the reference electrode was Ag/AgCl, and the column used was Aquasil C18, 150 mm × 2.1 mm, 5 μm (Thermo Fisher Scientific, Massachusetts, USA). The voltage of the working electrode was set at +800 mV. In all samples, reverse phase ion pair chromatography was used to assay norepinephrine (NE), serotonin (5‐HT) and its metabolite 5‐hydroxyindoleatic (5‐HIAA), as well as dopamine (DA) and its metabolites 3,4‐dihydroxyphenylacetate (DOPAC), homovanillic acid (HVA), and 3‐methoxytyramine (3‐MT). The mobile phase consisted of a 50 mM phosphate buffer regulated at pH 3.0, containing 300 mg/L octyl sulfate sodium salt (MP Biomedicals LLC, Irvine, CA, USA) as the ion pair agent and 20 mg/L Na_2_EDTA; acetonitrile (Merck, Darmstadt, Germany) was added at 8%–10% v/v concentration. The sensitivity of the assay was tested for each series of samples using external standards, which were prepared daily in 0.2 N perchloric acid solution containing 7.9 mM Na_2_S_2_O_5_ and 1.3 mM Na_2_EDTA. Samples were quantified by comparison of the area under the curve (AUC) against these reference external standards using PC‐compatible HPLC software (Clarity, Data‐Apex, Czech Republic). The 5‐HT and DA turnover rates (5‐HIAA/5‐HT, HVA/DA, DOPAC/DA, and 3MT/DA) were calculated as indices of serotonergic and dopaminergic activity, respectively. These indices have been repeatedly shown to reflect 5‐HT and DA release and/or metabolic activity.

### 2.13 Aromatase Activity Assay

A tritiated water assay was used to measure aromatase activity (*n* = 7 for each group), with a blind procedure, from whole brains and gonads as previously performed with 1β [3H] androstenedione (CAS number: 63‐05‐8) as substrate (Charlier et al. 2011). Briefly, tissues were homogenized on water‐ice in TEK buffer (150 mM KCl, 10 mM Tris base, and 1 mM EDTA pH 7.2). 50 μL of the homogenate was added to 50 μL of NADPH (1.2 mM final concentration) and 50 μL of 1β [3H]‐androstenedione (25 nM final concentration). We also performed negative controls for each sample with 5 μL of ATD (10^−6^ M final, CAS number: 633‐35‐2), an aromatase inhibitor. The reaction was performed at 37°C for 15 min and stopped by 400 μL of trichloroacetic acid‐charcoal. Samples were centrifuged at 3500 *g* for 15 min at room temperature. Supernatants were transferred to columns containing resin AA. After 3 washes with water, the fractions were collected and mixed with scintillation fluid (4 times the volume of the sample) for radioactivity counting for 1 min. The counts per minute obtained with ATD were deducted from the cpm of the duplicates.

### 2.14 Bulk RNA Barcoding Sequencing (BRB‐Seq)

#### 2.14.1 RNA Extraction

RNA extraction was performed in a blinded procedure on three different parts of the brain, corresponding to the OB, the Tel, and the hypothalamus. Three zebrafish of the same genotype and sex were pooled for each region. A total of 6 pools of 3 wild‐type males and females were obtained (*n* = 18 females and 18 males), 5 pools of 3 mutant males (*n* = 15 males), and 4 pools of 3 mutant females (*n* = 12 females). Samples were homogenized with a mixer pellet pestle (UGAP, cat. no. 2608725), and total RNA was extracted according to the manufacturer's protocol (Macherey‐Nagel, cat. no. 740406.50). RNA quantity and quality were assessed using a Nanodrop‐1000 spectrophotometer (NanoDrop technology, Cambridge, UK) and a 2100 Bioanalyzer Instrument (Agilent Technologies, CA, USA) following the manufacturer's instructions. Only samples with an RNA integrity number (RIN) score > 7 were included.

#### 2.14.2 Library Preparation and Sequencing

Transcriptome analysis was performed in a blinded procedure using 3′ BRBseq with library preparation as described by Alpern et al. (2019). Briefly, reverse transcription and template switching were carried out on 4 μL of total RNA at a concentration of 2.5 ng/mL. The resulting cDNA was purified and amplified to double‐stranded cDNA through PCR. We used 50 ng of the ds cDNA for library preparation via tagmentation using the Illumina Nextera XT kit (Illumina, cat. no. FC‐131‐1024), following the manufacturer's protocol. Sequencing was then performed on an Illumina NovaSeq system by the IntegraGen company, following standard Illumina procedures. Image analysis and base calling were done using RTA 2.7.7 and bcl2fastq 2.17.1.14, with adapter dimer reads removed using DimerRemover (https://sourceforge.net/projects/dimerremover/).

#### 2.14.3 Data Preprocessing

The preprocessing of raw data is described in detail in Giacosa et al. (2021). The quality control pipeline involved an initial read of 16 bases with a quality score > 10, where the first 6 bp were unique to the sample and the subsequent 10 bp represented a unique molecular identifier (UMI). The second reads were aligned to a zebrafish reference transcriptome (UCSC, release danRer11, downloaded in August 2020). Reads mapping to multiple genomic locations were excluded from further analysis. A gene count matrix was then generated by counting the number of unique UMIs associated with each gene (rows) across samples (columns). This matrix was subsequently normalized using the rlog transformation from the DESeq package (Love et al. 2014). All raw and preprocessed data are available in the GEO repository (GEO accession number: GSE299412).

#### 2.14.4 Differential Gene Expression Analysis

Statistical filtering was performed using R v4.0.3. Principal component analysis (PCA) was conducted using the FactoMineR package in R (Lê et al. 2008). Differentially expressed genes (DEGs) were identified by comparing control and mutant groups for each sex and tissue (olfactory bulbs, telencephalon, and hypothalamus). Additionally, we sought to identify genes with sexually differential expression by comparing male and female samples within each model (control or mutant) and for each tissue. Two rounds of filtering were applied to each comparison: first, genes with fewer than three raw counts were excluded, followed by the exclusion of genes not expressed above a defined background threshold for the normalized data, corresponding to the median value (1.049 for the three‐brain‐region dataset) of the entire normalized expression matrix. Second, genes with less than a 1.5‐fold change compared to controls were filtered out. Final statistical filtering was conducted using the LIMMA package (Smyth 2004). Statistically significant DEGs were identified using a cut‐off value of *p* = 0.05, adjusted for multiple testing with the Benjamini & Hochberg method (Benjamini and Hochberg 1995).

#### 2.14.5 Clustering Analysis

Partitioning of the DEGs was performed by using the k‐means method. The resulting expression patterns of DEGs were displayed as a false‐color heatmap using the pheatmap package (Kolde et al. 2018; https://github.com/raivokolde/pheatmap). Each tile is colored with a different intensity according to the log2 fold change. In addition, the dataset is rearranged in each dimension of the mosaic according to the dendrograms calculated for samples and genes, respectively; 13 patterns have been defined to group genes that behave in the same way according to the dendrograms.

#### 2.14.6 Functional Analysis

Functional analysis was conducted using the Annotation Mapping Expression and Network (AMEN) suite (Chalmel and Primig 2008). Annotation terms were considered enriched when the False Discovery Rate (FDR)‐adjusted *p*‐value was ≤ 0.05 and when the number of DEGs associated with each term exceeded five.

### 2.15 GO Biological Process Annotation of DEGs

In males and females with *cyp19a1b*‐mutant vs. WT, for each brain area (OB, Tel, and hypothalamus), we used the Cytoscape software (v3.10.1) with the StringApp plugin (v2.2.0) to create networks of DEGs with a functional score of 0.7. For all six networks created, one by brain area for males and females, we grouped some DEGs according to selected biological processes terms from the Gene Ontology, such as population cell proliferation, neurogenesis, axonogenesis, gliogenesis, synaptic signaling, social and locomotory behavior, steroid metabolic process, and signaling.

### 2.16 Statistical Analyses

#### 2.16.1 Embryo Data (Body Length, Eye Size, Swim Bladder Size, and Heart Rate), Behavioral Data, and Reproduction Data

Raw data were exported as Excel files, and analyses were performed using R (v 4.3.2) via RStudio (v 2023.09.1 + 494). For behavioral data, video recording was checked, and poor quality trackings were either edited manually or discarded. Normality of data distribution was evaluated via quantile‐quantile graphics. Possible outliers were removed based on the interquartile criterion (IQR): values lying above or below 1.5*IQR were discarded (less than 10% of the data). *T*‐tests were applied to embryo data (heart rate, swim bladder size, eye size), shoaling data, and reproduction data (reproductive behavior and spawn characterization), with the exception of spawn success, which was evaluated using a Chi‐2 test. For the rest of the behavioral data, sex was taken into account as another factor, and two‐way (sex, genotype) ANOVA followed by Tukey's post hoc test was performed to identify differences between groups. In parallel, PCA was performed on the entire behavioral dataset (50 observations vs. 20 variables; package factoextra). Only significant PC axes and variables showing significant contribution on these axes were considered for interpretation of the data (except when mentioned otherwise; Camargo 2022). ANOVA followed by Tukey's post hoc test was performed on significant PC scores. An adjusted *p*‐value threshold of 0.05 was set to report statistically significant differences between groups.

#### 2.16.2 Embryonic Survival, Sex‐Ratio Data, Immunostaining Analyses, Monoamines and Metabolites, and Aromatase Activity Assay

Statistical analyses were performed in GraphPad Prism (v. 9.5.1) and in RStudio (v. 1.4.1106.0) for the Sheirer‐Ray‐Hare test. The effect of genotype and day post‐fertilization on survival was tested with two‐way repeated‐measures ANOVA. The effect of genotype on sex ratio was tested using a Student's *t*‐test. For immunostaining and monoamines and metabolites analyses, two‐way (sex and genotype) ANOVA was used for each brain area, each immune‐labeling, and each neurotransmitter and its metabolites. For the aromatase activity assay, the counts per minute (cpm) obtained with the ATD were deducted from the cpm of the duplicates. Two‐way (sex and genotype) ANOVA was used for brain and gonad. All data were tested for normality with the Shapiro–Wilk test and equal variance with Levene's test. If the data did not follow a normal distribution, data were transformed (logarithm of 2). If it was not sufficient, a Sheirer‐Ray‐Hare test was performed. An adjusted *p*‐value ≤ 0.05 was considered a statistically significant difference and was indicated by stars on figures. Hashtags indicate a trend between genotypes (0.05 < *p*‐value ≤ 0.1).

## 3 Results

### 3.1 Characterization of the *cyp19a1b*‐Mutant Line

To understand the role of brain aromatase in neuroplasticity and behavior, we generated a zebrafish mutant line in which the *cyp19a1b* gene was disrupted using TALENs technology. The deletion created a new recognition sequence for the *TauI* restriction enzyme, which was then used for genotyping (Figure 1A). Sequencing of the *cyp19a1b* gene confirmed the 10‐nucleotide deletion in exon 2, inducing an open reading frame shift and the occurrence of a premature stop codon in the sequence (Figure 1B). Strong AroB immunofluorescent staining was observed in radial glial cells bordering the ventricles in WT zebrafish brains, as shown in the caudal hypothalamus (Figure 1C). In mutant fish, different labeling intensities were observed, albeit consistently reduced compared to the WT. Mutant fish either showed a complete absence of AroB staining compared to WT or a weak fluorescence intensity (Figure 1C).

**FIGURE 1:**
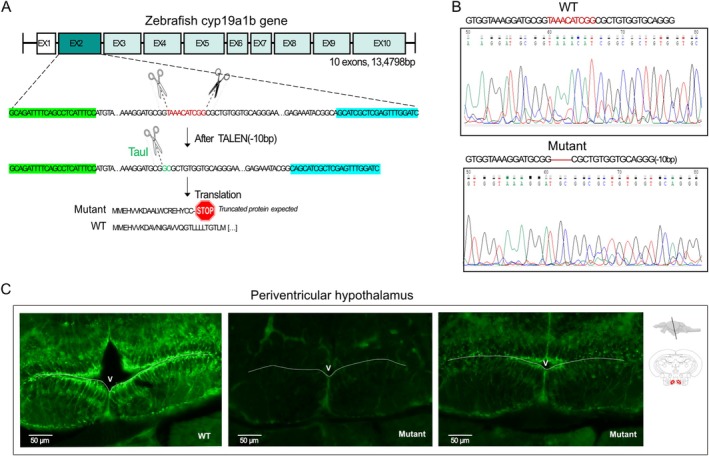
C*yp19a1b* mutant zebrafish characterization. (A) The position of the 10 deleted nucleotides is shown on the top (red sequence), and the corresponding truncated protein is indicated below the gene sequence. The restriction enzyme cut site used for genotyping is written in green (*TauI*). Primer sequences used for genotyping are highlighted in green (forward) and blue (reverse). (B) Sequencing of the *cyp19a1b* gene in WT and mutant zebrafish showing the nucleotide deletion in exon 2. (C) Periventricular hypothalamus sections of AroB immunoreactivity in WT and mutant fish. Scale bars: 50 μm.

To further characterize the impact of the mutation, we measured aromatase activity and showed significant reductions in the brains of both female and male mutants compared to WT, independently of the sex (*F* (1,24) = 11.01; *p* < 0.01; Figure 2). As predicted, the mutation did not affect aromatase activity in the gonads in the mutant compared to WT, but there was a strong sex effect in the gonads, with strong aromatase activity in the ovaries while no enzymatic activity was detected in the testicles (*F* (1,24) = 18.5729; *p* < 0.001; Figure 2). Together, these results indicate that the nucleotide deletion into exon 2 of the *cyp19a1b* gene induces a significant decrease in aromatase enzyme activity in the brain of mutant females and males, without impacting gonadal aromatase enzyme activity.

**FIGURE 2:**
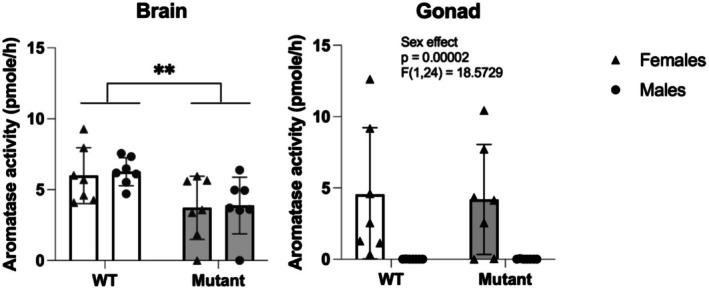
Aromatase activity expressed in pmole per hour in the brain and the gonad of WT and mutant adult zebrafish, in males and females. *n* = 7 in each group. Mean ± SEM; **p < 0.001 versus WT group.

### 3.2 Development and Growth

There was no significant difference in percentage survival between WT and mutant larvae (Figure S1A). Similarly, heart rate frequency at 48 hpf showed no significant variation between mutant and WT zebrafish. Furthermore, at 120 hpf, total body length, swimbladder surface, and eye size were similar between mutant and WT individuals (Figure S1B). AroB mutants and WT fish did not significantly vary in length or weight at adulthood. Males were significantly lighter than females independently of the genotype (*F* (1,46) = 8.82; *p* < 0.01). No difference in sex ratio was observed between WT and mutant fish (Figure S1C).

### 3.3 Non‐Reproductive Behaviors

A complete overview of the results of all the behavioral tests carried out is given in Table S2.

#### 3.3.1 Genotype‐Dependent Effects

Mutant fish exhibited increased activity in the shoaling test (*t*_122_ = 4.46; *p* < 0.001; Figure 3A). However, in behavioral tests assessing individual fish behavior, such as the y‐maze and the novel tank diving test, mutant fish showed reduced swimming activity (*F* (1,46) = 9.98; *p* < 0.01 and *F* (1,46) = 9.10; *p* < 0.01, respectively; Figure 3A). Swimming activity differences between mutant and WT fish are dependent on the context. In the z‐maze test, mutant fish took less time to exit the shelter area, a proxy to evaluate boldness (*F* (1,46) = 6.28; *p* = 0.016; Figure 3B). Mutant fish are less aggressive than WT. They went less often to the mirror area than WT counterparts (*F* (1,46) = 8.02; *p* < 0.01; Figure 3C). There was a genotype (*F* (1,46) = 8.02; *p* < 0.01) and a sex effect (*F* (1,46) = 18.97; *p* < 0.001). In addition, mutant fish tended to spend less time overall in the mirror area compared to WT fish (*F* (1,46) = 2.98; *p* = 0.091; Figure 3C). Mutant fish tended to have a lower spatial memory and to be less anxious than WT, as they tended to spend less time in the novel arm during the y‐maze test (*F* (1,46) = 2.84; *p* = 0.099; Figure S3A) and to spend more time in the top zone in the novel tank diving test (*F* (1,46) = 3.30; *p* = 0.076; Figure S3B).

**FIGURE 3:**
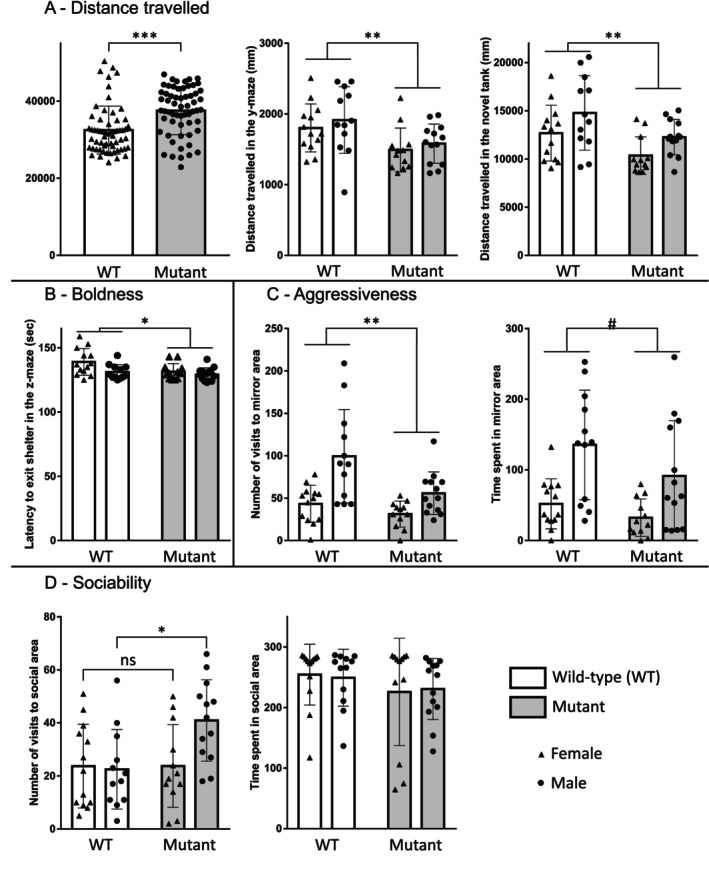
Non‐reproductive behavior in WT and mutant adult fish: Distance traveled in the shoaling test, the y‐maze, and the novel tank diving test (A). Boldness measured by the latency to exit the shelter area in the z‐maze (B). Aggressiveness test with the number of visits and the time spent in the mirror area (C). Sociability is measured by the number of visits and the time spent in the social area (D). Data are shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; #*p* < 0.1 versus the WT group.

In summary, mutant animals exhibit increased activity in group settings but reduced activity when alone. They display greater boldness and lower levels of aggressiveness. Finally, they tend to show reduced spatial memory and decreased anxiety‐like behavior.

#### 3.3.2 Sex‐Dependent Effects

Sex‐specific analysis across the different tests reveals that males covered a greater distance than females in most of them: Z‐maze (*F* (1,46) = 22.42; *p* < 0.001), novel tank diving test (*F* (1,46) = 6.89; *p* = 0.012), sociability tests (*F* (1,46) = 5.34; *p* = 0.025), and aggressiveness tests (*F* (1,46) = 18.50; *p* < 0.001; Table S2). In the z‐maze, males take significantly less time to reach the different zones than females: latency to reach zone 16 (*F* (1,46) = 13.55; *p* < 0.001), latency to reach distal zone (*F* (1,46) = 6.04; *p* = 0.018), time spent in distal zone (*F* (1,46) = 5.63; *p* = 0.022). In the novel tank diving test, the top zone is visited more by males (*F* (1,46) = 6.83; *p* = 0.012). In the aggressiveness test, the number of visits to the mirror zone was higher for males (*F* (1,46) = 18.97; *p* < 0.001), and they spent more time in the mirror zone (s) (*F* (1,46) = 17.93; *p* < 0.001). In short, some behaviors differ according to the sex of the fish, with males swimming more, being bolder and more aggressive, and being less anxious than females.

#### 3.3.3 Genotype and Sex Interaction

Two significant genotype–sex interaction effects were observed. Mutant males appeared to be more sociable, as they visited the social area more often than both WT fish and mutant females (*F* (1,46) = 4.42; *p* = 0.041; Figure 3D). There was no difference for WT fish, whatever the sex, and no difference for mutant females compared to WT fish (Figure 3D). In the classical conditioning test, there is an interaction between genotype and sex for the number of visits to the checkerboard (*F* (1,46) = 6.19; *p* = 0.017; Table S2), but differences are small, and the post hoc does not reveal significant differences.

### 3.4 Reproductive Behavior

We quantified various locomotor parameters to evaluate sexual behavior and found no difference in distance traveled during reproduction, time spent in the spawning area, and average interindividual distance. Body contact time tended to be reduced for mutant fish compared to WT fish (*t*_81_ = −1.67; *p* = 0.098; Figure S2A). Nonetheless, the number of eggs laid per individual spawn, the success frequency (data not shown), and the fertilization rate were similar between both genotypes (Figure S2B).

### 3.5 Brain Proliferation

Cell proliferation was evaluated by counting the number of PCNA‐labeled cells. In the OB, cell proliferation was significantly higher in mutant fish compared to WT, independently of sex (*F* (1,28) = 9.95; *p* < 0.01; Figure 4A). In contrast, proliferation was significantly reduced in mutants compared to WT in the Dm (*F* (1,27) = 14.58; *p* < 0.001; Figure 4B), the Di (*F* (1,27) = 4.738; *p* = 0.0384; Figure 4C), and the Hc (*F* (1,26) = 6.528; *p* = 0.0168; Figure 4F). Additionally, a higher number of PCNA‐labeled cells was observed in males compared to females in the PPa, independently of genotype (*F* (1,27) = 5.013; *p* = 0.0336; Figure 4E). A similar trend was observed in the Vv (*F* (1,27) = 3.4541; *p* = 0.0631; Figure 4D). No statistically significant difference was found in other regions investigated (D, thalamus, Hv, Hd, and pituitary; Figure S4).

**FIGURE 4:**
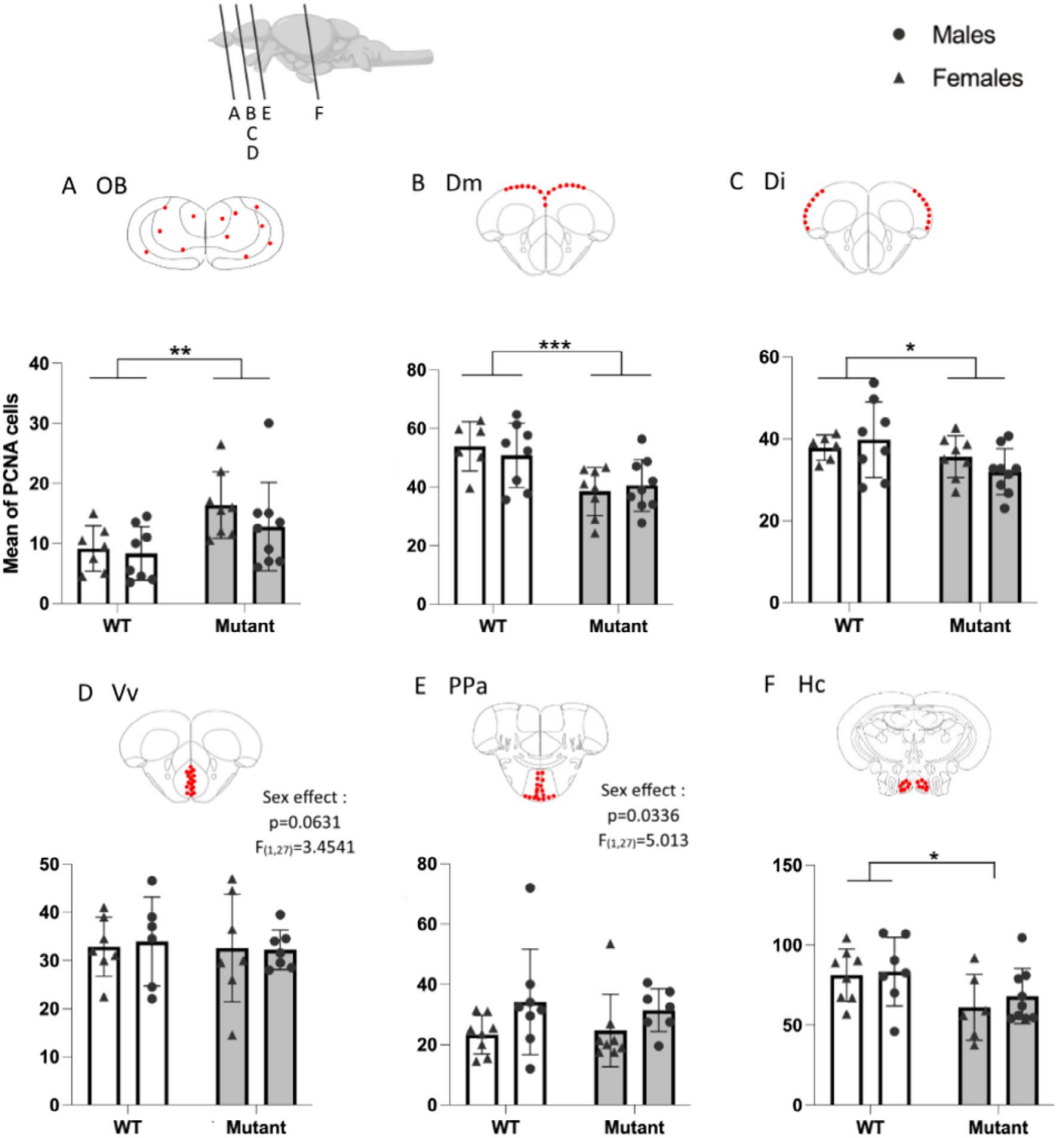
Quantification of the number of PCNA‐labeled cells in WT and mutant fish. (A) Olfactory bulbs (OB). (B) Medial zone of dorsal telencephalic area (Dm). (C) Lateral zone of dorsal telencephalic area (Di). (D) Ventral nucleus of ventral telencephalic area (Vv). (E) Parvocellular preoptic nucleus (PPa). (F) Caudal zone of periventricular hypothalamus (Hc). Red dots on schematic frontal sections indicate quantified areas. Mean ± SEM, *p < 0.05; **p < 0.001; ***p < 0.0001 versus WT group.

### 3.6 Dopamine and Serotonin‐Producing Neurons

In all neuronal populations examined, no significant difference in the number of TH‐labeled cells was observed between WT and mutant zebrafish (Figure 5).

**FIGURE 5:**
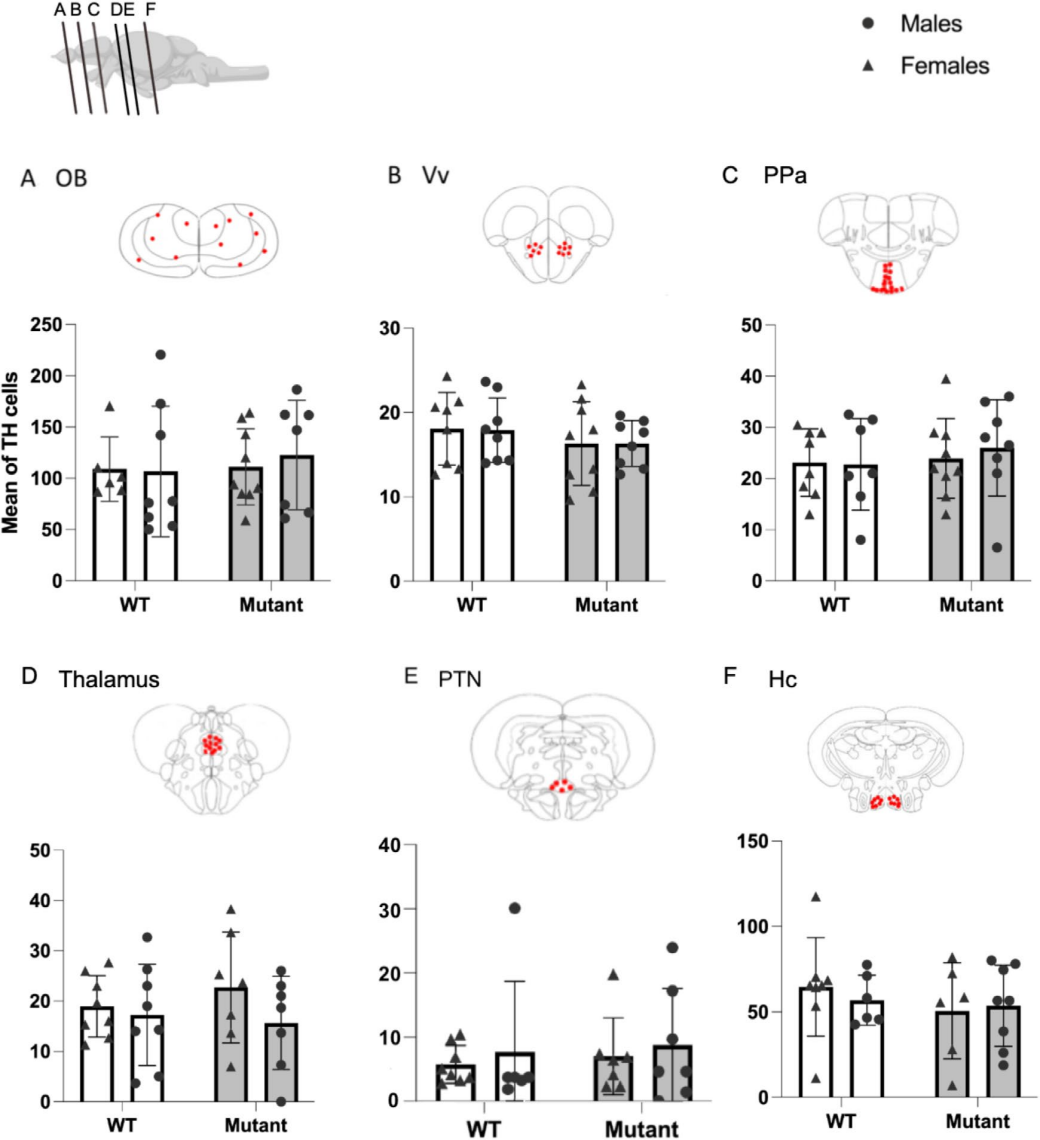
Quantification of TH‐positive cells in WT and mutant fish. (A) Olfactory bulbs (OB). (B) Ventral nucleus of ventral telencephalic area (Vv). (C) Parvocellular preoptic nucleus (PPa). (D) Thalamus. (E) Posterior tuberal nucleus (PTN). (F) Caudal zone of periventricular hypothalamus (Hc). Red plots represent regions of interest in which TH‐positive cells have been quantified. Mean ± SEM; the number of analyzed brains is indicated in each bar.

The optical density of 5‐HT positive cells was quantified in the paraventricular organ, the posterior tuberal nucleus, and the caudal zone of the periventricular hypothalamus. No significant difference in 5‐HT expression was observed between WT and mutant zebrafish (Figure 6).

**FIGURE 6:**
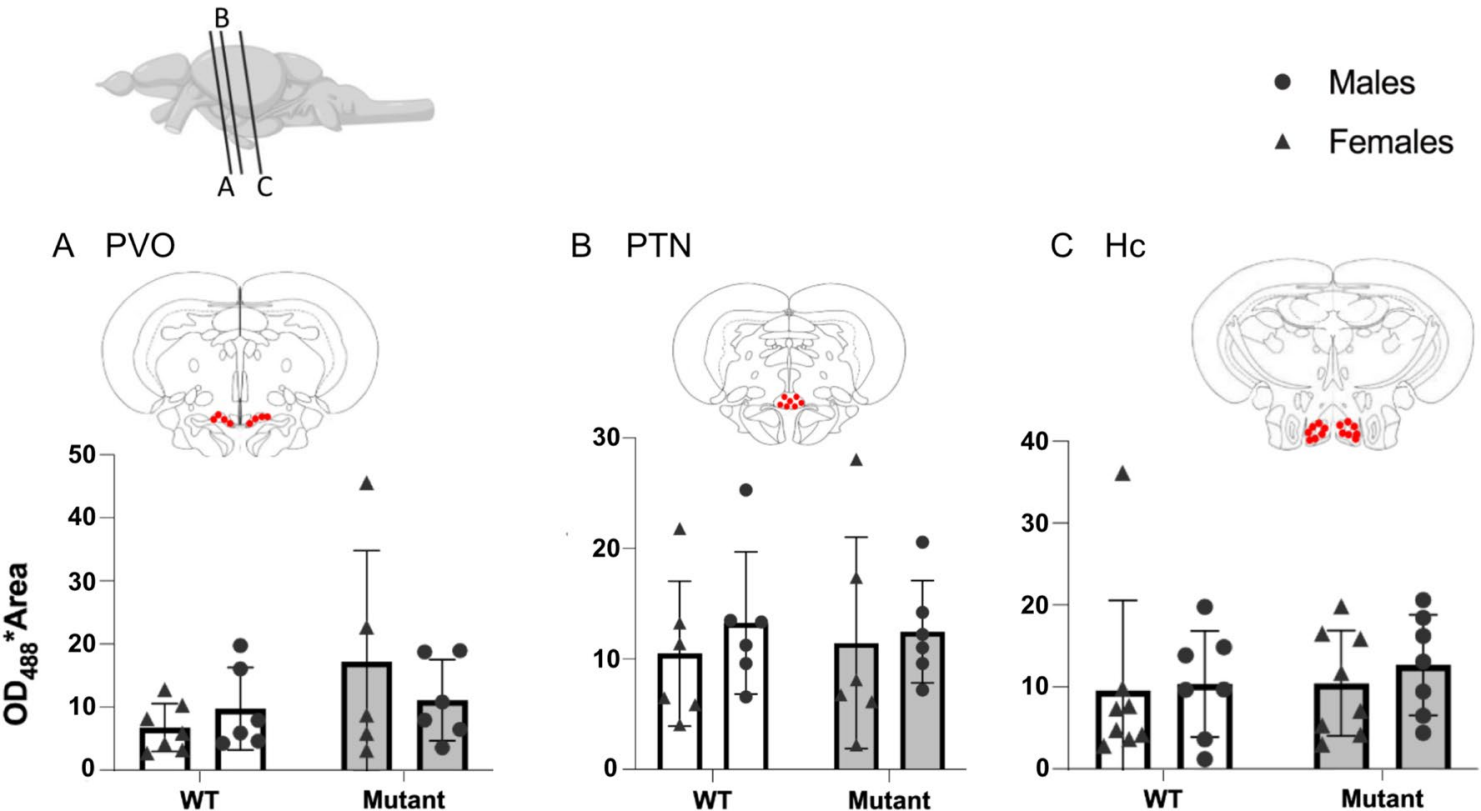
Expression of 5‐HT in positive cells in WT and mutant fish. (A) Paraventricular organ (PVO). (B) Posterior tuberal nucleus (PTN). (C) Caudal zone of periventricular hypothalamus (Hc). Red dots on frontal brain section drawings indicate areas of interest where expression is observed. Mean ± SEM.

In parallel to the histological quantification of cell‐producing neurotransmitters, we also measured the levels of dopamine, serotonin, and noradrenaline and their metabolites in the whole brains of WT and mutant male and female fish. A complete overview of the results can be found in Table S3. A modulation of 3MT was observed in mutant fish, with mutant females having significantly more 3MT than WT females (*t* = 0.0464, Table S3).

### 3.7 Transcriptomic Analysis

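Transcripts were counted by bulk RNA barcoding sequencing (BRB-seq), a 3′ method in which each library carries a sample barcode and each captured molecule a unique molecular identifier (UMI). Each library held RNA from 1 region of 3 pooled fish of the same sex and genotype. The OB, the Tel and the hypothalamus were each measured in 6 pools of WT females (18 fish), 4 pools of mutant females (12 fish), 6 pools of WT males (18 fish) and 5 pools of mutant males (15 fish), which gave 63 libraries. The authors kept first reads of 16 bases with a quality score above 10, which hold a barcode of 6 bases and a UMI of 10 bases. They aligned the second reads to the UCSC danRer11 reference transcriptome, left out reads that mapped to several places and counted the distinct UMIs of each gene. The deposited values are these counts for 15418 genes, before the rlog normalization that the methods describe next. Pools carry codes made of a letter (A, B or C) and a digit, and libraries of the 3 regions with the same code, sex and genotype were taken as the same pool of fish.

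Library totals ran from 21444 to 1033008 UMIs, with a median of 281160. In females, the median total was 275347 in WT pools and 79076 in mutant pools in the OB (lowest 189762 and 31219, highest 541159 and 207510 UMIs). It was 353181 and 66680 in the Tel (151209 to 693487, and 21444 to 188958), and 536043 and 175074 in the hypothalamus (460620.0 to 795858, and 78533 to 348901). In males, the WT and mutant medians were 503168 and 228224 in the OB (252169 to 1033008, and 112349 to 455518), 345180 and 177801 in the Tel (37825 to 553530, and 153807 to 302326), and 583931 and 217705 in the hypothalamus (470915 to 934685, and 103238 to 323148). WT medians were thus 3.48, 5.30 and 3.06 times those of mutants in females, and 2.21, 1.94 and 2.68 times in males, in the OB, the Tel and the hypothalamus. A gene with 3 counts, the lowest count kept by the paper's first filter, stood for 2.90 to 139.9 CPM (counts per 1e6 in the library) across libraries. No 2 of the 138 pairs of pools within a group were identical, and their counts differed by a chi-square of 1.47 to 11.0 per degree of freedom (median 4.22), where sampling of molecules alone gives 1.

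For the values given beside the paper's sentences, the 21 libraries of each region were fitted in 1 model, after trimmed mean of M values (TMM) scaling and a filter on low counts, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as a DEG at an adjusted p of 0.05 or less with a change of at least 1.5-fold. CPM values use the TMM-scaled library total, and exact permutation tests are two-sided tests on the group means of log2(CPM + 1).

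Transcript of the mutated gene, cyp19a1b, was read first, planned as a check on the labels of the groups. The mutation is a short deletion that shifts the reading frame, and the counts come from 3′ ends. The transcript therefore need not fall in mutants, and the values below cannot decide on the labels. In the OB it was 25.4 ± 23.4 CPM (SD, n = 4) in mutant females and 25.5 ± 13.9 CPM (SD, n = 6) in WT females (log2 fold change 0.36 ± 0.62, SE). It was 18.5 ± 13.9 CPM (SD, n = 5) in mutant males and 22.6 ± 11.5 CPM (SD, n = 6) in WT males (log2 fold change −0.33 ± 0.47, SE). Each of the female OB groups held counts of only 0 to 11, and 1 pool stood apart in each WT group of that region (52.7 CPM against 15.1 to 26.7 in females, and 44.6 against 11.0 to 21.8 in males). Leaving out 1 pool at a time moved the OB change from −0.80 to 0.65 in females and from −0.71 to 0.04 in males. Thinning the counts to the lowest group median gave −0.49 in females (Benjamini-Hochberg adjusted p = 0.864 with edgeR's quasi-likelihood test; 0.743 to 0.972 over 12 alternatives), so no direction is given there. In the Tel, cyp19a1b was 1106 ± 299 CPM (SD, n = 4) in mutant females against 1669.7 ± 344 CPM (SD, n = 6) in WT females (log2 fold change −0.61 ± 0.43, SE), with 1 WT pool at 1003 CPM against 1693 to 1996 in the others. Males of the Tel were at 890.3 ± 498 CPM (SD, n = 5) against 1412 ± 332 CPM (SD, n = 6) (log2 fold change −0.66 ± 0.39, SE). In the hypothalamus it was 874 ± 244 CPM (SD, n = 4) against 990.0 ± 131 CPM (SD, n = 6) in females (log2 fold change −0.20 ± 0.36, SE). There, males were at 551 ± 333 CPM (SD, n = 5) against 931 ± 428 CPM (SD, n = 6) (log2 fold change −0.74 ± 0.34, SE). None of the 6 comparisons reached an adjusted p of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (lowest adjusted p = 0.303, highest adjusted p = 0.913), and in none did the mutant pools lie apart from the WT pools. Male mutant pool A1 held 14 cyp19a1b counts in the Tel and 20 in the hypothalamus (49.5 and 93.7 CPM). The other male mutant pools held 938 to 1367 and 475 to 1026 CPM.

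**Figure D1:**
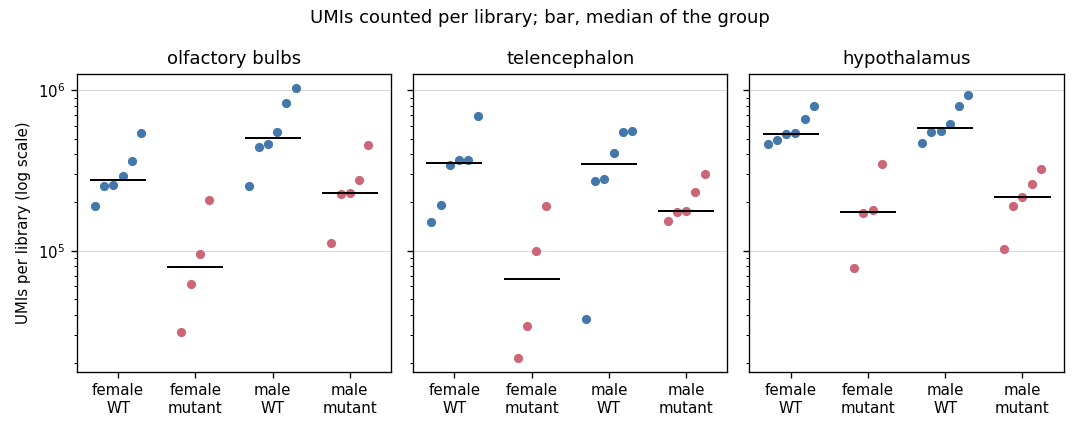
UMI totals of the 63 libraries by region, sex and genotype, 1 point per library, with the group median as a line (n = 6 WT female, 4 mutant female, 6 WT male and 5 mutant male pools per region).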

Differential transcriptomics analyses were carried out to compare DEGs in males vs. females and mutants vs. WT in the OB, the Tel, and the hypothalamus. 

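Of the 15418 genes counted, 365 had no count in any library. The filter on low counts kept 4521 genes in the OB, 4438 in the Tel and 6464 in the hypothalamus. Over the 12 comparisons (3 regions; mutants with WT in each sex; males with females in each genotype), 440 genes were DEGs in at least 1, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the paper's steps applied to rlog values computed from the counts, the background threshold was 1.05 (median of all values). Per comparison, 6275 to 8133 genes passed detection and 241 to 1424 of these passed the fold step, or 4917 genes in at least 1 comparison. Moderated t tests adjusted over only the genes that passed both steps gave 1614 DEGs, the largest shift among the alternatives, and adjustment over all detected genes gave 346. A version chosen after seeing the data, with group medians for the fold step and 1 F test per gene over the 12 comparisons, gave 588. Its p is shared by all 12 comparisons, so only the fold step ties its calls to a sex and region. Ranges of adjusted p over the alternatives include this p where the version was run.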

A filtering pipeline was applied to the results to select significant DEGs only (Table S4, Figure 7A). DEGs can be analyzed from transcriptome data by visualizing expression profiles using a heatmap. This approach allows quick identification of gene groups exhibiting up‐ or downregulation across different genotypes, sexes, or brain regions. Analysis of the clustered expression profiles identified 13 distinct patterns labeled P1 to P13 (Figure 7B). 

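Table S4, in the copy read here, lists 374 genes with a pattern and a value for each of the 12 groups. Group medians of the rlog values computed from the deposited counts differed from the listed values by at most 5e-05. The listed calls of higher, lower or unchanged were the same as those from the fold step alone in 4488 of 4488 cases. Of the female calls by genotype listed for the OB, the Tel and the hypothalamus, 61 of 163, 58 of 204 and 99 of 178 were also made here in the same direction with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test made 1 of 70, 1 of 103 and 35 of 153 listed calls in males. For the sex comparisons it made 0 of 27, 1 of 29 and 0 of 26 in WT fish, and 40 of 135, 20 of 139 and 58 of 114 in mutants. Of the 374 genes, 315 (84.2%) were called by the version with group medians and 1 F test, which was chosen after seeing the data.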

A GO term enrichment analysis was performed for each pattern but failed to produce significant results.

**FIGURE 7:**
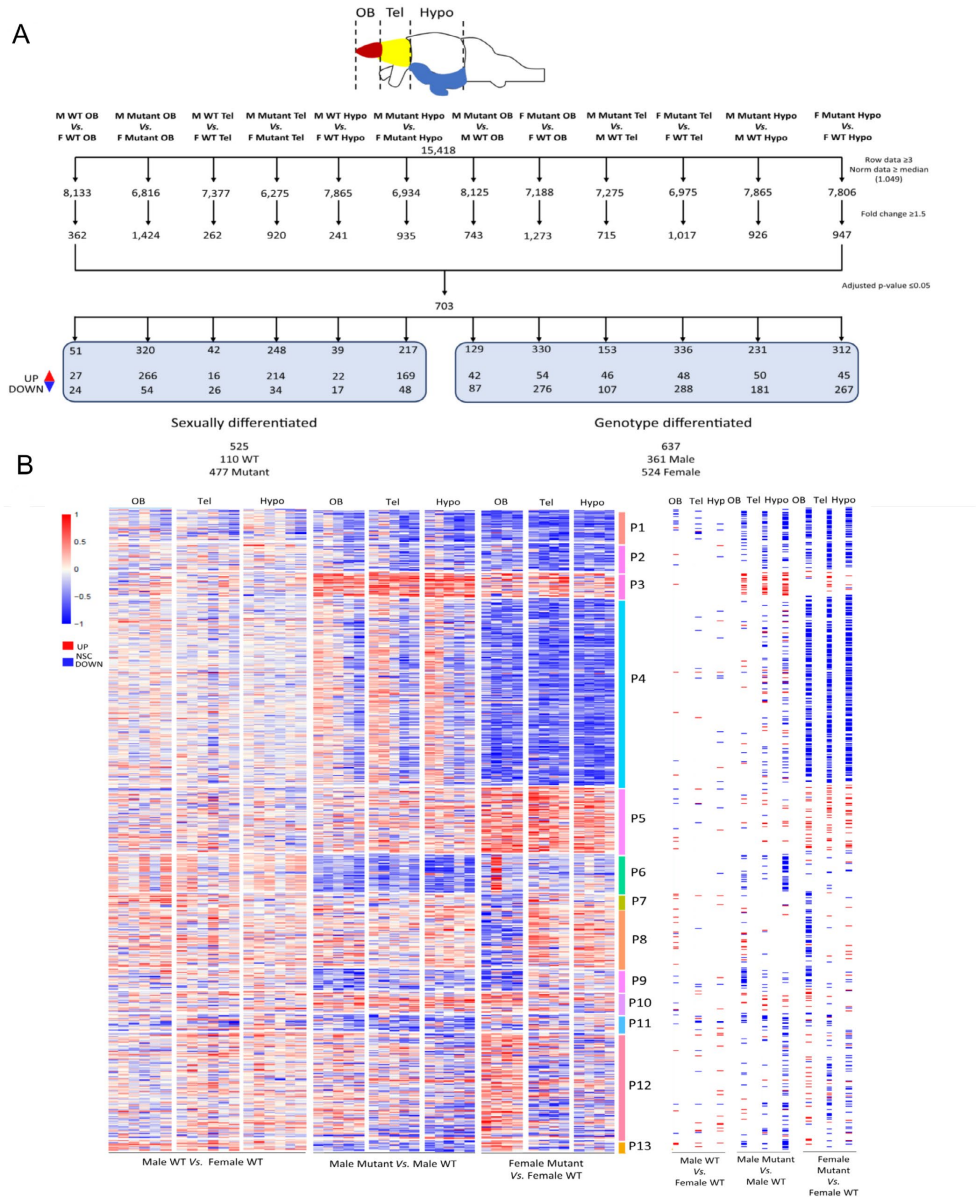
Workflow for BRB‐Seq data processing and heatmap of differentially expressed genes (DEGs) in the three different parts of the brain (olfactory bulb, telencephalon, and hypothalamus) on male and female WT and mutant adult fish. (A) Filtration steps based on limit of detection, fold change cut‐off of 1.5, and statistics leading to 703 DEGs. Hypo, hypothalamus; OB, olfactory bulb; Tel, telencephalon. (B) Heatmap of all DEGs in each WT and mutant fish in the three areas of the brain. Genes are clustered in 13 distinct patterns: P1. 36 DEGs, P2. 31 DEGs, P3. 27 DEGs, P4. 213 DEGs, P5. 74 DEGs, P6. 43 DEGs, P7. 15 DEGs, P8. 66 DEGs, P9. 24 DEGs, P10. 23 DEGs, P11. 19 DEGs, P12. 120 DEGs, P13. 12 DEGs. On the right‐hand side of the heatmap, each dysregulated gene is represented as a tile, with a color intensity reflecting the average log2 fold change of samples for each comparison and brain region. Scale: Log2 fold change. Red = significantly upregulated expression, Blue = significantly downregulated expression, White = no significant change. Male: *N* = 6 WT and 5 mutants; Female: *N* = 6 WT and 4 mutants.

We identified 110 DEGs between WT males and females (Figure 7A). However, the clustering did not link these DEGs to any of the specific patterns identified (Figure 7B). In contrast, sex‐related differences were more pronounced in mutants, with 477 DEGs identified (Figure 7A).

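Between WT males and WT females (6 pools each), 4 DEGs were found in the OB, 2 in the Tel and 1 in the hypothalamus with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 genes in all. At an unadjusted p of 0.05, 165, 80 and 241 genes passed in the OB, the Tel and the hypothalamus. Group medians with 1 F test, chosen after seeing the data, moved this most (111 genes), and of the settings fixed before, adjustment over only the genes past the fold threshold (103). In the OB, f13a1a.1 was lower in males (log2 fold change −3.58 ± 0.60, SE, adjusted p = 0.00577 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 2.13 ± 1.80 CPM (SD, n = 6) against 32.0 ± 22.6 CPM (SD, n = 6). Another, or132-2, was higher (log2 fold change 1.77 ± 0.36, SE, adjusted p = 0.0423 from the same test) at 38.5 ± 15.2 CPM (SD, n = 6) against 11.6 ± 3.19 CPM (SD, n = 6). The call of or132-2 was lost with scaling by library total only, the pool code as a block and the low-total libraries left out (Benjamini-Hochberg adjusted p 6.28e-05 to 0.137 over 13 alternatives). In the Tel, hsd17b3 was higher in males (log2 fold change 1.35 ± 0.24, SE, adjusted p = 0.0198 from the same test). For this gene 1 male pool at 147 CPM stood apart from the others (47.5 to 76.5 CPM) and 1 female pool at 40.2 CPM from the others (22.3 to 28.1 CPM). Its call was lost with the paper's steps adjusted over all detected genes and only the 2 groups compared in the fit (Benjamini-Hochberg adjusted p 0.000642 to 0.0684 over 14 alternatives). In the hypothalamus, dio2 was 291 ± 76.6 CPM (SD, n = 6) in males and 90.2 ± 24.5 CPM (SD, n = 6) in females (log2 fold change 1.70 ± 0.26, SE, adjusted p = 0.00379 from the same test). It was also higher in males in the OB (log2 fold change 3.07 ± 0.46, SE, adjusted p = 0.00209, same test) and the Tel (log2 fold change 1.85 ± 0.28, SE, adjusted p = 0.00195, same test), where pools of the 2 sexes overlapped, and is given there because of these values. With the pool code as a block, 3, 3 and 1 genes were called (5 in all), and with the pool letter as a block 4, 3 and 1 (6 in all). Deviations from the group mean of pools with the same code in both sexes had a mean correlation of 0.233, 0.197 and 0.224 across genes in the OB, the Tel and the hypothalamus, and genes are not independent replicates.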

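Between mutant males (5 pools) and mutant females (4 pools), 101, 53 and 154 genes were DEGs in the OB, the Tel and the hypothalamus with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 206 genes in all. Of these, 83, 53 and 146 were higher in males. Over the alternatives the number in any region ran from 22, with the paper's steps adjusted over all detected genes, to 567, with adjustment over only the genes past the fold threshold. With the pool code as a block the counts were 90, 45 and 144, and with the letter 113, 49 and 170. Pools with the same code had a mean correlation of deviations across genes of 0.083, 0.065 and 0.202. Leaving out 1 pool at a time gave 102 to 240 genes in any region, 4 to 160 in the OB and 0 to 128 in the Tel.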

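Between mutant females (4 pools) and WT females (6 pools), 116, 109 and 230 genes were DEGs in the OB, the Tel and the hypothalamus with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 272 genes in all. Between mutant males (5 pools) and WT males (6 pools), the same test gave 1, 1 and 125 DEGs, 126 genes in all, and 433, 427 and 966 genes at an unadjusted p of 0.05. In either sex there were 388. The alternative that moved the number in either sex most was the paper's steps on rlog values, with 1570. With the pool code as a block, 139, 136 and 250 genes were called in females and 6, 2 and 153 in males. The pool letter as a block gave 147, 139 and 273 in females and 6, 1 and 197 in males. The mean correlation across genes between pools sharing a code was 0.129, 0.110 and 0.194 in females and 0.074, 0.174 and 0.198 in males.

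Among the largest changes with all pools apart in females, stoml2 in the OB had 0 to 1 counts in mutant pools and 12 to 32 counts in WT pools (adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Tel, tln2a and surf4l had no count in any mutant pool and 3 to 35 and 3 to 20 counts in WT pools (adjusted p = 0.0491 and 0.0318 from the same test). In the hypothalamus, phb2a had no count in mutant pools and 1 to 50 counts in WT pools (adjusted p = 0.0236, same test). There, scn4aa had 0 to 1 counts and 8 to 44 counts (adjusted p = 0.005, same test). In males, the DEG of the OB was imp4 (log2 fold change 1.83 ± 0.31, SE, adjusted p = 0.012 from the same test) and that of the Tel was gyg1a (log2 fold change 1.79 ± 0.29, SE, adjusted p = 0.00743 from the same test), both higher in mutants. The call of imp4 was lost with the paper's steps adjusted over all detected genes and only the 2 groups compared in the fit (Benjamini-Hochberg adjusted p 6.04e-05 to 0.117 over 14 alternatives). That of gyg1a was lost with counts thinned to the lowest group median and the low-total libraries left out (Benjamini-Hochberg adjusted p 6.36e-06 to 0.2 over 15 alternatives). In the hypothalamus of mutant males, stac3 had 4 to 22 counts against 0 to 2 counts (adjusted p = 0.00499, same test). Of the others called there, fam122b was higher in mutants (log2 fold change 2.89 ± 0.66, SE, adjusted p = 0.0229 from the same test). So was rnf13 (log2 fold change 3.20 ± 0.74, SE, adjusted p = 0.0238 from the same test), whose call was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 4.28e-06 to 0.0569 over 13 alternatives).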

A total of 637 genotype‐dependent DEGs were identified, with female and male mutants exhibiting 524 DEGs and 361 DEGs, respectively, when compared to wild‐type counterparts (Figure 7A). Across the three regions analyzed, genotype‐dependent DEGs were generally downregulated in mutants relative to WT, an effect more pronounced in females than in males (Figure 7B). 

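Of the 455 calls by genotype in females over the 3 regions, 410 (90.1%) were lower in mutants, and of the 127 calls in males 89 (70.1%) were. Over the alternatives the share lower in females ran from 68.2%, with the paper's steps on rlog values, to 95.2%. When libraries were scaled by their totals only, it was 72.3%. The median change of all tested genes then moved to 0.182 in the Tel and 0.203 in the hypothalamus of females, against −0.0008 and 0.0421 with TMM scaling. Leaving out 1 pool at a time gave 48.4% to 75.4% lower in males. In females the calls split into 11 up- and 105 downregulated genes in the OB, 2 and 107 in the Tel, and 32 and 198 in the hypothalamus. In the hypothalamus of males, 36 were up- and 89 downregulated.

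Genotype-by-sex interaction, which asks whether the change differs between the sexes, had an adjusted p of 0.05 or less for 8 of 4521 genes in the OB, 22 of 4438 in the Tel and 132 of 6464 in the hypothalamus (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The female change was the lower of the 2 in all 30 of the OB and the Tel and in 125 of the 132. At an unadjusted p of 0.05 the counts were 434, 329 and 603. In the OB and the Tel, no filter on low counts moved them most, to 108 and 136, and with the pool code as a block they were 15 and 3. With the low-total libraries left out they were 2 and 0, and on counts thinned to the lowest group median 0 and 20. Among the genes called in females the change in males was smaller in 116 of 116, 109 of 109 and 228 of 230, but these genes were selected on the female change. Of those downregulated in females, 77 of 105, 74 of 107 and 104 of 198 were also lower in mutant males. Among genes called in males, selected on the male change, the change in females was smaller in 1 of 1, 1 of 1 and 118 of 125.

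**Figure D2:**
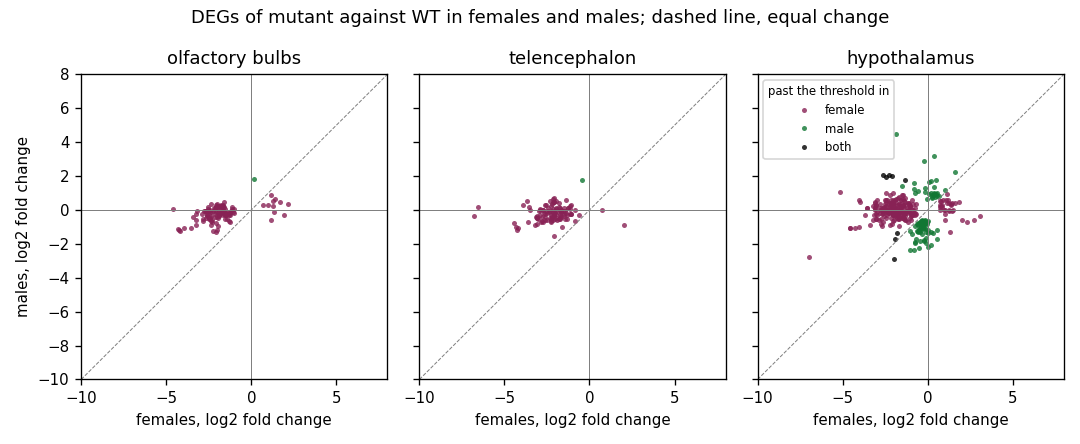
Log2 fold change of mutants against WT in females and in males for the DEGs of each region, 1 point per gene, marked as DEGs of females, of males or of both (n = 4 and 6 pools in females, 5 and 6 in males). Genes called in neither sex are not drawn.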

When mutants were compared to WT, we observed that genes expressed in patterns P1, P2, P4, and P5 were differently affected by the mutation according to sex. Specifically, genes in P1, P2, and P4 were downregulated in both sexes, but the effect was more pronounced in mutant females than in mutant males. In contrast, gene expression in P5 was increased in mutant females compared to mutant males (Figure 7B).

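Membership of P1, P2 and P4 was read from Table S4. For the 36 listed genes of P1 (25, 28 and 32 tested in the OB, the Tel and the hypothalamus), the mean log2 fold change in females was −2.23 (pool SD 0.319 and 0.155), −2.19 (pool SD 0.351 and 0.232) and −2.06 (pool SD 0.098 and 0.177). The means of P1 in males were −0.88 (pool SD 0.655 and 0.4), −0.75 (pool SD 0.794 and 0.472) and −1.00 (pool SD 0.841 and 0.487). Pool SDs are given for mutant pools first and WT pools second, as the SD of the pool means over the same genes. For the 31 listed genes of P2 (25, 28 and 30 tested in the OB, the Tel and the hypothalamus), the mean log2 fold change in females was −1.14 (pool SD 0.328 and 0.103), −1.61 (pool SD 0.481 and 0.081) and −1.26 (pool SD 0.118 and 0.091). The means of P2 in males were −0.33 (pool SD 0.373 and 0.118), −0.51 (pool SD 0.472 and 0.153) and −0.40 (pool SD 0.431 and 0.121). P4 has 106 listed genes (89, 90 and 97 tested), with female means of −1.53 (pool SD 0.088 and 0.192), −1.60 (pool SD 0.316 and 0.22) and −1.66 (pool SD 0.114 and 0.24). Its male means were −0.05 (pool SD 0.594 and 0.173), 0.00 (pool SD 0.721 and 0.252) and 0.09 (pool SD 0.635 and 0.086). The male means of P4 had no stable sign: over the alternatives they ran from −0.16 to 0.01, from −0.13 to 0.08 and from −0.05 to 0.13. Of the tested P4 genes, 51 of 89, 45 of 90 and 44 of 97 were lower in mutant males. The copy of Table S4 lists only part of the genes that the paper counts in P4, and the others were not examined. An interaction of genotype with sex at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was found for 5 of 32 genes of P1 and 1 of 30 of P2, all in the hypothalamus. For P4 it was found for 1 of 89, 8 of 90 and 40 of 97. The genes were grouped by the authors on these same libraries, so their means are no independent check.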

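Figure 8 marks 4 genes as P5, of which 2 were tested in the OB, 3 in the Tel and 4 in the hypothalamus. They are a small part of the genes that the paper counts in P5, so their values do not stand for the pattern. Their mean log2 fold change against WT was 0.83 (pool SD 0.318 and 0.195), 0.84 (pool SD 0.246 and 0.269) and 1.11 (pool SD 0.158 and 0.107) in females, with pool SDs of mutant and WT pools in parentheses. In males it was 0.34 (pool SD 0.268 and 0.194), 0.56 (pool SD 0.212 and 0.475) and 0.56 (pool SD 0.416 and 0.146). Female minus male change was 0.496, 0.282 and 0.547. In females 1 of the genes was a DEG in the OB, 0 in the Tel and 2 in the hypothalamus, and in males 0 in each. None had an interaction of genotype with sex at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).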

For each region and for each sex, we identified genes affected by the mutation. We annotated them according to Gene Ontology, under the category “biological processes,” and looked for genes containing annotations of interest. We then submitted this dataset to a STRING analysis to build interactions between partner genes and visualized these interaction networks and biological pathways using the Cytoscape software, integrating these networks with annotations and gene expression profiles (Figures S5, 8, and 9).

**FIGURE 8:**
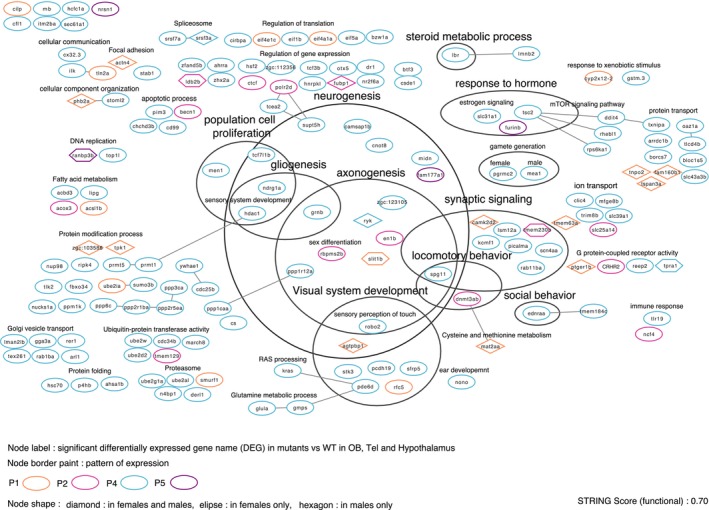
Functional interaction and annotation of genes from patterns (Figure 7B) P1, P2, P4, and P5 (indicated by the node border color) are significantly differentially expressed in mutants versus WT in the three brain areas, in males and/or in females (indicated by the node shape).

**FIGURE 9:**
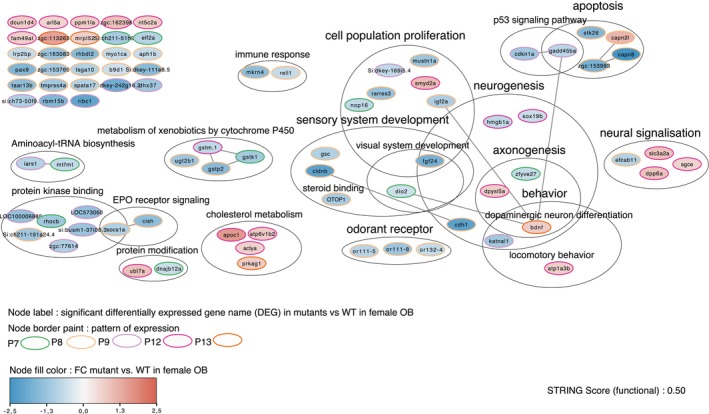
Cytoscape network visualization: Functional interaction (STRING functional score: 0.50) and annotation of genes from pattern of expression (described in Figure 7B and indicated by the node border color) P7, P8, P9, P12, and P13 (indicated by the node border color), significantly differentially expressed in female mutant versus WT, in the olfactory bulbs (OB).

Figure S5 shows the 6 resulting networks, for males and females, mutants vs. WT, in each of the three brain areas. This representation provides a quick overview of the mutation's impact on gene expression, as indicated by color intensity based on log2 fold change and highlights the different biological processes associated with the dysregulated genes. The networks in Figure S5 display the names of DEGs, their dysregulation levels, and their localization. The color code and the node shape provide further information: Diamond‐shaped nodes indicate genes common to both sexes and all brain regions, while green borders represent sex‐specific genes shared by all three brain areas.

We focused on DEGs known to be involved in the biological processes of interest, such as cell population proliferation (*men1, rarres3, hdac1, kctd13*), neurogenesis (*spg11, hdac1, bdnf, robo2, agtpbp1, supt5h, hmgb1a, kctd13, sema5a*), axogenesis (*spg11, bdnf, robo2, sema5a, pak1*), gliogenesis (*hdac1*), neurotransmission (*gabra4, npas4a, rab3a*), steroid metabolism (lbr, *dhcr7*), sensory systems development (*pcdh5, sfrp5, pde6d, rfc5, nono, or111, or132*), cognition (*robo2, bdnf*), and behaviors (*bdnf, psmd3, dnmt3ab, spg11, ednraa, npas4a*). 

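Over the transcriptomic statements of the paper, 46 genes named in the text could be matched, of which 3 (tmem232, rarres3 and or111-8) had too few counts to be tested in any region. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 29 were DEGs by genotype in females in at least 1 region (20 of 34 tested in the OB, 13 of 37 in the Tel and 27 of 41 in the hypothalamus). In males 3 were (gabra4, men1 and robo2), in the hypothalamus only. Neither sex gave a call for 16. Adjusted over this list alone, calls in females rose from 60 to 90 and in males from 3 to 4, where 92 and 30 values had an unadjusted p of 0.05 or less. As the list holds the paper's own calls, this shows no stability. For pak1, the change in the Tel of mutant females was upward without a call (log2 fold change 0.72 ± 0.31, SE, adjusted p = 0.346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called only with the paper's steps on rlog values (Benjamini-Hochberg adjusted p 0.0436 to 0.763 over 14 alternatives).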

Beyond these processes, we also highlighted a significant dysregulation of genes involved in transcription, protein translation, folding, and degradation.

In this study, we also closely examined the expression patterns on the heatmap that differed according to genotype and sex on the heatmap (Figure 7B). DEGs contained in patterns P1, P2, P4, and P5 that were significantly impacted by the mutation in males and/or females (mutant vs. WT) across all brain regions are presented in Figure 8. Fifteen of these genes were shared by males and females (diamond node shape, Figure 8), with the most dysregulated including *agtpbp1* (neurogenesis/visual development), *actn4* (focal adhesion), *tnpo2, tspan3a* (protein transport), and *camk2d2* (synaptic signaling). 

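All 5 genes named here were DEGs in the OB, the Tel and the hypothalamus of mutant females, and none was a DEG in mutant males, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mean CPM of agtpbp1, actn4, tnpo2, tspan3a and camk2d2 in the OB was 42.5 against 526, 159.8 against 2759, 43.9 against 653, 245 against 2375 and 137 against 2254 in mutant (n = 4) and WT females (n = 6). For agtpbp1 the change in females was −3.96 ± 0.77 (log2, SE) in the OB (adjusted p = 0.00296 from the same test) and −4.43 ± 0.79 in the Tel (adjusted p = 0.00207, same test). In the hypothalamus it was −4.27 ± 0.68 (adjusted p = 0.000262, same test). Its call in the Tel was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 1.23e-10 to 0.0572 over 15 alternatives). In males agtpbp1 changed by −1.05 ± 0.48 in the OB and −0.79 ± 0.50 in the Tel, where 1 mutant pool at 1061 CPM stood apart from the others (48.3 to 283 CPM). It changed by −1.07 ± 0.48 in the hypothalamus. The pool apart in the Tel, B1, was also the highest mutant male pool in the OB (398 CPM) and the hypothalamus (660 CPM). Pools C1 and C2 were at 25.85 to 77.5 CPM over the 3 regions, and A1 and B2 lay between. The male changes of agtpbp1 therefore average unlike pools. The adjusted p of the 5 genes in males ran from 0.468 to 0.498 in the OB, 0.476 to 0.660 in the Tel and 0.215 to 0.318 in the hypothalamus in the same test. At an unadjusted p of 0.05, 5, 3 and 5 of them passed. A call of agtpbp1 in males came only from the paper's steps on rlog values, in the hypothalamus, and from group medians with 1 F test, chosen after seeing the data, in all 3 regions. An interaction of genotype with sex was found in the hypothalamus for 4 of the 5, all but camk2d2. Counts of agtpbp1, actn4 and tnpo2 kept nearly constant proportions over the WT libraries (chi-square 1.17 per degree of freedom). Values of tspan3a and camk2d2 rose and fell with them, so the 5 need not be 5 separate measurements.

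**Figure D3:**
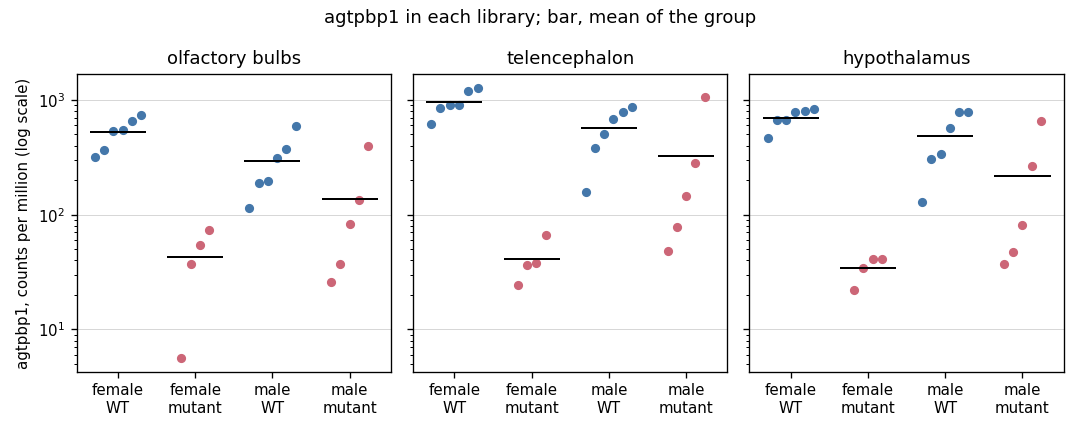
CPM of agtpbp1 by region, sex and genotype, 1 point per pool (n = 6 WT female, 4 mutant female, 6 WT male and 5 mutant male pools per region).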

Most of the dysregulated genes were female‐specific and exhibited a greater response to the mutation compared to males (Figure S5, ellipse node shape, Figure 8). 

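By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 262 genes were DEGs by genotype in females only, 116 in males only and 10 in both sexes, 5 of which changed in the same direction. A call in 1 sex alone does not show that the sexes differ. Of the 64 genes called in all 3 regions of females, none was called in males, where 12, 7 and 16 had an unadjusted p under 0.05 in the OB, the Tel and the hypothalamus, and 50, 48 and 44 were lower in mutants. Their median log2 fold change was −2.15, −2.24 and −2.30 in females and −0.24, −0.23 and −0.07 in males. The male values average unlike pools. In mean log2 difference from WT males over these 64 genes and the 3 regions, mutant male pools A1 and B1 were at 0.366 and 0.502. Pools B2, C1 and C2 were at −0.576, −1.49 and −1.32, where WT males ran from −0.371 to 0.14. The interaction of genotype with sex had an adjusted p of 0.05 or less for 7, 13 and 46 of the 64.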

Among them, a large proportion was downregulated, notably *kcmf1* (synaptic signaling), *nono, stk3, sfrp5, pde6d* (sensory development), *spg11, robo2* (sensory perception/locomotory behavior), *men1*, and *tcf7l1b* (cell population proliferation), and *supt5h, camsap1b*, and *cnot8* (neurogenesis), and *grnb, rbpms2b, en1b*, and *ppp1r12a* (axonogenesis). 

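Of the 16 genes named here, 11 of 16 tested in the OB, 6 of 15 in the Tel and 15 of 16 in the hypothalamus were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all lower in mutant females. Every tested value had an unadjusted p under 0.05. An interaction of genotype with sex was found for 13. In the OB, kcmf1 was 22.3 ± 41.0 CPM (SD, n = 4) against 248 ± 88.6 CPM (SD, n = 6) (log2 fold change −3.23 ± 0.68, SE, adjusted p = 0.00571 from the same test). Its call was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 1.18e-07 to 0.097 over 15 alternatives). In the hypothalamus, nono was 95.3 ± 34.4 CPM (SD, n = 4) against 688 ± 175 CPM (SD, n = 6) (log2 fold change −2.84 ± 0.47, SE, adjusted p = 0.000389 from the same test).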

Five DEGs were specific to males (hexagon node shape, Figure 8) but were only moderately dysregulated (*ranbp3b*, *tpra1, ldb2b, slit1b, tmem232*).

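None of these genes was a DEG in mutant males by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the hypothalamus, ranbp3b was 21.8 ± 20.1 CPM (SD, n = 5) against 8.22 ± 5.24 CPM (SD, n = 6) (log2 fold change 1.09 ± 0.54, SE, adjusted p = 0.344 from the same test). There, slit1b was 10.1 ± 18.0 CPM (SD, n = 5) against 19.4 ± 11.5 CPM (SD, n = 6) (log2 fold change −0.59 ± 0.64, SE, adjusted p = 0.735 from the same test). In the same region ldb2b was 23.2 ± 7.65 CPM (SD, n = 5) against 60.9 ± 31.0 CPM (SD, n = 6) (log2 fold change −1.40 ± 0.48, SE, adjusted p = 0.152 from the same test). It was called with the paper's steps on rlog values, adjustment over only the genes past the fold threshold and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.018 to 0.193 over 14 alternatives). In the Tel, tpra1 was 36.8 ± 26.5 CPM (SD, n = 5) against 101 ± 36.3 CPM (SD, n = 6) (log2 fold change −1.20 ± 0.47, SE, adjusted p = 0.378 from the same test), with all mutant pools below all WT pools. Calls of ranbp3b and slit1b came only from group medians with 1 F test, chosen after seeing the data. For tpra1 they came from it and, in the hypothalamus, also from the paper's steps on rlog values. Counts of tmem232 were too low to test, at 0 to 5 counts in mutant pools and 3 to 14 counts in WT pools of the OB (two-sided exact permutation test, p = 0.641). A node of the paper's network reads tmem230b where the text names tmem232, so the gene meant is uncertain.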

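Whether the change with genotype in females differed between the OB and the mean of the Tel and the hypothalamus was tested for 5791 genes over 30 libraries, with the pool as a block, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p of 0.05 or less was found for 5 genes (gpm6bb, apoc1, camk2d2, acsl4a and bdnf), and an unadjusted p of 0.05 for 369. Over the alternatives the number ran from 0, with thinned counts or at least 10 counts in every library, to 9, with limma-voom and the pool as a random effect. Differences between the OB and the mean of the other regions, in log2, were 2.18 for gpm6bb (adjusted p = 0.00748), 1.95 for apoc1 (adjusted p = 0.0166) and −1.52 for camk2d2 (adjusted p = 0.0202), from the same test. They were −1.44 for acsl4a (adjusted p = 0.0206) and 1.47 for bdnf (adjusted p = 0.0384), from the same test. Of these, gpm6bb, apoc1 and acsl4a are shown because of these values. Counts thinned to the lowest group median gave none of the 5.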

We also observed that, in mutant females compared to WT females, gene expression in OB was differentially impacted by the mutation compared to the telencephalon and hypothalamus. These DEGs, corresponding to the patterns P7, P8, P9, P12, and P13, were shown in the functional network depicted in Figure 9. Genes associated with patterns P7, P8, and P9 were notably downregulated in OB and should play a role in immune response, metabolism of xenobiotic cytochrome P450, cell population proliferation, apoptosis, neurogenesis, protein kinase binding, sensory system development, and odorant receptors.On the other hand, genes associated with patterns P12 and P13 were upregulated in mutant females OB and could be involved in neural signalization, behavior (locomotory and cognition), and cholesterol metabolism.

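Genes of P7, P8 and P9 were taken from Figure 9, which shows only genes that the authors called in the OB of mutant females on these data. A change in the OB larger than elsewhere is therefore built into these 3 means. Genes of P12 and P13 were taken from Table S4 without that choice, so the 2 sets of means cannot be compared. The mean log2 fold change in the OB of mutant females, with the SD of mutant and WT pools, was −1.21 (pool SD 0.719 and 0.191) for P7 (6 of 8 genes tested), −1.33 (pool SD 0.427 and 0.144) for P8 (19 of 29 genes tested) and −1.30 (pool SD 0.609 and 0.297) for P9 (4 of 8 genes tested). It was 0.15 (pool SD 0.219 and 0.093) for P12 (32 of 120 genes tested) and 0.60 (pool SD 0.329 and 0.401) for P13 (7 of 12 genes tested). In the Tel and the hypothalamus of the same fish, the means were −0.13 and 0.12 for P7, −0.34 and 0.08 for P8, −0.27 and −0.51 for P9, −0.42 and −0.36 for P12 and −1.07 and −0.41 for P13. Of the tested genes in the OB, 0, 3 and 1 of P7, P8 and P9 were downregulated DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of P12, 1 was up- and 1 downregulated, and of P13 1 was upregulated. Of the P12 genes, 19 of 32 rose in the OB. Leaving out 1 pool at a time moved the OB mean of P9 between −2.12 and −1.09.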

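For pcna, mutant and WT pools held 4 to 149 counts in the OB. The tyrosine hydroxylase genes th and th2 reached at most 6 and 14 counts in any library, and comta and comtb at most 3 and 11, too few to be tested in any region. The counts of mao allowed a test in the Tel and the hypothalamus only, with at most 62.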

Proteins investigated by immunofluorescence, such as PCNA, were identified by transcriptomics, as were enzymes involved in the metabolism of monoamines (COMT, MAO, and TH). 

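In the OB, pcna was 94.6 ± 41.4 CPM (SD, n = 5) in mutant males and 142 ± 11.7 CPM (SD, n = 6) in WT males, not a DEG (log2 fold change −0.56 ± 0.25, SE, adjusted p = 0.475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the alternatives called it (Benjamini-Hochberg adjusted p 0.141 to 0.541 over 13 alternatives). Its p was 0.0238 in a two-sided exact permutation test. In mutant females it was 139 ± 71.5 CPM (SD, n = 4) against 156 ± 35.4 CPM (SD, n = 6), without a stable direction. The change was −0.12 ± 0.30, SE in log2, from −0.53 to 0.10 with 1 pool left out at a time and 0.14 with the low-total libraries left out.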

*PCNA* transcript was downregulated in the olfactory bulbs of mutant males (Figure S5). No differences in gene expression were observed between mutant and wild‐type fish for other proteins.

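In the Tel, mao was 128 ± 70.1 CPM (SD, n = 4) in mutant females against 66.3 ± 12.3 CPM (SD, n = 6) in WT females, where 1 WT pool at 91.1 CPM stood apart from the others (59.3 to 65.0 CPM). No direction held (log2 fold change 0.58 ± 0.37, SE; −0.01 with the low-total libraries left out). Among Tel males it was 95.2 ± 17.9 CPM (SD, n = 5) against 77.1 ± 22.5 CPM (SD, n = 6) (log2 fold change 0.36 ± 0.28, SE). No comparison of th, th2, comta or comtb could be made by edgeR. For comtb in the hypothalamus of females, all 4 mutant pools lay above the 6 WT pools (28.7 ± 11.6 CPM (SD, n = 4) against 7.61 ± 3.33 CPM (SD, n = 6); two-sided exact permutation test, p = 0.00476, the smallest possible). The counts were 3 to 7 and 1 to 7, and it was called only with the paper's steps on rlog values and the paper's steps adjusted over all detected genes.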

## 4 Discussion

This study aimed to characterize the role of brain aromatase in regulating reproductive and social behavior as well as its influence on brain proliferation and dopaminergic and serotonergic neurotransmission. Our results revealed a sex difference across multiple behavior traits, notably locomotor activity, social interaction, aggressiveness, and anxiety. Moreover, the *cyp19a1b* gene mutation was found to exert a context‐dependent influence on locomotor activity, enhance boldness, and reduce aggressive behaviors. Additionally, the mutation impacted cell proliferation in a region‐specific manner. 

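In the OB, the Tel and the hypothalamus, the genes called as DEGs in females had a median log2 fold change of −1.95, −2.13 and −1.79 in females and −0.16, −0.22 and 0.01 in males. These genes were selected on the female change, which favors the larger female value.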

Transcriptomic analysis identified widespread gene expression alteration in both male and female mutant zebrafish, with a greater effect in females. They also revealed a mutation‐specific impact on gene expression in olfactory bulbs in females, which was not observed in males.

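In males, the difference between the OB and the mean of the Tel and the hypothalamus in the change with genotype was tested for 5922 genes over 33 libraries, with the pool as a block. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes had an adjusted p of 0.05 or less (lowest adjusted p = 0.0839), against 385 with an unadjusted p of 0.05. Over the alternatives the number ran from 0 to 13, the highest with no filter on low counts. Leaving out 1 pool at a time gave 0 to 4 genes. A region-by-genotype-by-sex test was not made, so these counts do not show that the sexes differ.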

### 4.1 Cyp19a1b Mutant Line Characterization

The successful mutation of the *cyp19a1b* gene was confirmed by sequencing and genotyping. However, the mutation did not lead to a complete loss of brain aromatase, as weak Aromatase B immunostaining and enzymatic activity were still detected in mutant zebrafish. 

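The gonadal aromatase gene cyp19a1a had 0 to 3 counts in every library. Between mutant and WT pools its adjusted p was 0.912, 0.929 and 0.781 in females and 0.97, 0.76 and 0.674 in males in the OB, the Tel and the hypothalamus, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At these counts only a large rise would have been seen.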

A first hypothesis would be that the decrease of brain aromatase protein, induced by the mutation, triggers a genetic compensatory process leading to an upregulation of the *cyp19a1a* gene in the brain, but our transcriptomic data did not support this hypothesis. In addition to genetic compensation, other surveying mechanisms may help mitigate the loss of function induced by the mutation. In zebrafish, cryptic transcription—the production of non‐canonical transcripts—has been shown to promote the expression of alternative transcripts. Depending on the position of the cryptic site used, functional transcripts may still be generated and lead to the production of alternative functional protein isoforms (Anderson et al. 2017; Rouf et al. 2022). In our mutant model, a cryptic transcription could have been activated, leading to the synthesis of a truncated aromatase isoform that retains its catalytic domain but has reduced enzymatic activity and presents the last 15 amino acid residues recognized by the antibody (Graham‐Lorence et al. 1995).

### 4.2 Brain Aromatase and Non‐Reproductive Behavior

We also examined the implications of brain aromatase on non‐reproductive behaviors. In the present study, behavioral analyses showed that the effect of the *cyp19a1b* mutation on fish activity differed when fish were in a group (shoaling) or alone. Mutant fish were hyperactive in the shoaling test, whereas they exhibited reduced swimming activity in individual setups, such as the novel tank diving test and the Y‐maze test, compared to WT fish. These context‐dependent effects on locomotor behavior may result from the impact of the AroB mutation on other behavioral aspects, such as sociality, boldness and aggressiveness‐traits influenced by the presence of conspecifics. An altered perception of conspecifics could be attributed to a disruption in sensory system development or function, as suggested by our transcriptomic findings revealing dysregulation of several related genes (*agtpbp1, nono, stk3, sfrp5*, and *pde6d*). Previous studies on endocrine disruption have reported hyperactive phenotypes in zebrafish and other models with altered AroB expression (Blanc‐Legendre et al. 2025; Fenske et al. 2020). Some of the behaviors investigated were affected by the AroB mutation in a sex‐specific manner. We observed a significant increase in sociability in male mutant fish. Although a reduction in aggressiveness was noted in both sexes, it was considerably more pronounced in mutant male fish. The role of brain aromatase in modulating aggressiveness is well‐documented across vertebrates, including teleosts (Huffman et al. 2013; Jalabert et al. 2015; Shaw 2018; Trainor et al. 2006). For instance, in various fish species, inhibiting aromatase activity through fadrozole exposure lowered aggressiveness (Huffman et al. 2013; Zubizarreta et al. 2020). Similarly, in zebrafish, exposure to the endocrine disruptor ethinylestradiol led to increased aggressive behaviors (Fenske et al. 2020; Filby et al. 2012), though other findings suggest that androgens may have a stronger modulatory effect on aggressiveness (Liu et al. 2020). Our results on sexually differentiated aggressive behavior and the stronger impact of AroB reduction in males compared to females clearly suggest the importance of local estrogen production in the regulation of aggressiveness. Filby and colleagues observed elevated transcription of genes encoding estrogen receptors (ERβ1, ERβ2) in dominant, more aggressive males, while dominance in females did not appear to be directly linked to estrogenic pathways (Filby et al. 2010). Compared to other species, relatively little is known about the mechanisms underlying steroid‐dependent aggressiveness in zebrafish (Genario et al. 2020). Future research should focus on how sex steroids, from both gonadal and brain origins, modulate aggressiveness toward same‐sex versus opposite‐sex conspecifics. Modulation of aggressiveness should be interpreted in light of the results obtained from the sociality test, as we observed that AroB mutant male fish visited the social area more often than their WT counterparts. However, the total time spent in the social zone was similar in both groups. Interestingly, we recently showed that developmental exposure to EE2 (17α‐ethinylestradiol) led to a significant reduction in several behavioral parameters linked to social interaction, specifically in males, while females were not affected (Blanc‐Legendre et al. 2025). This finding and the present results reinforce the idea that the early organizational effects of brain aromatase/estrogens are crucial for brain programming related to social interactions in zebrafish, as observed in other species (Kellogg and Lundin 1999).

The impacts of the mutation on behaviors we observed in our study are probably the result of simultaneous dysregulations of different sets of genes influencing several behaviors or metabolic pathways, often specific to some brain regions and dependent on the sex. Indeed, some genes involved in cognition and behavior are affected in both males and females. 

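The GABA receptor subunit gene gabra4 was 88.7 ± 13.3 CPM (SD, n = 5) in the hypothalamus of mutant males and 173 ± 42.5 CPM (SD, n = 6) in that of WT males. It was a DEG (log2 fold change −0.94 ± 0.21, SE, adjusted p = 0.0199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all mutant pools below all WT pools. The call was lost with the paper's steps adjusted over all detected genes and the low-total libraries left out (Benjamini-Hochberg adjusted p 0.00352 to 0.0796 over 15 alternatives).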

For example, the *gabra4* gene, a GABAergic subunit receptor, is downregulated; interestingly, a previous study suggested that the knockdown of *gabra1* led to hypoactivity (Reyes‐Nava et al. 2020). The dysregulations we highlighted in the transcriptomic analysis do not always occur in the same way in males and females, as exemplified by the *bdnf* and *robo2* genes. The *bdnf* gene, involved in stress response and social memory, is upregulated in females but downregulated in males. 

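In the OB of females, bdnf was 221 ± 88.5 CPM (SD, n = 4) in mutants and 99.6 ± 24.8 CPM (SD, n = 6) in WT fish, with all mutant pools above all WT pools. It was not a DEG (log2 fold change 1.09 ± 0.32, SE, adjusted p = 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A call came from DESeq2, the paper's steps on rlog values, adjustment over only the genes past the fold threshold, only the 2 groups compared in the fit, the pool letter as a block and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.0172 to 0.259 over 16 alternatives). In the Tel of females the change was downward (log2 fold change −0.72 ± 0.37, SE, adjusted p = 0.442 from the same test). So it was in the hypothalamus of females (log2 fold change −0.58 ± 0.39, SE, adjusted p = 0.621 from the same test). The hypothalamus of mutant males was lower without a call (log2 fold change −0.79 ± 0.33, SE, adjusted p = 0.253 from the same test), and 1 WT pool at 200.3 CPM stood apart there from the others (65.8 to 112 CPM). Only group medians with 1 F test, chosen after seeing the data, called it. In the OB of males the change was −0.39 ± 0.29 (adjusted p = 0.708, same test), with 1 WT pool apart at 182 CPM against 58.9 to 102. No interaction of genotype with sex reached an adjusted p of 0.05 for bdnf in any region.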

Interestingly, a recent study found that *bdnf* knockout zebrafish displayed increased attraction to social stimuli and higher levels of locomotor activity, despite similar swimming capacities (Lucon‐Xiccato et al. 2023). The *robo2* gene, which plays a key role in the development of neural circuits supporting behaviors such as swimming, is upregulated in males and downregulated in females (Tosa et al. 

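In the hypothalamus, robo2 was a DEG in both sexes, with opposite directions. Males were at 1249.6 ± 883 CPM (SD, n = 5) against 365 ± 77.5 CPM (SD, n = 6) (log2 fold change 1.78 ± 0.32, SE, adjusted p = 0.00713 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), mutants first. Females were at 214 ± 38.7 CPM (SD, n = 4) against 521 ± 172 CPM (SD, n = 6) (log2 fold change −1.31 ± 0.38, SE, adjusted p = 0.0497 from the same test). Female minus male change was −3.09 (interaction, adjusted p = 0.000656 from the same test). The female call was lost with DESeq2's size factors, scaling by library total only, only genes with at least 10 counts in every library, all 12 groups in 1 fit and the low-total libraries left out (Benjamini-Hochberg adjusted p 0.000942 to 0.173 over 16 alternatives). That in males was lost with the paper's steps adjusted over all detected genes (Benjamini-Hochberg adjusted p 0.000156 to 0.118 over 16 alternatives). In the OB of females it was lower without a call (log2 fold change −2.04 ± 0.68, SE, adjusted p = 0.136 from the same test), and 1 mutant pool at 271 CPM stood apart from the others (39.3 to 72.9 CPM). There it was called with 6 of the alternatives (Benjamini-Hochberg adjusted p 0.000465 to 0.188 over 15 alternatives). In the Tel of males it was higher without a call (log2 fold change 1.25 ± 0.39, SE, adjusted p = 0.27 from the same test). A call there came from no filter on low counts, adjustment over only the genes past the fold threshold and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.000942 to 0.542 over 15 alternatives). The lowest of these is the F test's p over all comparisons, so it does not test the Tel of males alone.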

2015). 

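In mutant females, psmd3 was higher in the Tel, at 272 ± 94.5 CPM (SD, n = 4) against 154 ± 37.1 CPM (SD, n = 6) in WT females, without a call (log2 fold change 0.68 ± 0.26, SE, adjusted p = 0.205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also higher in the hypothalamus, at 210.4 ± 51.6 CPM (SD, n = 4) against 134 ± 15.5 CPM (SD, n = 6), again without a call (log2 fold change 0.61 ± 0.21, SE, adjusted p = 0.134 from the same test). Calls in the Tel came from adjustment over only the genes past the fold threshold and counts thinned to the lowest group median (Benjamini-Hochberg adjusted p 0.0453 to 0.748 over 15 alternatives). Those in the hypothalamus came from scaling by library total only and adjustment over only the genes past the fold threshold (Benjamini-Hochberg adjusted p 0.0264 to 0.511 over 15 alternatives). In males its adjusted p was 0.809 in the Tel and 0.662 in the hypothalamus, from the same test.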

Additional DEGs involved in locomotory behaviors were dysregulated in mutant females only, such as *psmd3* (Fitzgerald et al. 2014), *dnmt3ab* (Lai et al. 

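For dnmt3ab, mutant females were at 93.8 ± 63.3 CPM (SD, n = 4) against 309 ± 104 CPM (SD, n = 6) in the Tel, a DEG (log2 fold change −2.06 ± 0.46, SE, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the hypothalamus they were at 128 ± 61.1 CPM (SD, n = 4) against 422 ± 167 CPM (SD, n = 6), also a DEG (log2 fold change −1.73 ± 0.50, SE, adjusted p = 0.0495 from the same test). The call in the Tel was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 1.64e-05 to 0.0565 over 15 alternatives). That in the hypothalamus was lost with DESeq2's size factors, scaling by library total only and the low-total libraries left out (Benjamini-Hochberg adjusted p 0.00181 to 0.164 over 15 alternatives). Males gave no call (adjusted p = 0.84, 0.844 and 0.828 in the OB, the Tel and the hypothalamus, from the same test). No interaction of genotype with sex was found.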

2020), and *spg11* (Martin et al. 

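In the hypothalamus of females, spg11 was 11.7 ± 13.5 CPM (SD, n = 4) in mutants and 99.2 ± 52.7 CPM (SD, n = 6) in WT fish. It was a DEG (log2 fold change −2.98 ± 0.66, SE, adjusted p = 0.00649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and is 1 of the 100 tested genes nearest cyp19a1b. Its female minus male change was −3.58 (interaction, adjusted p = 0.0131 from the same test). Without a call, it was lower in the OB (log2 fold change −1.94 ± 0.58, SE, adjusted p = 0.0799 from the same test). There it was called with the paper's steps on rlog values, no filter on low counts, adjustment over only the genes past the fold threshold and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.00173 to 0.232 over 14 alternatives).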

2012). 

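In mutant females, ednraa was downregulated in the OB, at 49.3 ± 39.8 CPM (SD, n = 4) against 210.1 ± 67.8 CPM (SD, n = 6) (log2 fold change −2.46 ± 0.50, SE, adjusted p = 0.00464 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also downregulated in the hypothalamus, at 24.2 ± 6.84 CPM (SD, n = 4) against 90.6 ± 33.5 CPM (SD, n = 6) (log2 fold change −1.83 ± 0.42, SE, adjusted p = 0.00875 from the same test). In the Tel it had 0 to 3 counts in mutant pools and 5 to 28 counts in WT pools, without a call (adjusted p = 0.0956, same test). Calls in the Tel came from the paper's steps on rlog values, no filter on low counts, adjustment over only the genes past the fold threshold and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 4.09e-05 to 0.234 over 13 alternatives). Its adjusted p in males was 1, 0.92 and 0.955 in the OB, the Tel and the hypothalamus, from the same test. No interaction of genotype with sex reached 0.05.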

Another interesting gene, *ednraa*, which encodes the endothelin receptor type Aa known to be involved in behavior and neuroendocrine regulations, is downregulated in mutant females only. It has been shown that zebrafish harboring a mutation in the *ednraa* gene form less cohesive shoals than WT and exhibit increased aggressiveness (Carreño Gutiérrez et al. 2019). 

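In the Tel of mutant males, npas4a was 46.0 ± 7.75 CPM (SD, n = 5) against 139 ± 115 CPM (SD, n = 6), with all mutant pools below all WT pools but no call (log2 fold change −1.28 ± 0.37, SE, adjusted p = 0.222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hypothalamus of males was at 70.8 ± 55.7 CPM (SD, n = 5) against 159 ± 95.5 CPM (SD, n = 6), without a call (log2 fold change −1.11 ± 0.43, SE, adjusted p = 0.209 from the same test). The Tel value was called with no filter on low counts, adjustment over only the genes past the fold threshold and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.00948 to 0.475 over 15 alternatives). The other was called with the paper's steps on rlog values, adjustment over only the genes past the fold threshold and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.00948 to 0.281 over 15 alternatives). The lowest p of both ranges, 0.00948, is the F test's over all comparisons and tests neither region alone. In the Tel of females the adjusted p was 0.993, from edgeR's quasi-likelihood test.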

On the contrary, the *npas4a* gene, a gene involved in social behavior, fear learning, and adaptive responses to stress, is downregulated but in mutant males only (Baker and Wong 2021; Teles et al. 2016). Overall, the differential transcriptomic analysis comparing mutants and WT clearly demonstrated that the mutation of the *cyp19a1b* gene disrupts the transcription of numerous genes that are likely to influence, either directly or indirectly, the behavioral traits analyzed in this study in a sex‐dependent manner.

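From the DEGs between mutants and WT fish the paper concludes that the mutation disrupts the transcription of many genes. It proposes that these are likely to act on the behaviors measured, in a way that depends on sex. The deposited counts give the expression step of this reasoning. With the test used here, DEGs by genotype were found in all 3 regions of mutant females and, in mutant males, mostly in the hypothalamus, and the counts of both sexes depended on the setting. Of the 46 genes matched to the text, 18 had an interaction of genotype with sex at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 17 of them in the hypothalamus and sfrp5 in the OB. The change in females was the lower of the 2 for all 18. These calls also depended on the setting. Over all genes named here, 5 of 24 interactions with sex lost their call with the pool code as a block. Without the low-total libraries 9 of 29 did, interactions with region included. No value in the counts bears on behavior.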

Previous work has highlighted the role of AroB in social behavior, possibly through the effects of E2 on sensory perception and communication. Individuals rely on social stimuli to guide their actions and interactions with conspecifics. The expression of aromatase in peripheral sensory organs and sensory afferent fibers is conserved across communication systems (Shaw 2018). Additionally, aromatase and estrogen receptors are present in key sensory integration regions of the brain, where sensory information converges to regulate motor output. In AroB mutant zebrafish, impaired aromatase expression may disrupt the modulation of sensory neuron excitation, altering their firing rates and interfering with input processing across multiple sensory pathways. These disruptions may ultimately contribute to the social behavior changes observed in this study. 

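Of the sensory genes sfrp5, pde6d, rfc5, nono, stk3, or111-5, or111-8 and or132-4, 5 of 7 tested in the OB, 4 of 5 in the Tel and 5 of 5 in the hypothalamus were DEGs in mutant females by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No gene was found under the symbol pcdh5, which is not used here. In the OB of females, sfrp5 was 50.7 ± 28.3 CPM (SD, n = 4) against 323 ± 84.1 CPM (SD, n = 6) (log2 fold change −2.60 ± 0.36, SE, adjusted p = 0.000126 from the same test). Its female minus male change was −2.27 (interaction, adjusted p = 0.0226, same test). That interaction was lost with counts thinned to the lowest group median and with the low-total libraries left out. For pde6d the OB values were 412 ± 164 CPM (SD, n = 4) against 1721 ± 837 CPM (SD, n = 6) (log2 fold change −2.10 ± 0.41, SE, adjusted p = 0.00298 from the same test). Its change in the hypothalamus was −2.54 ± 0.48 (adjusted p = 0.00128, same test). In the Tel it was −2.08 ± 0.58 without a call (adjusted p = 0.0554, same test), and was called there with 10 of the alternatives (Benjamini-Hochberg adjusted p 2.08e-05 to 0.281 over 15 alternatives). The OB values of rfc5 were 182 ± 34.9 CPM (SD, n = 4) against 499.6 ± 135 CPM (SD, n = 6) (log2 fold change −1.46 ± 0.32, SE, adjusted p = 0.0089 from the same test). It is 1 of 10 genes whose values rose and fell with those of agtpbp1, actn4 and tnpo2. Its call was lost with the paper's steps adjusted over all detected genes and the low-total libraries left out (Benjamini-Hochberg adjusted p 0.000141 to 0.0638 over 15 alternatives). In the hypothalamus, stk3 was 43.9 ± 30.9 CPM (SD, n = 4) against 309.7 ± 144 CPM (SD, n = 6) (log2 fold change −3.06 ± 0.56, SE, adjusted p = 0.0011 from the same test).

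The odorant receptor genes or111-5 and or132-4 had 1 to 4 and 0 to 5 counts in the OB pools of mutant females. They had no stable direction, from −0.82 to 0.11 and from −1.12 to 0.10 in log2 with 1 pool left out at a time. Only group medians with 1 F test, chosen after seeing the data, called them. In males the changes were −0.44 ± 0.32 and 0.70 ± 0.29 (SE; adjusted p = 0.692 and 0.468 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts of or111-8 in the OB were too low for that test, at 0 to 3 counts in mutant females and 4 to 12 counts in WT females (two-sided exact permutation test, p = 0.1).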

Our results show that several genes involved in the development and function of sensory systems (visual, olfactory) are affected by the mutation in a sex‐dependent manner (*pcdh5*, *sfrp5*, *pde6d*, *rfc5*, *nono*, *stk3*, *or111‐5*, *or111‐8*, *or132‐4*), probably leading to a differential integration of sensory information between males and females, and ultimately explain the behavioral differences observed between the sexes.

It is interesting to note that some genes linked to the neurodegenerative phenotype are differentially expressed in all mutants, regardless of sex, and in all brain areas. 

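By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no gene was a DEG by genotype in the same direction in 4 or more of the 6 comparisons (3 regions in each sex), 64 were in 3 or more and 125 in 2 or more. All 64 came from the 3 regions of females.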

The gene *agtpbp1*, known to coordinate motor activity and associated with the progression of neurodegenerative phenotype in mammals (Baltanás et al. 2021; Kitano et al. 2015), is strongly downregulated in mutant zebrafish, males and females. Notably, several dysregulated genes, involved in neurogenesis, were previously identified as drivers for neurobehavioral phenotypes such as autism spectrum disorder (*kctd13, sema5a*; Ho et al. 

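In the hypothalamus, kctd13 had 1 to 3 counts in mutant females and 15 to 26 counts in WT females. It was a DEG (adjusted p = 0.00825 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whose call was lost with counts thinned to the lowest group median (Benjamini-Hochberg adjusted p 0.000374 to 0.0724 over 15 alternatives). The interaction of genotype with sex had an adjusted p of 0.014 in the same test. For sema5a, the hypothalamus of mutant females was at 64.5 ± 7.95 CPM (SD, n = 4) against 221 ± 30.0 CPM (SD, n = 6), a DEG (log2 fold change −1.73 ± 0.33, SE, adjusted p = 0.00147 from the same test). Their Tel was at 95.2 ± 40.2 CPM (SD, n = 4) against 192 ± 18.5 CPM (SD, n = 6), without a call (log2 fold change −1.28 ± 0.38, SE, adjusted p = 0.0754 from the same test). The Tel value was called with 7 of the alternatives (Benjamini-Hochberg adjusted p 0.00353 to 0.131 over 15 alternatives). Neither was a DEG in males.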

2019; Teng et al. 2019) and Parkinson disease (*hdac1*; Pinho et al. 

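For hdac1, the hypothalamus of mutant females had 18 to 89 counts per pool against 219 to 483 counts in WT females, a DEG (log2 fold change −1.50 ± 0.34, SE, adjusted p = 0.00858 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All mutant pools lay below all WT pools in CPM. In females its adjusted p was 0.0644 in the OB and 0.0769 in the Tel, from the same test. In the hypothalamus of males it was 0.957, from the same test.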

2016; Srivastava et al. 2024) in zebrafish, mammalian models, and/or human. Recently, the development of autism spectrum disorder was suspected to be linked to brain aromatase disruption and has greater incidence in males, do are the related behavioral outcomes observed in the present work (Symeonides et al. 2024).

### 4.3 Brain Aromatase and Reproductive Behavior

Because aromatase in the brain plays a crucial role in the control of reproductive behavior in mammals and birds, especially in males (Aspesi and Cornil 2024; Trainor et al. 2006), we first investigated the impact of reduced AroB protein and enzymatic activity on sex‐related endpoints in zebrafish. In teleosts, the distinct roles of the paralogous genes *cyp19a1a* and *cyp19a1b* remain unclear. *Cyp19a1a* gene expression is fundamental for ovarian development and female sex determination (Yin et al. 2017), and its expression leads to a high aromatase activity in adult ovaries, while no activity is observed in the testis (as shown in the present study). On the other hand, *cyp19a1b* transcription is mostly restricted to the brain and, contrary to *cyp19a1a*, is expressed in both males and females, with no apparent sex difference in brain aromatase activity. We found no differences in sexual behavior or clutch size between mutant and wild‐type zebrafish. While local estrogen synthesis is critical for male sexual behavior in birds and mammals, our findings, along with others, suggest that this may not be the case for zebrafish. Although the exact mechanisms remain to be determined, testosterone or androgen metabolites, rather than estrogens, appear to play a key role in male sexual differentiation and mating behaviors in zebrafish (Dai et al. 2023; Shu et al. 2020). It is important to note that this conclusion may not extend to all teleosts, as certain species, such as guppies and killifish, appear to be affected by central aromatization processes (Roggio et al. 2014; Tian et al. 2015). Additionally, our results regarding female sexual behavior in zebrafish slightly differ from previous studies using a different AroB mutant line. Shaw and colleagues observed delayed initial and last oviposition events and an increased frequency of oviposition in AroB mutant fish, likely due to the mutation's impact on the arginine‐vasopressin signaling pathway (Shaw, Therrien, et al. 2023). According to information provided in the Zfin database for line zf1032 (https://zfin.org/ZDB‐ALT‐180409‐6), the mutation reported in this article produces a frameshift in exon 4, but no information was provided about the consequences of the mutation, especially regarding AroB activity. We, however, acknowledge that in our model, AroB expression is reduced rather than completely absent, which likely contributes to the reduced impact of the mutation.

### 4.4 Brain Aromatase, Neurogenesis, and Neurotransmission

Several studies have demonstrated a link between behavior and neurogenesis. In zebrafish eleutheoembryos, swimming activity, sociability, and brain proliferation were modified after exposure to estrogen‐mimetic molecules (Blanc‐Legendre et al. 2025; Coumailleau et al. 2020; Kinch et al. 2015). We therefore examined proliferation in brain regions that are relevant for the expression of social behaviors (olfactory bulbs, telencephalon, hypothalamus). We highlighted that the decrease of brain aromatase expression induced by the mutation had a region‐dependent impact on cell proliferation in adulthood. Cell proliferation was increased in OB of mutant zebrafish compared to their WT counterparts. However, the medial (Dm) and lateral (Di) zones of the dorsal telencephalic area, corresponding to the amygdala and hippocampus in mammals, respectively, exhibited a significant reduction in cell proliferation. A decrease in proliferation in these key regions, involved in the processing of sensory information, particularly auditory and visual inputs, could be linked to the behavioral alterations observed in mutants, specifically impaired motor activity, sociability, and aggressiveness (Filby et al. 2010; Mueller 2012). Our results also show a significant decrease in proliferation in the caudal hypothalamus, a region known to play a role in aggressiveness. Consequently, impaired proliferation in this area could also be associated with the reduced aggressiveness observed in mutant individuals (Filby et al. 2010).

Previous studies have already shown that estrogens affect cell proliferation and neuronal differentiation in a region‐dependent manner (Diotel et al. 2013, 2018; Makantasi and Dermon 2014). The region‐specific impact of the AroB mutation we highlighted here could be explained by the fact that, although estrogen receptors (both nuclear and membrane‐bound) are expressed in the regions we analyzed (Menuet et al. 2002), their expression levels are variable, potentially leading to differential effects on proliferation. Furthermore, the subcellular co‐expression of different isoforms and different cofactors may also contribute to opposing responses. However, to date, no data are available on the co‐localization of these isoforms in the zebrafish brain. Currently, the identity of cells exhibiting reduced or increased proliferation in mutant fish remains unknown. However, based on their localization in the OB, Dm, Dl, and Hc, they could correspond to radial glial cells/progenitors, neuroblasts, or ependymoglial cells (Byrd and Brunjes 2001; Diotel et al. 2020; Grandel et al. 2006; März et al. 2010). Further investigations will be required to provide more information.

Interestingly, our results indicate that cell proliferation is higher in males than in females in both the ventral telencephalon and the preoptic area, regardless of genotype. While estrogen and androgen receptors are present in these regions (Diotel et al. 2011; Gorelick et al. 2008; Menuet et al. 2002), it remains unclear whether their expression differs between the sexes in zebrafish. In medaka, a marked sex difference was observed in several nuclei of the ventral telencephalic and preoptic areas, where estrogen and androgen receptor expression was prominent in females (Hiraki et al. 2012). In addition, transcriptomics data show sex‐differently modulated genes involved in cell proliferation (*rarres3*, *men1, tcf711b*).

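The hypothalamus of mutant females was at 71.4 ± 9.51 CPM (SD, n = 4) against 459 ± 211 CPM (SD, n = 6) for men1, a DEG (log2 fold change −2.65 ± 0.49, SE, adjusted p = 0.00122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There, 1 mutant pool at 85.7 CPM stood apart from the others (66.3 to 67.2 CPM). Mutant males were higher, at 1189 ± 889.8 CPM (SD, n = 5) against 286 ± 79.4 CPM (SD, n = 6), also a DEG (log2 fold change 2.05 ± 0.37, SE, adjusted p = 0.00713 from the same test). Female minus male change was −4.70 (interaction, adjusted p = 0.000163, same test). The male call was lost with the paper's steps adjusted over all detected genes (Benjamini-Hochberg adjusted p 5.99e-05 to 0.107 over 15 alternatives). For tcf7l1b, the OB of mutant females was at 32.4 ± 36.6 CPM (SD, n = 4) against 215 ± 57.6 CPM (SD, n = 6), a DEG (log2 fold change −2.91 ± 0.57, SE, adjusted p = 0.00298 from the same test). Their hypothalamus was at 24.1 ± 12.7 CPM (SD, n = 4) against 179 ± 58.6 CPM (SD, n = 6), a DEG as well (log2 fold change −2.72 ± 0.43, SE, adjusted p = 0.000239 from the same test). An interaction was found in the hypothalamus (female minus male −2.82, adjusted p = 0.00268, same test). Counts of rarres3 were too low for edgeR. In the OB of males, all mutant pools lay above all WT pools for this gene (37.2 ± 8.75 CPM (SD, n = 5) against 12.6 ± 4.10 CPM (SD, n = 6); two-sided exact permutation test, p = 0.00216), with 5 to 17 and 3 to 12 counts.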

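Of supt5h, hmgb1a, camsap1b, cnot8, grnb, ppp1r12a, en1b and rbpms2b, 6 were DEGs in the OB, 2 in the Tel and 7 in the hypothalamus of mutant females by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All were lower, and none was a DEG in males. In the hypothalamus of females, supt5h was 80.8 ± 12.4 CPM (SD, n = 4) against 366 ± 75.1 CPM (SD, n = 6) (log2 fold change −2.15 ± 0.34, SE, adjusted p = 0.000262 from the same test). There, cnot8 was 79.8 ± 31.3 CPM (SD, n = 4) against 336 ± 81.1 CPM (SD, n = 6) (log2 fold change −2.15 ± 0.47, SE, adjusted p = 0.00509 from the same test). Values of ppp1r12a were 133 ± 14.1 CPM (SD, n = 4) against 715 ± 269 CPM (SD, n = 6) (log2 fold change −2.43 ± 0.40, SE, adjusted p = 0.000309 from the same test). For camsap1b they were 38.2 ± 5.72 CPM (SD, n = 4) against 109 ± 29.9 CPM (SD, n = 6) (log2 fold change −1.55 ± 0.42, SE, adjusted p = 0.0321 from the same test). That call was lost with scaling by library total only and the low-total libraries left out (Benjamini-Hochberg adjusted p 0.0022 to 0.0697 over 15 alternatives). Counts of grnb were 0 to 2 in mutant pools and 9 to 18 in WT pools (adjusted p = 0.032, same test). The call of grnb was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 0.000704 to 0.0733 over 13 alternatives). In the Tel, rbpms2b had 0 to 1 counts against 6 to 54 counts (adjusted p = 0.0114, same test). Its call was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 0.000201 to 0.0565 over 14 alternatives).

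Values of hmgb1a and en1b rose and fell with those of agtpbp1, actn4 and tnpo2, so their changes need not be separate from those. In the OB of females, hmgb1a was 401 ± 98.6 CPM (SD, n = 4) against 926 ± 186 CPM (SD, n = 6) (log2 fold change −1.25 ± 0.34, SE, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hypothalamus of females was at 1054 ± 159 CPM (SD, n = 4) against 1736 ± 184 CPM (SD, n = 6) (log2 fold change −0.73 ± 0.21, SE, adjusted p = 0.0447 from the same test). The OB call was lost with 5 of the alternatives (Benjamini-Hochberg adjusted p 0.000949 to 0.115 over 16 alternatives). That in the hypothalamus was lost with 5 of the alternatives (Benjamini-Hochberg adjusted p 0.0033 to 0.178 over 14 alternatives). For en1b, the OB of females was at 103 ± 68.2 CPM (SD, n = 4) against 287 ± 71.7 CPM (SD, n = 6) (log2 fold change −1.56 ± 0.43, SE, adjusted p = 0.046 from the same test). This call was lost with DESeq2's size factors, scaling by library total only, the paper's steps adjusted over all detected genes and the low-total libraries left out (Benjamini-Hochberg adjusted p 0.000651 to 0.184 over 15 alternatives).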

Based on our transcriptomics data, we observed that several genes involved in the maintenance or differentiation of neural stem cells (*supt5h, hmgb1a, camsap1b, cnot8, grnb, ppp1r12a, grnb, en1b*, and *rbpms2b*) were downregulated in mutant zebrafish. AroB mutation also affects the *lbr* and *dhcr7* genes, which are involved in cholesterol synthesis (Miyazaki et al. 

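For dhcr7, the OB of mutant females was at 15.2 ± 13.1 CPM (SD, n = 4) against 113 ± 28.8 CPM (SD, n = 6), a DEG (log2 fold change −2.63 ± 0.58, SE, adjusted p = 0.00877 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost with the low-total libraries left out (Benjamini-Hochberg adjusted p 5.66e-05 to 0.0638 over 14 alternatives). In the hypothalamus lbr had 0 to 3 counts in mutant pools and 10 to 20 counts in WT pools of females, without a call (adjusted p = 0.0609, same test). It was called with 7 of the alternatives (Benjamini-Hochberg adjusted p 0.000992 to 0.141 over 14 alternatives). Neither gene was a DEG in males.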

2024; Tsai et al. 2016), potentially affecting local steroid production and neurogenesis. The regions are not modulated in the same way by the brain aromatase mutation, and this is accompanied by a difference in gene expression in transcriptomics. The olfactory bulbs have many genes involved in processes such as neurogenesis, cell proliferation, and axonogenesis that are deregulated differently from the telencephalon and hypothalamus.

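Of the 116 DEGs of the OB in mutant females, 108 were tested in the Tel, where 104 changed in the same direction and 65 were also DEGs. In the hypothalamus 108 changed in the same direction and 88 were DEGs, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Correlations of the log2 fold change over these DEGs were 0.763 with the Tel and 0.816 with the hypothalamus across genes, which are not independent replicates. For bdnf and camk2d2, the 2 genes of the text with a region interaction, the OB stood apart in different ways. The change of bdnf was upward there and downward elsewhere. That of camk2d2, whose values followed those of agtpbp1, actn4 and tnpo2, was larger in the OB.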

Our immunofluorescence results do not reveal any impact of the mutation on the number of dopaminergic and serotonergic neurons. In contrast, previous studies in zebrafish larvae have reported effects of E2 or EE2 (an estrogen receptor agonist) on dopaminergic and serotonergic neurons (Nasri et al. 2021; Ulhaq and Kishida 2018). To further complete our results, we quantified the concentrations of dopamine, serotonin, and noradrenaline and their metabolites. Our results do not show major changes in these parameters. However, we observed a significant increase in 3MT levels in the brains of mutant females compared with wild‐type females. 3MT is a dopamine metabolite formed by the enzyme catechol‐O‐methyltransferase (COMT). The increase in 3MT suggests that COMT activity may be higher in the brain of mutant females. 

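Of 31 genes of dopamine and serotonin synthesis, transport, breakdown and reception found in the table, 0 had enough counts to be tested in the OB, 2 in the Tel and 6 in the hypothalamus. None was a DEG in either sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, whether adjusted over all tested genes or over the list alone. In each sex 1 value had an unadjusted p under 0.05, both of mao. Values of mao in the hypothalamus of females were 114 ± 18.8 CPM (SD, n = 4) against 79.1 ± 12.0 CPM (SD, n = 6) (log2 fold change 0.51 ± 0.23, SE, adjusted p = 0.342 from the same test). The hypothalamus of males was at 50.1 ± 17.2 CPM (SD, n = 5) against 74.7 ± 19.4 CPM (SD, n = 6) (log2 fold change −0.49 ± 0.24, SE, adjusted p = 0.328 from the same test). For most of the list, the counts are too few to show that expression was unchanged.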

At the transcriptomic level, dopamine synthesis, reuptake, metabolism (*COMT* and *MAO*), and receptors were not dysregulated by the mutation. Although our transcriptomic results do not show any changes in dopaminergic and serotonergic transmission in mutant animals, they do highlight an impact on GABAergic neurotransmission, with *gabra4* (GABA receptor alpha 4) downregulated in mutant females’ hypothalamus, and *rab3a*, which is downregulated in mutant females’ telencephalon and in mutant females’ and males’ hypothalamus. It is important to highlight here that transcriptomic analysis in the present work allowed for the discovery of new players in the aromatase‐dependent neuroplasticity, but the functional role of these proteins and their causal link with local estrogen production remains to be investigated. However, this specific approach, while being extremely sensitive, is somewhat limited by the extreme heterogeneity of the brain tissue and is likely to lead to false negatives. 

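The hypothalamus of females was at 96.7 ± 29.1 CPM (SD, n = 4) in mutants and 170.1 ± 20.5 CPM (SD, n = 6) in WT fish for gabra4, not a DEG (log2 fold change −0.75 ± 0.22, SE, adjusted p = 0.0613 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the mutant pools, 1 at 139.9 CPM stood apart from the others (77.4 to 86.8 CPM). It was called with the paper's steps on rlog values, adjustment over only the genes past the fold threshold, only the 2 groups compared in the fit and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.00478 to 0.177 over 15 alternatives). The gene rab3a stands as rab3aa and rab3ab in the table, and neither was a DEG in the Tel or the hypothalamus of either sex. The Tel of females was at 15.2 ± 19.9 CPM (SD, n = 4) against 42.8 ± 24.4 CPM (SD, n = 6) for rab3ab (log2 fold change −0.84 ± 0.69, SE, adjusted p = 0.711 from the same test). It was called there only with the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.0324 to 0.827 over 13 alternatives). Their hypothalamus was at 24.8 ± 19.8 CPM (SD, n = 4) against 52.3 ± 26.8 CPM (SD, n = 6) (log2 fold change −0.92 ± 0.49, SE, adjusted p = 0.49 from the same test). Calls there came from the paper's steps on rlog values and the paper's steps with group medians and 1 F test (Benjamini-Hochberg adjusted p 0.0324 to 0.67 over 15 alternatives). In the hypothalamus of males, rab3ab was 32.1 ± 9.25 CPM (SD, n = 5) against 90.3 ± 40.1 CPM (SD, n = 6) (log2 fold change −1.49 ± 0.42, SE, adjusted p = 0.0559 from the same test). It was called with 7 of the alternatives (Benjamini-Hochberg adjusted p 0.0101 to 0.12 over 15 alternatives). For rab3aa, the Tel of females was higher without a call (log2 fold change 0.71 ± 0.38, SE, adjusted p = 0.47 from the same test). Group medians with 1 F test were chosen after seeing the data.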

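In the Tel of females, pcna was 113 ± 51.7 CPM (SD, n = 4) against 96.3 ± 24.8 CPM (SD, n = 6), mutants first (log2 fold change 0.37 ± 0.26, SE, adjusted p = 0.642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among males it was 70.9 ± 11.8 CPM (SD, n = 5) against 104 ± 23.2 CPM (SD, n = 6), with all mutant pools below all WT pools (two-sided exact permutation test, p = 0.00216). It was not a DEG there (log2 fold change −0.48 ± 0.23, SE, adjusted p = 0.515 from the same test), and none of the alternatives called it (Benjamini-Hochberg adjusted p 0.372 to 0.707 over 11 alternatives). In the hypothalamus the changes were 0.17 ± 0.18 in females and −0.12 ± 0.18 in males (log2, SE; adjusted p = 0.805 and 0.818 from the same test).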

For example, the increase of PCNA in the olfactory bulb and the concomitant reduction in the telencephalic region observed using immunofluorescence were not paralleled with transcriptomic analysis, likely due to the relatively low number of proliferating cells.

## 5 Conclusions

Our study revealed that brain aromatase influences adult behavior and neuroplasticity in zebrafish. Using a mutant model of the *cyp19a1b* gene, which encodes brain aromatase, we observed alterations in locomotion, aggressiveness, and sociability in mutant fish compared to wild‐type fish. In addition, changes in cell proliferation were detected in a sex‐ and brain region‐specific manner. Transcriptomic analysis nevertheless revealed that the mutation significantly affects various biological processes, including neurogenesis, behavior, the sensory system, estrogen signaling, cholesterol synthesis, and synaptic plasticity. These results offer new insights into the central role of aromatase/estrogen signaling in the regulation of neuroplasticity and behavior in zebrafish.

## Author Contributions

**Cassandra Malleret:** methodology, formal analysis, investigation, data curation, writing – original draft, visualization. **Mélanie Blanc‐Legendre:** methodology, formal analysis, data curation, investigation, writing – original draft, visualization. **Laëtitia Guillot:** methodology, formal analysis, investigation, writing – review and editing. **Harmony Lautrette‐Quinveros:** investigation. **Pavlina Pavlidi:** investigation. **Christina Dalla:** investigation. **Nikos Kokras:** investigation. **François Brion:** funding acquisition. **Maryne Toupin:** investigation. **Frédéric Chalmel:** methodology, software, formal analysis. **Xavier Cousin:** conceptualization, methodology, investigation, writing – review and editing. **Thierry Dominique Charlier:** conceptualization, methodology, investigation, writing – review and editing, supervision. **Elisabeth Pellegrini:** conceptualization, methodology, investigation, writing – review and editing, supervision.

## Ethics Statement

This work has been performed in agreement with Directive 2010/63/EU and received specific approval of the Ministry of Research under project authorization number APAFIS #32568‐2021072622109117 v3. Animal experiments were performed at MARBEC Palavas Experimental Marine Platform, which has agreement D34121926 for animal experiments.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1111/jnc.70202.

## Supporting information

**Figure S1:** Percentage of survival of zebrafish WT and mutant larvae every 24 hpf to 120 hpf on 40 (WT) and 44 (mutant) egg‐laying (A). Developmental parameters measured in embryos or larvae: Heartbeat frequency (beats per min) at 2 dpf; total body length at 5 dpf; size of swim bladder at 5 dpf; size of eye at 5 dpf (B). Length, weight, and sex ratio of adult zebrafish from mutant and WT line (C). Data are shown as Mean ± SD. **p < 0.01.

**Figure S2:** Results from reproductive behavior assessment: Distance traveled during reproduction test; average interindividual distance; time spent in the spawning area; time spent in body contact, for WT and mutant adult fish (A). Fertilization rate (B). Data are shown as mean ± SD. #*p* < 0.1 versus the WT group.

**Figure S3:** Time spent in the novel arm of the y‐maze and time spent in the top zone of the novel tank for WT and mutant adult fish. Data are shown as the mean ± SD. #*p* < 0.1 versus the WT group.

**Figure S4:** Quantification of the number of PCNA‐labeled cells in WT and mutant fish. (A) Dorsal telencephalon (D). (B) Thalamus. (C) Dorsal zone of periventricular hypothalamus (Hd). (D) Ventral zone of periventricular hypothalamus (Hv). (E) Pituitary. Red dots on schematic frontal sections indicate quantified areas. Mean ± SEM.

**Figure S5:** Zebrafish Cyp19a1b‐mutant vs. WT differentially expressed genes (DEGs) networked with Cytoscape software. Some of the DEGs are grouped by selected Gene Ontology Biological Process of interest (in circle). (A) DEGs in male olfactory bulbs. (B) DEGs in female olfactory bulbs. (C) DEGs in male telencephalon. (A') DEGs in female telencephalon. (B′) DEGs in male hypothalamus. (C′) DEGs in female hypothalamus.

**Table S1:** Primary and secondary antibodies.

**Table S2:** Summary of behavioral results obtained in the different behavioral tests (Mean ± SEM). Values significantly different from controls are in bold.

**Table S3:** Summary of the monoamine and metabolite levels in the brain of WT and mutant fish. NA, DA, 5‐HT, DOPAC, 5HIAA, HVA, and 3MT were expressed in ng per mg of protein, and the turnover was expressed as the ratio between metabolites and monoamines. Mean ± SEM, the number of analyzed brains is indicated in each cell. Values significantly different from controls are in bold.

**Table S4:** Excel file of significant differentially expressed genes in males vs. females and mutants vs. WT in the olfactory bulb, the telencephalon, and the hypothalamus.

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. The data are not publicly available due to privacy or ethical restrictions.

# Supplementary material for: Mutation of Brain Aromatase Impairs Behavior and Neuroplasticity in Adult Zebrafish
**Source:** J Neurochem. 2025 Aug 25;169(8):e70202. doi: 10.1111/jnc.70202
**Supplement:** Supplementary file 5 — Figure S5: Zebrafish Cyp19a1b‐mutant vs. WT differentially expressed genes (DEGs) networked with Cytoscape software. Some of the DEGs are grouped by selected Gene Ontology Biological Process of interest (in circle). (A) DEGs in male olfactory bulbs. (B) DEGs in female olfactory bulbs. (C) DEGs in male telencephalon. (A') DEGs in female telencephalon. (B′) DEGs in male hypothalamus. (C′) DEGs in female hypothalamus.

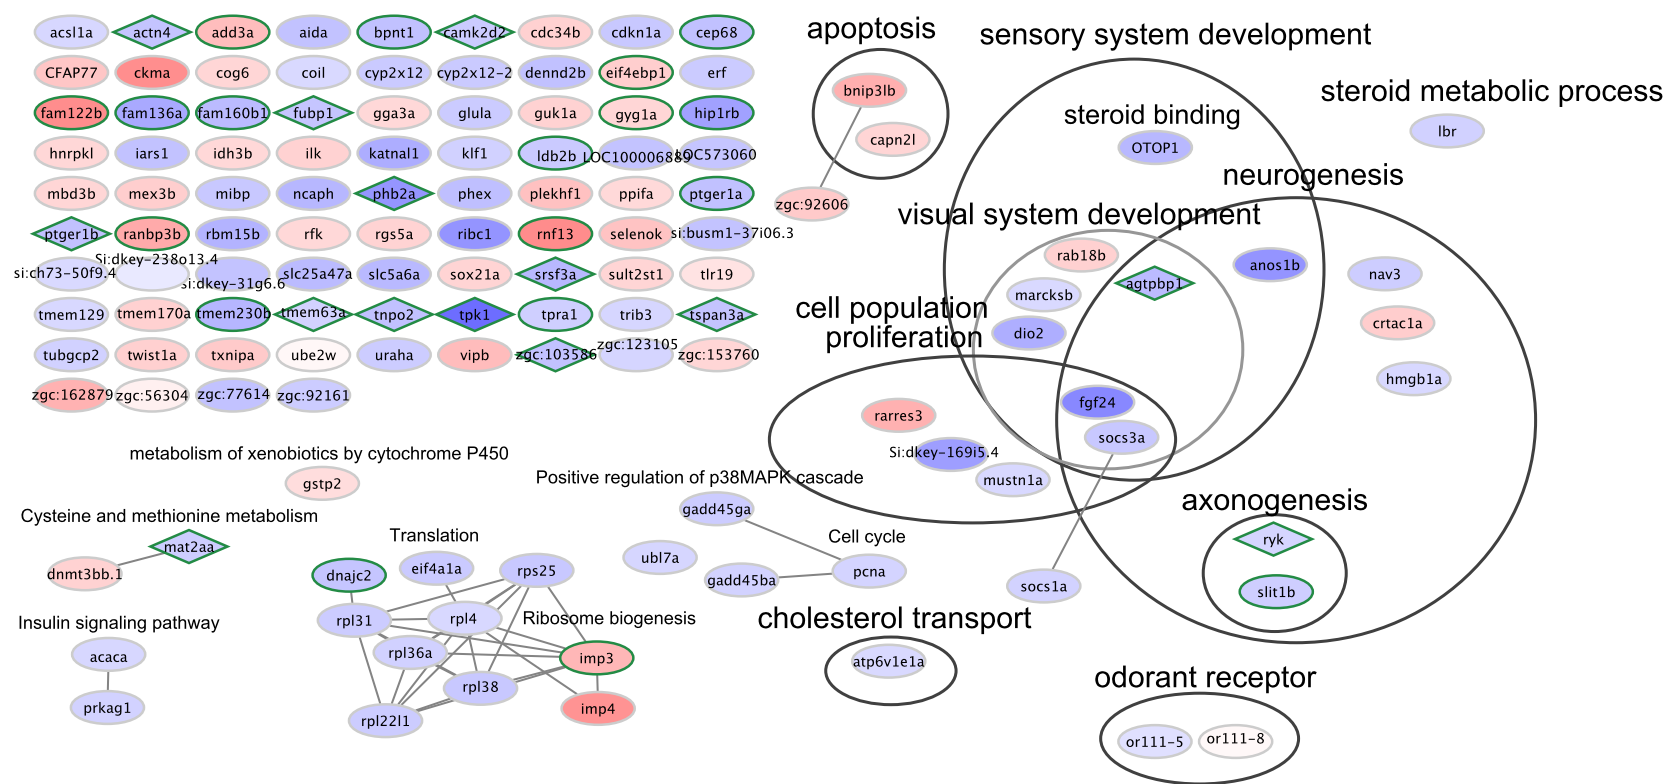

Node Fill Color: FC mutant vs. WT in male olfactory bulbs

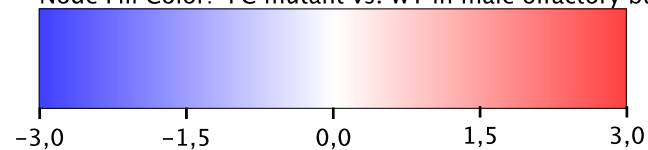

Diamond node shape : mutant vs. WT DEGs common to all male and female brain regions

Green node border paint : mutant vs. WT DEGs common to all male brain regions

STRING Score (functional) : 0.70

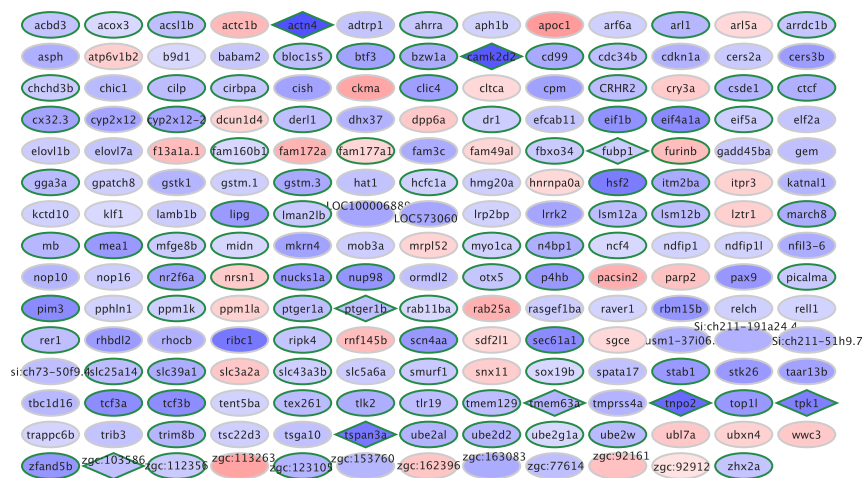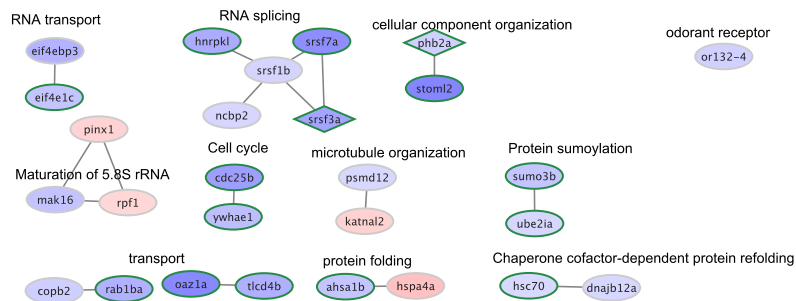

Node Fill Color: FC mutant vs. WT in female olfactory bulbs

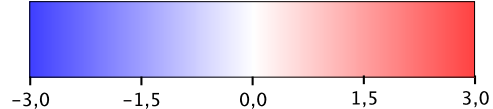

Diamond node shape : mutant vs. WT DEGs common to all male and female brain regions  
Green node border paint : mutant vs. WT DEGs common to all female brain regions

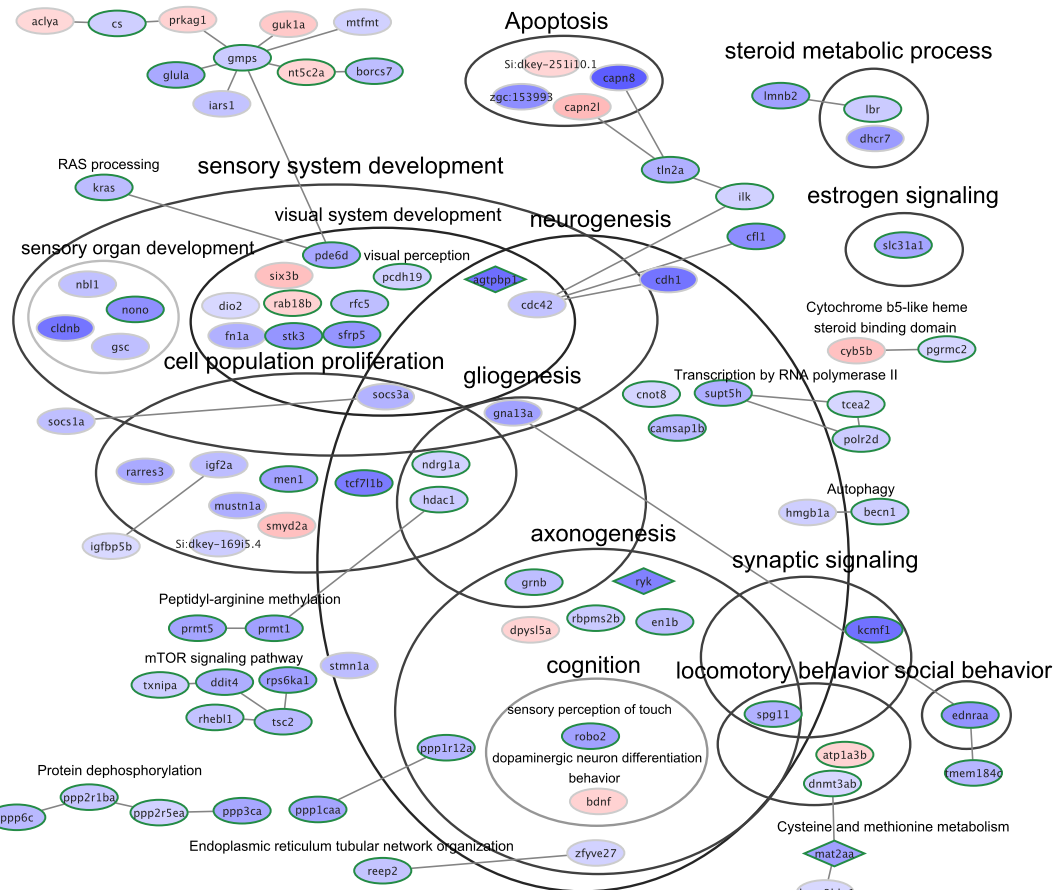

STRING Score (functional) : 0.70

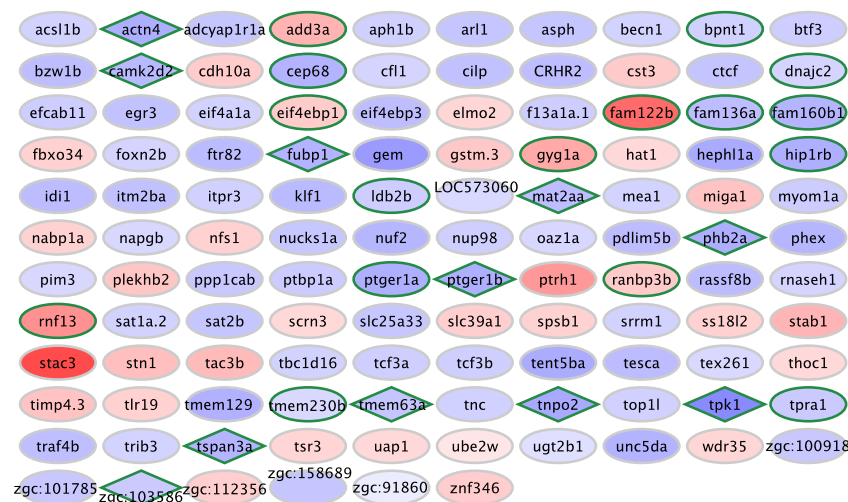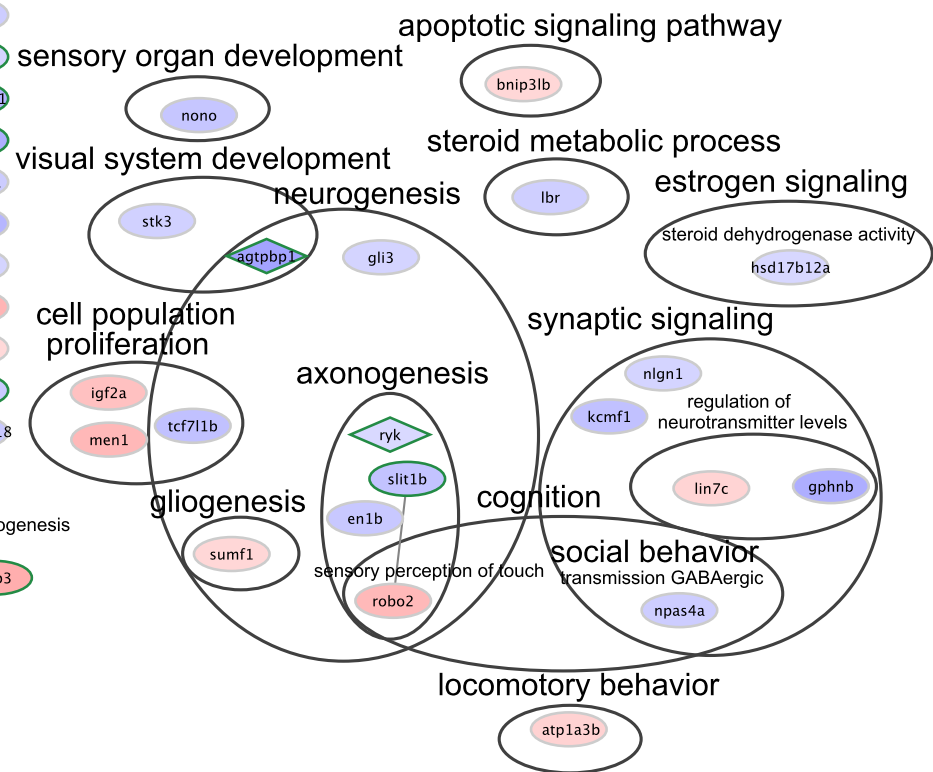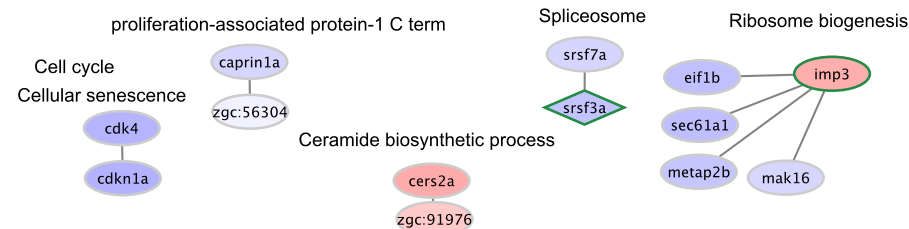

Node Fill Color: FC mutant vs. WT in male telencephalon

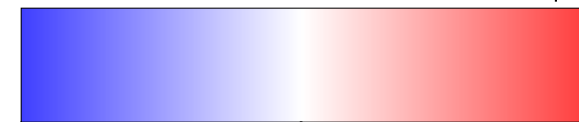

-3,0 -1,5 0,0 1,5 3,0

Diamond node shape : mutant vs. WT DEGs common to all male and female brain regions

Green node border paint : mutant vs. WT DEGs common to all male brain regions

STRING Score (functional) : 0.70

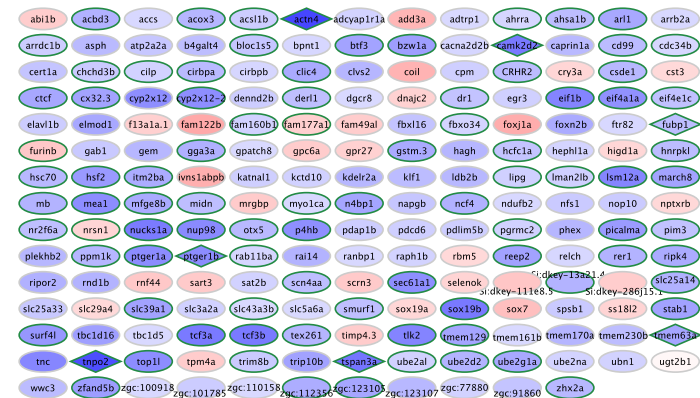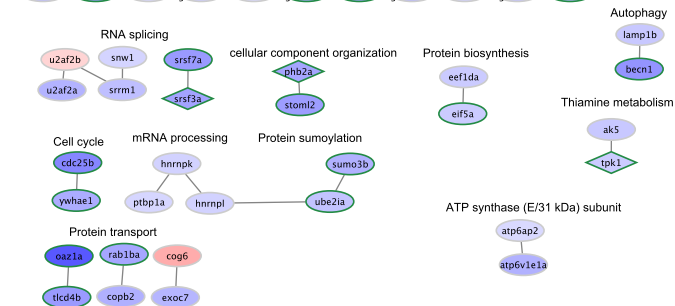

Node Fill Color: FC mutant vs. WT in female telencephalon

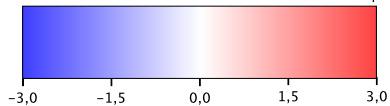

Diamond node shape : mutant vs. WT DEGs common to all male and female brain regions  
Green node border paint : mutant vs. WT DEGs common to all female brain regions

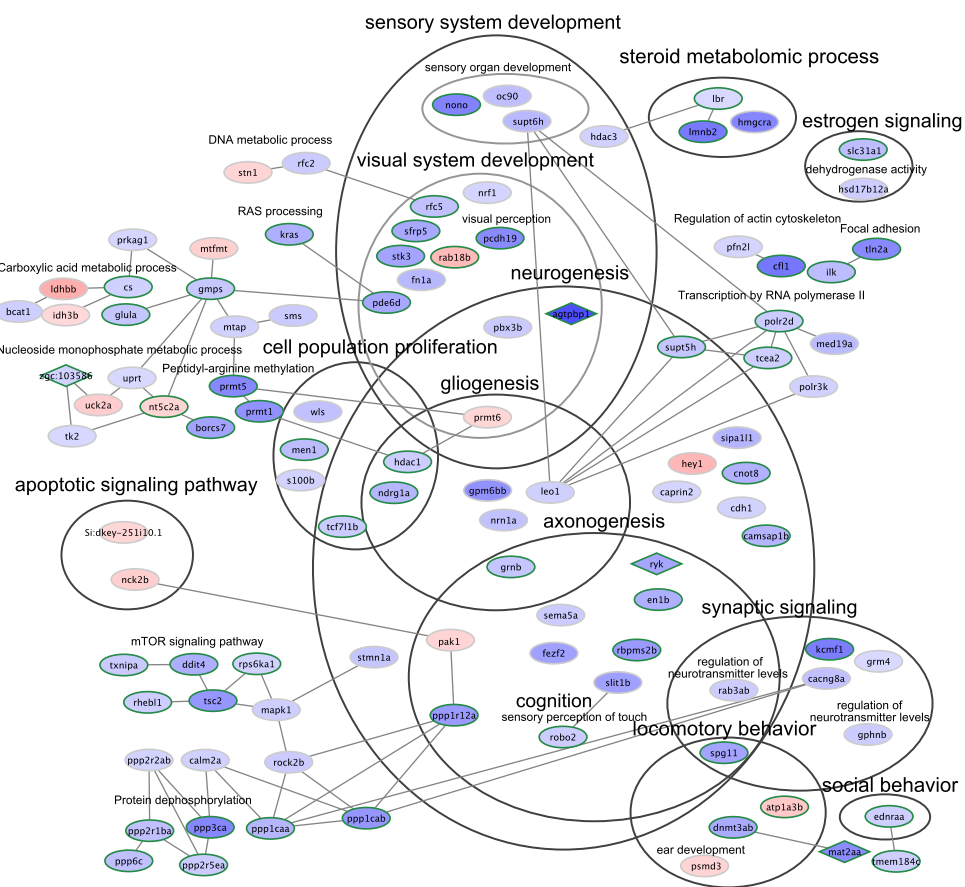

STRING Score (functional) : 0.70

zgc:110239

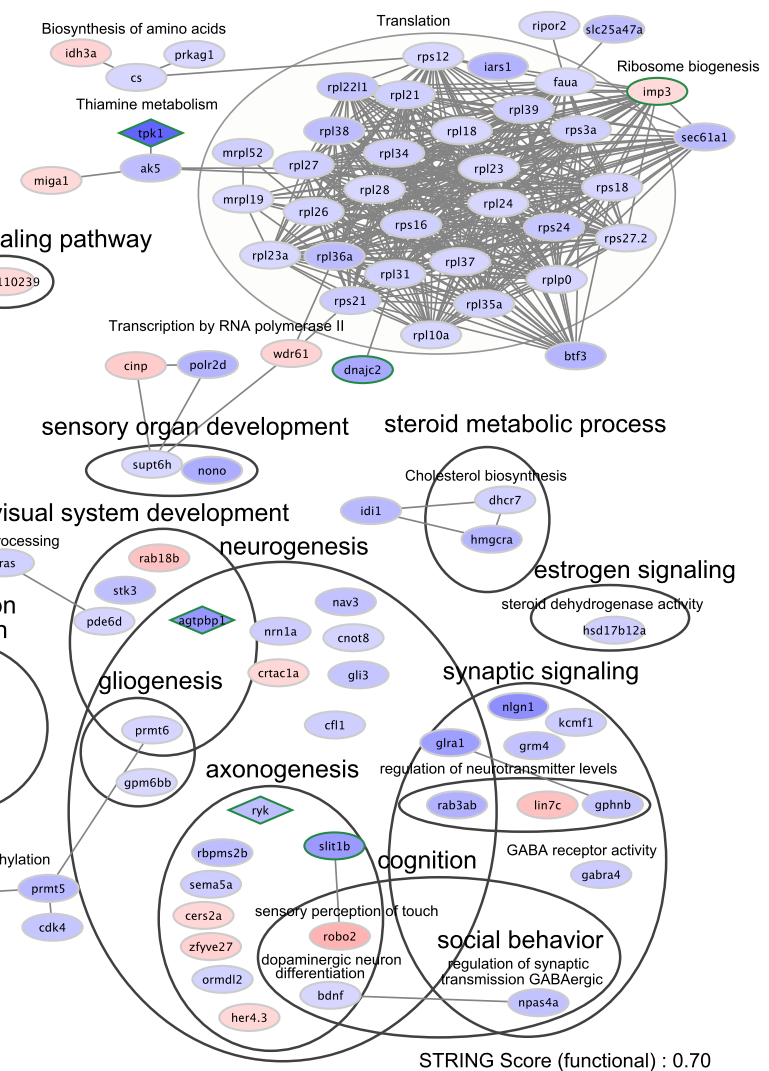

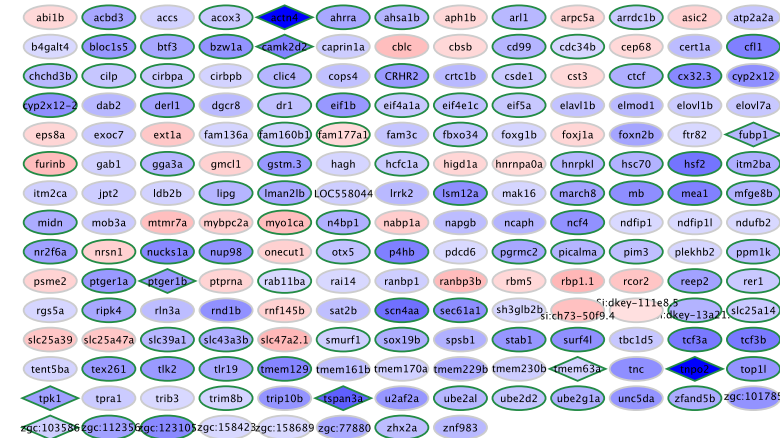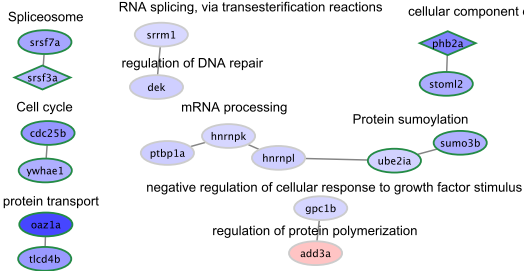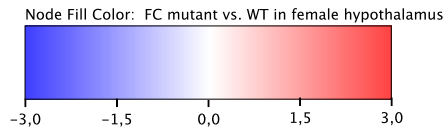

Diamond node shape : mutant vs. WT DEGs common to all male and female brain regions  
Green node border paint : mutant vs. WT DEGs common to all female brain regions

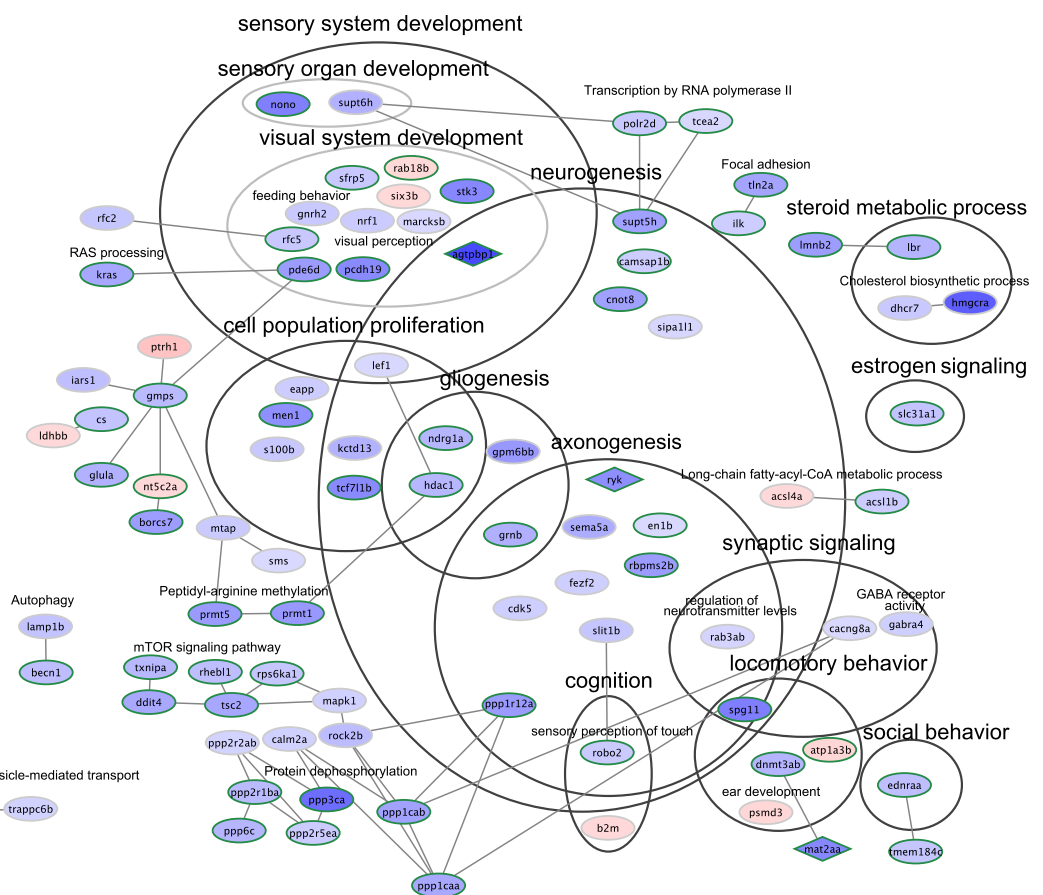

STRING Score (functional) : 0.70

# Supplementary material for: Mutation of Brain Aromatase Impairs Behavior and Neuroplasticity in Adult Zebrafish
**Source:** J Neurochem. 2025 Aug 25;169(8):e70202. doi: 10.1111/jnc.70202
**Supplement:** Supplementary file 6 — Table S1: Primary and secondary antibodies.

Table S1: Primary and secondary antibodies

| Primary Antibodies | | | | |  |
| --- | --- | --- | --- | --- | --- |
| Antigen | Host | Dilution | Company | Cat. no. | RRID |
| AroB | Rabbit (polyclonal) | 1 :500 | Dr. François Brion  INERIS, France |  |  |
| PCNA clone PC10 | Mouse (monoclonal) | 1 :100 | DAKO | MO879 |  |
| TH | Rabbit (polyclonal) | 1 :500 | Merck Millipore | AB152 | AB_390204 |
| 5-HT | Rabbit (polyclonal) | 1 :4000 | Dr. Yves Tillet  INRA, France |  |  |

| **Secondary Antibodies** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Antigen | Fluorophore | Host | Dilution | Company | Cat. no. | RRID |
| Mouse IgG | TRITC | Goat | 1:500 | ThermoFisher | A11032 | AB_2534091 |
| Rabbit IgG | FITC | Goat | 1:500 | ThermoFisher | A11034 | AB_2576217 |

# Supplementary material for: Mutation of Brain Aromatase Impairs Behavior and Neuroplasticity in Adult Zebrafish
**Source:** J Neurochem. 2025 Aug 25;169(8):e70202. doi: 10.1111/jnc.70202
**Supplement:** Supplementary file 7 — Table S2: Summary of behavioral results obtained in the different behavioral tests (Mean ± SEM). Values significantly different from controls are in bold.

Table S2 : Summary of behavioral results obtained in the different behavioral tests (Mean±SEM). Values significantly different from controls are in bold.

| **Variable** | **WT** | | **Mutant** | |
| --- | --- | --- | --- | --- |
|  | **F** | **M** | **F** | **M** |
| **Shoaling test** |  | | | |
| Interindividual distance (mm)  Genotype effect:  t_20_=-1.55; p=0.138 | 137±22 | | 121±28 | |
| Distance traveled (mm)  Genotype effect:  t_122_=4.46; **p=0.0000018** | 32484±6216 | | **37190±5810** | |
| **Y-maze** |  | | | |
| Distance traveled (mm)  Genotype effect:  F_1,46_= 9.9810; **p=0.0027**  Sex effect:  F_1,46_= 1.020; p=0.32  Genotype*Sex effect:  F_1,46_= 0.011; p=0.92 | 1802±94 | 1914±136 | **1492±89** | **1583±77** |
| Alternations between arms  Genotype effect:  F_1,46_= 0.67; p=0.42  Sex effect:  (F_1,46_= 7.88; **p=0.0073**)  Genotype*Sex effect:  F_1,46_= 0.034; p=0.85 | 48±2 | 63±7 | 52±5 | 65±5 |
| Time spent in novel arm (sec)  Genotype effect:  F_1,46_=2.84; p=0.099  Sex effect:  F_1,46_= 0.033; p=0.86  Genotype*Sex effect:  F_1,46_= 0.16; p=0.69 | 101±7 | 103±2 | 94±7 | 90±6 |
| **Classical conditioning** |  | | | |
| Time spent out of the checkboard area (sec)  Genotype effect:  F_1,46_= 0.88; p=0.35  Sex effect:  F_1,46_= 1.94; p=0.17  Genotype*Sex effect:  F_1,46_= 0.33; p=0.97 | 85±1 | 76±5 | 78±5 | 76±4 |
| Visits to checkboard area  Genotype effect:  F_1,46_= 0.55; p=0.46  Sex effect:  F_1,46_= 0.51; p=0.48  Genotype*Sex effect:  F_1,46_ = 6.19; **p=0.017** | 5±1 | 4±1 | 3±1 | 5±1 |
| Distance traveled (mm)  Genotype effect:  F_1,46_= 0.47; p=0.50  Sex effect:  F_1,46_=3.34; p=0.074  Genotype*Sex effect:  (F_1,46_= 0.055; p=0.81) | 65035±4258 | 71801±5207 | 60807±1879 | 69575±4744 |
| **Z-maze** |  | | | |
| Distance travelled  Genotype effect:  F_1,46_= 0.34; p=0.56  Sex effect:  F_1,46_= 22.42; **p=0.000021**  Genotype*Sex effect:  F_1,46_= 2.27; p=0.14 | 25479±1355 | 30030±1329 | 22268±1537 | 31072±1412 |
| Latency to reach zone 16 (sec)  Genotype effect:  F_1,46_= 0.0082; p=0.93  Sex effect:  F_1,46_=13.55 ; **p=0.00061**  Genotype*Sex effect  F_1,46_= 0.025; p=0.87 | 371±67 | 180±8 | 375±73 | 199±12 |
| Latency to reach distal zone (sec)  Genotype effect:  F_1,46_= 0.13; p=0.72  Sex effect  F_1,46_= 6.04; **p=0.018**  Genotype*Sex effect  F_1,46_= 0.15; p=0.70 | 275±55 | 160±27 | 249±59 | 165±6 |
| Time spent in distal zone (sec)  Genotype effect:  F_1,46_= 0.39; p=0.53  Sex effect:  F_1,46_=5.63; **p=0.022**  Genotype*Sex effect:  F_1,46_= 0.23; p=0.63 | 81±16 | 117±10 | 94±14 | 118±9 |
| Time to exit shelter (sec)  Genotype effect  F_1,46_= 6.28; **p=0.016**  Sex effect:  F_1,46_= 6.01; **p=0.018**  Genotype*Sex effect  (F_1,46_= 2.02; p=0.16) | 139±3 | 131±2 | **131±2** | **129±1** |
| Time spent in proximal zone (sec)  Genotype effect:  F_1,46_= 1.78; p=0.19  Sex effect:  F_1,46_=11.19; **p=0.0016**  Genotype*Sex effect:  F_1,46_= 0.90; p=0.35 | 183±16 | 132±9 | 158±13 | 129±8 |
| **Novel tank diving test** |  | | | |
| Distance travelled (mm)  Genotype effect:  F_1,46_= 9.10; **p=0.0042**  Sex effect  F_1,46_= 6.89; **p=0.012**  Genotype*Sex effect:  (F_1,46_= 0.0060; p=0.94) | 12681±800 | 14775±1116 | **10323±542** | **12298±518** |
| Visits to top zone  Genotype effect:  (F_1,46_= 0.47; p=0.50)  Sex effect:  F_1,46_= 6.83; **p=0.012**  Genotype*Sex effect:  F_1,46_= 0.000; p=1.0 | 26±4 | 37±5 | 23±3 | 34±4 |
| Time spent in top zone (sec)  Genotype effect:  F_1,46_= 2.79; p=0.10  Sex effect:  F_1,46_= 3.30; p=0.076  Genotype*Sex effect:  F_1,46_= 0.24; p=0.62 | 120±11 | 104±10 | 146±11 | 119±13 |
| **Sociability** |  | | | |
| Distance travelled (mm)  Genotype effect:  F_1,46_= 0.24 ; p=0.63  Sex effect:  F_1,46_= 5.34; **p=0.025**  Genotype*Sex effect:  F_1,46_= 0.051; p=0.82 | 8849±315 | 10092±439 | 9154±524 | 10175±624 |
| Visits to social area  Genotype effect:  F_1,46_= 4.80; **p=0.034**  Sex effect:  F_1,46_=3.35 ; p=0.073  Genotype*Sex effect:  F_1,46_=4.42 ; **p=0.041** | 24±4 | 23±4 | 24±5 | **41±4** |
| Time spent in social area (sec)  Genotype effect:  F_1,46_= 1.92; p=0.17  Sex effect:  F_1,46_= 0.0007; p=0.98  Genotype*Sex effect:  F_1,46_= 0.091; p=0.76 | 255±14 | 249±14 | 226±26 | 231±14 |
| **Aggressiveness** |  | | | |
| Distance travelled (mm)  Genotype effect:  F_1,46_= 1.33; p=0.25  Sex effect:  F_1,46_= 18.50; **p=0.000088**  Genotype*Sex effect:  F_1,46_= 0.096; p=0.76 | 10376±249 | 12802±820 | 10784±269 | 13586±817 |
| Visits to mirror zone  Genotype effect:  F_1,46_= 8.03; **p=0.0068**  Sex effect:  F_1,46_= 18.97; **p=0.000073**  Genotype*Sex effect:  F_1,46_=2.90 ; p=0.095 | 43±6 | 99±16 | **31±4** | **56±7** |
| Time spent in mirror zone (sec)  Genotype effect:  F_1,46_=2.98 ; p=0.091  Sex effect:  F_1,46_= 17.93; **p=0.00011**  Genotype*Sex effect:  F_1,46_= 0.52; p=0.47 | 52±10 | 135±22 | 32±8 | 91±21 |

# Supplementary material for: Mutation of Brain Aromatase Impairs Behavior and Neuroplasticity in Adult Zebrafish
**Source:** J Neurochem. 2025 Aug 25;169(8):e70202. doi: 10.1111/jnc.70202
**Supplement:** Supplementary file 8 — Table S3: Summary of the monoamine and metabolite levels in the brain of WT and mutant fish. NA, DA, 5‐HT, DOPAC, 5HIAA, HVA, and 3MT were expressed in ng per mg of protein, and the turnover was expressed as the ratio between metabolites and monoamines. Mean ± SEM, the number of analyzed brains is indicated in each cell. Values significantly different from controls are in bold.

Table S3: Summary of the monoamines and metabolites levels in the brain of WT and mutant fish. NA, DA, 5-HT, DOPAC, 5HIAA, HVA and 3MT were expressed in ng per mg of protein, and the turnover expressed as the ratio between metabolites and monoamines. Mean±SEM, the number of analyzed brains is indicated in each cell. Values significantly different from controls are in bold.

|  | **WT** | | **Mutant** | |
| --- | --- | --- | --- | --- |
|  | **Female** | **Male** | **Female** | **Male** |
| **Noradrenaline (NA)**  Genotype effect: F_(1,34)_=2.17366; p=0.14039  Sex effect:  F_(1,34)_=0.14444; p=0.7039  Interaction genotype*sex:  F_(1,34)_=0.00398; p=0.9497 | 11.44±1.90  N=9 | 11.77±1.95  N=10 | 14.17±1.80  N=9 | 14.64±1.88  N=10 |
| **Dopamine (DA)**  Genotype effect: F_(1,34)_=1.32985; p=0.24883  Sex effect:  F_(1,34)_=0.27692; p=0.59873  Interaction genotype*sex:  F_(1,34)_=0.07842; p=0.77944 | 2.24±0.45  N=9 | 2.41±0.53  N=10 | 1.82±0.45  N=9 | 2.22±0.43  N=10 |
| **Serotonin (5-HT)**  Genotype effect: F_(1,34)_=0.3222; p=0.5740  Sex effect:  F_(1,34)_=0.5442; p=0.4658  Interaction genotype*sex:  F_(1,34)_=0.05132; p=0.8221 | 0.70±0.14  N=9 | 0.85±0.18  N=10 | 0.64±0.17  N=9 | 0.73±0.15  N=10 |
| **DOPAC**  Genotype effect: F_(1,34)_=0.15534; p=0.69349  Sex effect:  F_(1,34)_=0.67009; p=0.41302  Interaction genotype*sex:  F_(1,34)_=0.21308; p=0.64436 | 0.36±0.05  N=9 | 0.43±0.08  N=10 | 0.40±0.10  N=9 | 0.50±0.10  N=10 |
| **5HIAA**  Genotype effect: F_(1,33)_=0.000805; p=0.09775  Sex effect:  F_(1,33)_=0.000609; p=0.9383  Interaction genotype*sex:  F_(1,33)_=0.1022; p=0.7512 | 0.45±0.11  N=8 | 0.47±0.08  N=10 | 0.47±0.08  N=9 | 0.44±0.07  N=10 |
| **HVA**  Genotype effect: F_(1,30)_=1.41814; p=0.23371  Sex effect:  F_(1,30)_=0.6115; p=0.43422  Interaction genotype*sex:  F_(1,30)_=0.09702; p=0.75543 | 0.25±0.05  N=8 | 0.26±0.06  N=10 | 0.38±0.09  N=6 | 0.28±0.05  N=10 |
| **3MT**  Genotype effect: F_(1,31)_=0.125; p=0.72371  Sex effect:  F_(1,31)_=0.1021; p=0.74934  Interaction genotype*sex:  F_(1,31)_=5.8202; p=0.01584 | 0.54±0.09  N=9 | 1.03±0.22  N=9 | **1.14±0.28**  N=8 | 0.66±0.16  N=9 |
| **5HIAA/5-HT ratio**  Genotype effect: F_(1,33)_=0.01823; p=0.8926  Sex effect:  F_(1,33)_=0.33044; p=0.5654  Interaction genotype*sex:  F_(1,33)_=0.36514; p=0.54567 | 0.61±0.06  N=8 | 0.63±0.06  N=10 | 2.66±1.68  N=9 | 1.82±1.26  N=10 |
| **DOPAC/DA ratio**  Genotype effect: F_(1,34)_=0.000213; p=0.98835  Sex effect:  F_(1,34)_=0.167521; p=0.68232  Interaction genotype*sex:  F_(1,34)_=0.017511; p=0.89472 | 0.20±0.03  N=8 | 0.22±0.04  N=10 | 1.37±1.01  N=9 | 0.73±0.50  N=10 |
| **HVA/DA ratio**  Genotype effect: F_(1,30)_=0.24661; p=0.61947  Sex effect:  F_(1,30)_=0.04389; p=0.83405  Interaction genotype*sex:  F_(1,30)_=0.71597; p=0.39747 | 0.12±0.02  N=8 | 0.13±0.02  N=10 | 1.49±1.10  N=6 | 0.35±0.24  N=10 |
| **3MT/DA**  Genotype effect: F_(1,31)_=0.2832; p=0.59459  Sex effect:  F_(1,31)_=0.0218; p=0.88265  Interaction genotype*sex:  F_(1,31)_=5.5623; p=0.01835 | 0.30±0.06  N=9 | 0.66±0.22  N=9 | 4.02±2.97  N=8 | 1.13±0.89  N=9 |

How the deposited data were processed for this re-analysis (not part of the article)

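The authors deposited a table of counts for 15418 genes in 63 libraries. They sequenced the libraries by a 3′ barcoding method, aligned the reads to the UCSC danRer11 reference transcriptome with an aligner that the paper does not name, left out reads with several places and counted the distinct UMIs of each gene, and the deposited values are those counts, without rlog values. They were used as deposited, and each column was matched to a region, sex, genotype and pool code by its label. Library codes that occur in several groups and regions (A1 to C2) were read as pool codes, and pairing between groups comes from these codes alone. The reference at hand names genes of a later zebrafish assembly than the authors', so it served for names and neighbors only.

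Per region, the 21 libraries were fitted in 1 model with edgeR 4.0.16 (R 4.3.3), after TMM scaling and a filter on low counts over the 4 groups, which kept 4521, 4438 and 6464 genes in the OB, the Tel and the hypothalamus; cyp19a1b and cyp19a1a were always kept. The counts were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A DEG has an adjusted p of 0.05 or less and a change of at least 1.5-fold, and an interaction of genotype with sex has an adjusted p of 0.05 or less. Interactions of genotype with region, the OB against the mean of the Tel and the hypothalamus, were fitted within each sex over 30 female and 33 male libraries with the pool as a block. CPM means are given with the SD over pools, and log2 fold changes with the standard error of the fit. Genes with too few counts to be tested are given with a two-sided exact permutation test on log2(CPM + 1).

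Genes named one by one are cyp19a1b and cyp19a1a; those the text of the paper names in statements on transcripts; pcna, th, th2, comta, comtb and mao; and, by a rule, the 3 largest changes among DEGs with all pools apart in each comparison of genotypes and the 2 largest in each comparison of WT sexes. This rule also asked for DEGs in the same direction in all 6 genotype comparisons, of which there were none. The genes gpm6bb, apoc1 and acsl4a, and dio2 in the OB and the Tel, fall outside it and were chosen after their values were seen.

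Library totals from 21444 to 1033008 UMIs set the precision. A group of 4 to 6 pools cannot show small changes of rare transcripts. On simulated counts with the real library totals and each gene's spread, the test recovered 150 of 197 genes changed in mutant females of the OB, with 2 false calls. Only large changes were put in, in genes with many counts that were tested in all regions. With no change put in, it made 0 calls in 12 comparisons (187 to 326 genes at an unadjusted p of 0.05). Spread was drawn gene by gene, so simulated pools did not deviate together over genes as the real pools did. Free draws of the real female pools gave up to 38 calls in the OB (median 0), so the simulation can understate false calls. The paper's steps on rlog values recovered 168 of 178 with 268 false calls, and group medians with 1 F test 135 of 200 with 61 false calls.

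The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or the library total only in place of TMM, no filter on low counts, a filter of at least 10 counts in every library, no fold threshold, adjustment over only the genes past the fold threshold, fits with only the 2 groups compared or with all 12 groups, the pool code or the pool letter as a block, counts thinned so that no library of a region exceeds the lowest median total of its 4 groups (79076, 66680 and 175074 UMIs; libraries under it keep their total), and low-total libraries left out (totals under 85788, 77457 and 156972 UMIs in the OB, the Tel and the hypothalamus, a share of the region's median). The paper's steps on rlog values were run with adjustment over the genes past both filters and over all detected genes, with limma 3.58.1. For the region interaction, limma-voom with the pool as a random effect was also run. Each pool was also left out in turn. Group medians with 1 F test over the 12 comparisons were added after seeing the data. That test gives 1 p per gene for all 12 comparisons, so its calls in a given sex and region rest on the fold step. The interactions were run with fewer of these alternatives.

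Membership of patterns P1, P2, P4, P12 and P13 was taken from Table S4, which in the copy at hand lists 374 genes, and that of P5, P7, P8 and P9 from the labels of Figures 8 and 9. The symbol pcdh5 has no row in the table and is left out, as are the immunofluorescence, behavior and chemical measurements, the network and enrichment results, and patterns without a statement on their direction. Read mapping was not repeated, since no reads were at hand.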

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

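Tests of an explanation on thinned counts, on the 5 genes of the text that change together and on splits of the pools were chosen only after the results were seen. The other tests of an explanation were written down after the pattern but before their own result was seen. The comparisons, the rule for naming genes and the alternatives, apart from group medians with 1 F test, were fixed before the data were examined.

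In 12 of the 90 groups of pools examined gene by gene, 1 pool stood apart from the rest, where chance gives 4.5. The ratio is the gap to the nearest pool over the range of the group. The groups were cyp19a1b in the OB of WT females (ratio 0.691), of WT males (ratio 0.678), in the Tel of WT females (ratio 0.696), mao in the Tel of WT females (ratio 0.822), agtpbp1 in the Tel of mutant males (ratio 0.768) and gabra4 in the hypothalamus of mutant females (ratio 0.849). The others were bdnf in the OB of WT males (ratio 0.646), in the hypothalamus of WT males (ratio 0.653), robo2 in the OB of mutant females (ratio 0.855), men1 in the hypothalamus of mutant females (ratio 0.952), hsd17b3 in the Tel of WT males (ratio 0.708) and of WT females (ratio 0.679). Pool A1 of WT females stood apart for 2 genes, in the OB and the Tel, and the hypothalamus of mutant female C1 for 2 (gabra4 and men1). No cause was tested for single pools, and no biological explanation was tested.

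The change with genotype differed between females and males (interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for 8 genes in the OB, 22 in the Tel and 132 in the hypothalamus. Female minus male log2 changes among the named genes were −2.27 ± 0.43 for sfrp5 (adjusted p = 0.0226) in the OB and −2.23 ± 0.47 for gyg1a (adjusted p = 0.0311) in the Tel, with SEs. In the hypothalamus they were −3.46 ± 0.79 for actn4 (adjusted p = 0.0145), −3.21 ± 0.83 for agtpbp1 (adjusted p = 0.0348), −2.55 ± 0.58 for cnot8 (adjusted p = 0.0155), −2.42 ± 0.47 for gyg1a (adjusted p = 0.00411), −3.26 ± 0.70 for kcmf1 (adjusted p = 0.0106) and −4.70 ± 0.62 for men1 (adjusted p = 0.000163), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the same test, they were −2.27 ± 0.59 for nono (adjusted p = 0.0348), −2.89 ± 0.59 for pde6d (adjusted p = 0.00628), −1.95 ± 0.50 for ppp1r12a (adjusted p = 0.033), −3.08 ± 0.50 for robo2 (adjusted p = 0.000656), −3.58 ± 0.80 for spg11 (adjusted p = 0.0131) and −2.83 ± 0.69 for stk3 (adjusted p = 0.0216). They were also −2.40 ± 0.63 for stoml2 (adjusted p = 0.039), −1.97 ± 0.43 for supt5h (adjusted p = 0.0117), −2.82 ± 0.52 for tcf7l1b (adjusted p = 0.00268), −3.54 ± 0.85 for tnpo2 (adjusted p = 0.02) and −2.54 ± 0.62 for tspan3a (adjusted p = 0.0216), from the same test. For stoml2 in the OB (adjusted p = 0.0226) and grnb (0.0472), kctd13 (0.014), scn4aa (0.00482) and stac3 (0.00293) in the hypothalamus, 1 group had 3 counts or fewer in every pool and no fold is given, from the same test. For 18 of the genes of the hypothalamus, all 4 mutant female pools lay below all 6 WT female pools, where chance gives a complete separation, in either direction, for 0.952% of genes not picked for a difference, as these were. For gyg1a and stac3 the change is a rise in mutant males. All 5 mutant pools lay above all 6 WT pools for gyg1a in the Tel and stac3 in the hypothalamus. With the pool code as a block, 5 of the 24 interactions of named genes with sex lost their call. With interactions with region included, 9 of 29 lost it without the low-total libraries and 9 of 26 on thinned counts.

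Of 100 splits that deal genotypes again within pools of both sexes, the real one included, 7 gave as many genes with an interaction in the OB, 6 in the Tel and 3 in the hypothalamus. The splits as large all kept the real split of the females, and those with another female split gave at most 3, 1 and 6 genes. Of the 8 draws with the real female split, 7, 6 and 3 gave as many. Draws that keep the real females keep their change too and are no chance splits, so they do not decide whether chance explains the counts. Values of agtpbp1, actn4, tnpo2 and tspan3a share the limit of the 5 genes that change together, and spg11 is near cyp19a1b. That the mutation acts differently in the sexes may underlie these counts, as a hypothesis that the splits do not test. Over the genes called in all regions of females, mutant male pools A1 and B1 lay above all WT males (scores of 0.366 and 0.502). A mixed pool or a swap of labels, left open below, could also make the male change smaller.

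The change with genotype in females differed between the OB and the mean of the Tel and the hypothalamus for 5 genes. The differences were 2.18 for gpm6bb (adjusted p = 0.00748), 1.95 for apoc1 (0.0166), −1.52 for camk2d2 (0.0202), −1.44 for acsl4a (0.0206) and 1.47 for bdnf (0.0384), with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 mutant pools lay below all 6 WT pools in the Tel and the hypothalamus for gpm6bb and in the 3 regions for camk2d2, and above them in the OB for apoc1 and bdnf; the pools of acsl4a overlapped in each region. Of 16 splits that swap pools of the same code, the real one was the only 1 with as many genes and the others gave at most 2, but with 16 splits the share cannot fall under 0.05 whatever the data, so by this test alone the pattern cannot be told apart from chance. In males the count was 0 (385 genes at an unadjusted p of 0.05), which any split reaches (32 of 32), so the splits test nothing there.

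Among all tested genes, many differed between the pool letters A, B and C, which occur in all groups: 260 of 4521 genes in the OB (5.75%), 439 of 4438 in the Tel (9.89%) and 1227 of 6464 in the hypothalamus (19%) at an adjusted p of 0.05 or less with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When the letters were dealt again to the pools of each group, 1 of 100 splits, the real one, gave as many genes in each region, and the others gave at most 72, 11 and 56. Of the DEGs by genotype in females, 3, 3 and 15 were among them. Explanations were tested with 3 lists of genes. Genes that respond to low oxygen were 7 of 12 (58.3%, against 20.8% of other genes; two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0145), so low oxygen before the tissue was frozen is a candidate explanation. For clock genes, a sign of the time of day of sampling (5 of 11, 45.5%, adjusted p = 0.0868), and genes of blood cells left in the dissected tissue (3 of 6, 50%, adjusted p = 0.108), the lists are too short to tell, by the same test. Outside these lists, the clock gene ciarta differed between letters in the OB, the Tel and the hypothalamus (adjusted p = 0.000375, 0.0041 and 7.74e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). So did the hemoglobin gene hbba2 (0.0332, 0.00211 and 4.41e-05, same test). The clock gene cry1b did not in the Tel (0.255, same test). Time of day and blood therefore stay open beside low oxygen. No biological explanation was tested, since the labels give no meaning for the letters.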

How the results depend on the processing

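The runs with group medians and 1 F test were chosen only after the results were seen. In this part, the value in parentheses after each value is the one given beside the paper's sentences, and counts are of DEGs unless named otherwise. A count was taken as moved when it changed by more than 1.5 times or to or from 0, a percentage by more than 10 points, and a pattern mean by more than the SD over pools.

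Over the alternatives, 229 of 380 values of 26 counts and percentages stayed, and 151 moved. Of 416 values of 39 pattern means, 375 stayed. Of 1296 values of 92 log2 fold changes of named genes, 1161 kept their direction and their side of the threshold, 47 lost a call, 85 gained one and 3 changed direction. Of 248 values of 29 interactions of named genes, 216 kept their call. When 1 pool was left out, 233 of 336 counts and percentages, 393 of 402 pattern means, 856 of 956 gene changes and 434 of 554 interactions stayed. Without a fold threshold none of the 21 counts and percentages moved. Fits of the interaction with sex had 10 alternatives and those with region 7. The filter of at least 10 counts left no gene for 12 of the pattern means, and 1 had none on thinned counts.

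With DESeq2, 441 of the 455 calls by genotype in females and 126 of the 127 in males were made again. Males gave 6 in the OB (1) and 10 in the Tel (1) by genotype. WT sexes gave 5 in the Tel (2) and 8 in any region (5). Mutant sexes gave 103 in the Tel (53). Interactions with sex numbered 46 in the OB (8) and 70 in the Tel (22).

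With DESeq2's size factors, 424 of the 455 calls by genotype in females and 126 of the 127 in males were made again. Genotype and sex interacted for 5 in the OB (8).

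With scaling by library total only, 368 of the 455 calls by genotype in females and 98 of the 127 in males were made again. Lower values made up 72.3% of the calls in females (90.1). The interaction with sex was called for 5 in the OB (8) and 3 in the Tel (22). Pattern means placed P2 at −1.10 in the hypothalamus (−1.26) of females, P5 at 1.28 in the hypothalamus (1.11) of females and P12 at −0.19 in the hypothalamus (−0.36) of females.

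With no filter on low counts, 419 of the 455 calls by genotype in females and 110 of the 127 in males were made again. Females gave 199 in the OB (116) and 229 in the Tel (109) by genotype. Males gave 41 in the OB (1) and 37 in the Tel (1) by genotype. WT sexes gave 7 in the OB (4), 29 in the Tel (2) and 35 in any region (5). Mutant sexes gave 181 in the OB (101) and 150 in the Tel (53). Interactions with sex numbered 108 in the OB (8) and 136 in the Tel (22). Interactions with region numbered 13 in males (0). Mean log2 fold changes put P1 at −2.64 in the Tel (−2.19) of females; P4 at −1.86 in the OB (−1.53) and −1.92 in the Tel (−1.60) of females; P5 at 0.63 in the OB (0.34) of males; P5 at 0.49 in the Tel (0.84) of females. They also put P8 at −0.85 in the Tel (−0.34) and −0.42 in the hypothalamus (0.08) of females; P9 at −1.08 in the Tel (−0.27) and −0.98 in the hypothalamus (−0.51) of females; P12 at −0.68 in the Tel (−0.42) and −0.46 in the hypothalamus (−0.36) of females; P13 at −0.62 in the hypothalamus (−0.41) of females.

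With only genes with at least 10 counts in every library, 131 of the 455 calls by genotype in females and 72 of the 127 in males were made again. Females gave 25 in the OB (116), 33 in the Tel (109), 94 in the hypothalamus (230) and 108 in any region (272) by genotype. Males gave 0 in the OB (1) by genotype. WT sexes gave 0 in the OB (4), 0 in the Tel (2), 0 in the hypothalamus (1) and 0 in any region (5). Mutant sexes gave 29 in the OB (101), 15 in the Tel (53), 69 in the hypothalamus (154) and 81 in any region (206). Either sex gave 201 in any region (388). In all, 212 DEGs were found over the comparisons (440). Genotype and sex interacted for 15 in the OB (8), 7 in the Tel (22) and 49 in the hypothalamus (132). Interactions with region numbered 0 in females (5). Means of patterns put P1 at −3.26 in the OB (−2.23) and −2.56 in the Tel (−2.19) of females; P5 at 0.70 in the hypothalamus (1.11) of females; P8 at −2.62 in the OB (−1.33) of females; P12 at −0.94 in the OB (0.15), −0.15 in the Tel (−0.42) and −0.17 in the hypothalamus (−0.36) of females. They also put P13 at 1.08 in the OB (0.60) and −0.30 in the Tel (−1.07) of females.

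With adjustment over only the genes past the fold threshold, 455 of the 455 calls by genotype in females and 127 of the 127 in males were made again. Females gave 260 in the OB (116), 295 in the Tel (109), 449 in the hypothalamus (230) and 643 in any region (272) by genotype. Males gave 117 in the OB (1), 137 in the Tel (1), 437 in the hypothalamus (125) and 585 in any region (126) by genotype. WT sexes gave 60 in the OB (4), 11 in the Tel (2), 36 in the hypothalamus (1) and 103 in any region (5). Mutant sexes gave 350 in the OB (101), 183 in the Tel (53), 304 in the hypothalamus (154) and 567 in any region (206). Either sex gave 1128 in any region (388). In all, 1377 DEGs were found over the comparisons (440). Lower values made up 76.1% of the calls in females (90.1).

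With only the 2 groups compared in the fit, 423 of the 455 calls by genotype in females and 58 of the 127 in males were made again. Females gave 174 in the Tel (109) by genotype. Males gave 66 in the hypothalamus (125) and 67 in any region (126) by genotype. WT sexes gave 2 in the OB (4), 1 in the Tel (2) and 2 in any region (5). Mutant sexes gave 2 in the OB (101), 0 in the Tel (53), 65 in the hypothalamus (154) and 66 in any region (206). Mean log2 fold changes put P8 at −0.34 in the hypothalamus (0.08) of females, P9 at −0.11 in the hypothalamus (−0.51) of females and P13 at 0.17 in the OB (0.60) of females.

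With all 12 groups in 1 fit, 409 of the 455 calls by genotype in females and 39 of the 127 in males were made again. Males gave 5 in the OB (1), 7 in the Tel (1), 39 in the hypothalamus (125) and 49 in any region (126) by genotype. WT sexes gave 15 in the Tel (2), 2 in the hypothalamus (1) and 21 in any region (5). Mutant sexes gave 164 in the OB (101) and 82 in the Tel (53). Genotype and sex interacted for 27 in the OB (8) and 55 in the Tel (22). Means of patterns put P1 at −2.60 in the Tel (−2.19) of females; P4 at −1.82 in the OB (−1.53) of females; P5 at 0.63 in the OB (0.34) of males; P8 at −1.03 in the Tel (−0.34) and −0.39 in the hypothalamus (0.08) of females. They also put P9 at −0.94 in the Tel (−0.27) of females.

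With the pool code as a block, 429 of the 455 calls by genotype in females and 116 of the 127 in males were made again. Males gave 6 in the OB (1) and 2 in the Tel (1) by genotype. The interaction with sex was called for 15 in the OB (8) and 3 in the Tel (22).

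With the pool letter as a block, 455 of the 455 calls by genotype in females and 127 of the 127 in males were made again. Males gave 6 in the OB (1), 197 in the hypothalamus (125) and 201 in any region (126) by genotype. Interactions with sex numbered 22 in the OB (8).

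With counts thinned to the lowest group median, 345 of the 455 calls by genotype in females and 81 of the 127 in males were made again. Males gave 0 in the OB (1) by genotype. WT sexes gave 1 in the OB (4), 1 in the Tel (2) and 1 in any region (5). Genotype and sex interacted for 0 in the OB (8). Interactions with region numbered 0 in females (5). Means of patterns put P1 at −1.79 in the hypothalamus (−2.06) of females; P7 at 0.88 in the Tel (−0.13) and −0.22 in the hypothalamus (0.12) of females; P9 at −0.058 in the hypothalamus (−0.51) of females; P12 at −0.25 in the hypothalamus (−0.36) of females. They also put P13 at −0.45 in the Tel (−1.07) of females. Direction changed for cyp19a1b in the OB of females, at −0.49 (0.36; Benjamini-Hochberg adjusted p = 0.864, 0.743 to 0.972 over the alternatives).

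With the low-total libraries left out, 217 of the 455 calls by genotype in females and 41 of the 127 in males were made again. Females gave 44 in the OB (116), 5 in the Tel (109) and 175 in any region (272) by genotype. Males gave 0 in the Tel (1), 42 in the hypothalamus (125) and 43 in any region (126) by genotype. Mutant sexes gave 29 in the OB (101) and 2 in the Tel (53). Either sex gave 214 in any region (388). In all, 249 DEGs were found over the comparisons (440). The interaction with sex was called for 2 in the OB (8) and 0 in the Tel (22). Interactions with region numbered 2 in females (5). Pattern means placed P1 at −2.71 in the OB (−2.23) of females and P8 at −1.27 in the Tel (−0.34) of females. Direction changed for pcna in the OB of females, at 0.14 (−0.12; Benjamini-Hochberg adjusted p = 0.931, 0.749 to 0.993 over the alternatives). Direction changed for mao in the Tel of females, at −0.0148 (0.58; Benjamini-Hochberg adjusted p = 0.998, 0.119 to 0.998 over the alternatives).

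With the paper's steps on rlog values, 428 of the 455 calls by genotype in females and 93 of the 127 in males were made again. Females gave 327 in the OB (116), 537 in the Tel (109), 659 in the hypothalamus (230) and 1131 in any region (272) by genotype. Males gave 46 in the OB (1), 8 in the Tel (1), 520 in the hypothalamus (125) and 556 in any region (126) by genotype. WT sexes gave 15 in the OB (4), 10 in the Tel (2), 12 in the hypothalamus (1) and 33 in any region (5). Mutant sexes gave 59 in the OB (101) and 9 in the Tel (53). Either sex gave 1570 in any region (388). In all, 1614 DEGs were found over the comparisons (440). Lower values made up 68.2% of the calls in females (90.1). Of the dopamine and serotonin list, 1 value was called (0).

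With the paper's steps adjusted over all detected genes, 340 of the 455 calls by genotype in females and 18 of the 127 in males were made again. Males gave 3 in the OB (1), 25 in the hypothalamus (125) and 27 in any region (126) by genotype. WT sexes gave 0 in the Tel (2). Mutant sexes gave 1 in the OB (101), 0 in the Tel (53), 21 in the hypothalamus (154) and 22 in any region (206). Of the dopamine and serotonin list, 1 value was called (0).

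With the paper's steps with group medians and 1 F test, 394 of the 455 calls by genotype in females and 47 of the 127 in males were made again. Females gave 308 in the OB (116), 312 in the Tel (109) and 472 in any region (272) by genotype. Males gave 122 in the OB (1), 152 in the Tel (1), 202 in the hypothalamus (125) and 326 in any region (126) by genotype. WT sexes gave 52 in the OB (4), 44 in the Tel (2), 40 in the hypothalamus (1) and 111 in any region (5). Mutant sexes gave 280 in the OB (101), 232 in the Tel (53) and 413 in any region (206).

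With limma-voom with the pool as a random effect, the region interaction was fitted in another way. Interactions with region numbered 9 in females (5).

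Leaving out 1 pool at a time changed the following, given from lowest to highest. Females gave 48 to 113 in the OB, 56 to 111 in the Tel, 150 to 225 in the hypothalamus and 165 to 256 in any region by genotype. Males gave 0 to 4 in the OB, 1 to 4 in the Tel, 22 to 156 in the hypothalamus and 23 to 157 in any region by genotype. WT sexes gave 2 to 4 in the OB, 1 to 3 in the Tel and 2 to 6 in any region. Mutant sexes gave 4 to 160 in the OB, 0 to 128 in the Tel, 87 to 189 in the hypothalamus and 102 to 240 in any region. Over all comparisons there were 293 to 481. Of the calls in males, 48.4 to 75.4% were lower. Interactions with sex numbered 0 to 88 in the OB, 0 to 111 in the Tel and 77 to 185 in the hypothalamus, and those with region 0 to 8 in females and 0 to 4 in males. Pattern means in females ran for P1 in the Tel from −2.61 to −2.00, P2 in the OB from −1.54 to −1.11, P2 in the Tel from −2.25 to −1.61, P8 in the Tel from −2.15 to −0.12, P9 in the OB from −2.12 to −1.09 and P12 in the hypothalamus from −0.45 to −0.33. Log2 fold changes that crossed 0 ran for cyp19a1b in the OB of females from −0.80 to 0.65, pcna in the OB of females from −0.53 to 0.10, cyp19a1b in the OB of males from −0.71 to 0.0449, or111-5 in the OB of females from −0.82 to 0.11 and or132-4 in the OB of females from −1.12 to 0.10.

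No cause was tested for these shifts. In the Tel of females, leaving out the low-total libraries left 2 of 4 mutant pools, which changes the depth and the number of pools at once. Genes with few counts in mutant females, such as grnb, rbpms2b and kctd13, show that transcripts are low there but not by how much.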

Differences from the paper's values

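Group medians with 1 F test were chosen only after the values were seen. Counts of DEGs are taken to differ from the paper's when one is more than 1.5 times the other, and the paper's values by region were read by eye. For each such count, the alternatives set before the data were examined are named where they come within 1.5 times of the paper's value; those not named do not.

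Between WT males and WT females, 5 DEGs were found in any region, against the paper's 110. Alternatives within 1.5 times of this were adjustment over only the genes past the fold threshold (103). Group medians with 1 F test, chosen after seeing the values, gave 111. Between mutant males and mutant females, 206 DEGs were found in any region, against the paper's 477. That was reached with adjustment over only the genes past the fold threshold (567). The version chosen after seeing the values, with group medians and 1 F test, gave 413. Between mutants and WT fish of either sex, 388 DEGs were found in any region, against the paper's 637. Close to it came DESeq2 (444), no filter on low counts (505), the pool code as a block (448), the pool letter as a block (520) and male mutant pool C1 left out (432). With group medians and 1 F test, chosen after seeing the values, it was 553. Between mutant and WT females, 272 DEGs were found in any region, against the paper's 524. The gap closed with adjustment over only the genes past the fold threshold (643). Group medians with 1 F test, chosen after seeing the values, gave 472. Between mutant and WT males, 126 DEGs were found in any region, against the paper's 361. None of the alternatives set before the data were examined closed the gap. The version chosen after seeing the values, with group medians and 1 F test, gave 326. Between the groups of any of the 12 comparisons, 440 DEGs were found in all, against the paper's 703. That was reached with DESeq2 (525), no filter on low counts (576), the pool code as a block (484), the pool letter as a block (582) and male mutant pool C1 left out (481). With group medians and 1 F test, chosen after seeing the values, it was 588.

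Mutant and WT females in the OB gave 116 against the paper's about 330 in Fig. 7A, read by eye. Alternatives within 1.5 times of this were the paper's steps on rlog values (327) and adjustment over only the genes past the fold threshold (260). It was 308 with group medians and 1 F test, chosen after seeing the values. Mutant and WT males in the OB gave 1 against the paper's about 130 in Fig. 7A, read by eye. That was reached with adjustment over only the genes past the fold threshold (117). The version chosen after seeing the values, with group medians and 1 F test, gave 122. WT males and WT females in the OB gave 4 against the paper's about 51 in Fig. 7A, read by eye. Close to it came adjustment over only the genes past the fold threshold (60). With group medians and 1 F test, chosen after seeing the values, it was 52. Mutant males and mutant females in the OB gave 101 against the paper's about 320 in Fig. 7A, read by eye. The gap closed with adjustment over only the genes past the fold threshold (350). It was 280 with group medians and 1 F test, chosen after seeing the values. Mutant and WT females in the Tel gave 109 against the paper's about 340 in Fig. 7A, read by eye. Alternatives within 1.5 times of this were no filter on low counts (229) and adjustment over only the genes past the fold threshold (295). The version chosen after seeing the values, with group medians and 1 F test, gave 312. Mutant and WT males in the Tel gave 1 against the paper's about 150 in Fig. 7A, read by eye. That was reached with adjustment over only the genes past the fold threshold (137). With group medians and 1 F test, chosen after seeing the values, it was 152. WT males and WT females in the Tel gave 2 against the paper's about 42 in Fig. 7A, read by eye. Close to it came no filter on low counts (29). It was 44 with group medians and 1 F test, chosen after seeing the values. Mutant males and mutant females in the Tel gave 53 against the paper's about 250 in Fig. 7A, read by eye. The gap closed with adjustment over only the genes past the fold threshold (183). The version chosen after seeing the values, with group medians and 1 F test, gave 232. Mutant and WT males in the hypothalamus gave 125 against the paper's about 230 in Fig. 7A, read by eye. Alternatives within 1.5 times of this were DESeq2 (164), the pool letter as a block (197) and male mutant pool C1 left out (156). With group medians and 1 F test, chosen after seeing the values, it was 202. WT males and WT females in the hypothalamus gave 1 against the paper's about 39 in Fig. 7A, read by eye. That was reached with adjustment over only the genes past the fold threshold (36). It was 40 with group medians and 1 F test, chosen after seeing the values.

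The paper calls the genes in this paragraph DEGs, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not in the sex and region given. Log2 fold changes and adjusted p values are from that test. Higher bdnf in mutant females had 1.09 in the OB (adjusted p = 0.0712), called in the OB with DESeq2, the paper's steps on rlog values, adjustment over only the genes past the fold threshold, only the 2 groups compared in the fit, the pool letter as a block and group medians with 1 F test (chosen after seeing the values). Lower bdnf in mutant males had −0.79 in the hypothalamus (adjusted p = 0.253), called in the hypothalamus with group medians with 1 F test (chosen after seeing the values). Lower gabra4 in mutant females had −0.75 in the hypothalamus (adjusted p = 0.0613), called in the hypothalamus with the paper's steps on rlog values, adjustment over only the genes past the fold threshold, only the 2 groups compared in the fit and group medians with 1 F test (chosen after seeing the values). Changed psmd3 in mutant females had 0.68 in the Tel (adjusted p = 0.205) and 0.61 in the hypothalamus (adjusted p = 0.134), called in the Tel with adjustment over only the genes past the fold threshold and counts thinned to the lowest group median; in the hypothalamus with scaling by library total only and adjustment over only the genes past the fold threshold. Lower npas4a in mutant males had −1.28 in the Tel (adjusted p = 0.222) and −1.11 in the hypothalamus (adjusted p = 0.209), called in the Tel with no filter on low counts, adjustment over only the genes past the fold threshold and group medians with 1 F test (chosen after seeing the values); in the hypothalamus with the paper's steps on rlog values, adjustment over only the genes past the fold threshold and group medians with 1 F test. Lower rab3a, as rab3ab, had −0.84 in the Tel (adjusted p = 0.711) and −0.92 in the hypothalamus (adjusted p = 0.49) of mutant females, called in the Tel with group medians with 1 F test (chosen after seeing the values); in the hypothalamus with the paper's steps on rlog values and group medians with 1 F test. In mutant males it had −1.49 in the hypothalamus (adjusted p = 0.0559), called in the hypothalamus with DESeq2, the paper's steps on rlog values, no filter on low counts, adjustment over only the genes past the fold threshold, the pool code as a block, the pool letter as a block and group medians with 1 F test (chosen after seeing the values). As rab3aa it was higher in the Tel of mutant females, at 0.71 (adjusted p = 0.47), and was called with none of the settings. Lower pcna in the OB of mutant males had a log2 fold change of −0.56 (adjusted p = 0.475), called with none of the settings.

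The paper also calls the next genes DEGs, and the same test (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not. The male-specific ranbp3b had 1.09 in the hypothalamus (adjusted p = 0.344), called in the OB, the Tel and the hypothalamus with group medians with 1 F test (chosen after seeing the values). The male-specific tpra1 had −1.20 in the Tel (adjusted p = 0.378), called in the OB and the Tel with group medians with 1 F test (chosen after seeing the values); in the hypothalamus with the paper's steps on rlog values and group medians with 1 F test. The male-specific ldb2b had −1.40 in the hypothalamus (adjusted p = 0.152), called in the OB and the Tel with group medians with 1 F test (chosen after seeing the values); in the hypothalamus with the paper's steps on rlog values, adjustment over only the genes past the fold threshold and group medians with 1 F test. The male-specific slit1b had −0.59 in the hypothalamus (adjusted p = 0.735), called in the OB, the Tel and the hypothalamus with group medians with 1 F test (chosen after seeing the values). For the male-specific tmem232, counts were too few and none of the settings called it. The paper's network has a node tmem230b instead, so the gene meant is uncertain. Counts were also too few for rarres3, called in the OB of females with group medians with 1 F test (chosen after seeing the values), in that of males with the paper's steps on rlog values and group medians with 1 F test and in the hypothalamus of males with the paper's steps on rlog values, and for or111-8, called in the OB of females with the paper's steps on rlog values and group medians with 1 F test. The odorant receptor genes or111-5 and or132-4 had an adjusted p of 0.917 and 0.954 in the OB of females, called with group medians with 1 F test (chosen after seeing the values) in both cases. An effect on lbr in mutant females had an adjusted p of 0.0609 in the hypothalamus, called in the hypothalamus with the paper's steps on rlog values, the paper's steps adjusted over all detected genes, no filter on low counts, adjustment over only the genes past the fold threshold, only the 2 groups compared in the fit, the pool code as a block and group medians with 1 F test (chosen after seeing the values); in the OB with the paper's steps on rlog values and group medians with 1 F test; in the Tel with group medians with 1 F test. In males it was called in the OB and the Tel with group medians with 1 F test (chosen after seeing the values). Changed pak1 had 0.72 in the Tel (adjusted p = 0.346) of mutant females, called in the Tel with the paper's steps on rlog values.

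The paper states that agtpbp1, actn4, tnpo2, tspan3a and camk2d2 are shared by males and females. In males their adjusted p ran from 0.215 to 0.660 over the regions (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were called in males in the OB and the Tel with group medians and 1 F test, chosen after seeing the values, and in the hypothalamus with that and with the paper's steps on rlog values; camk2d2 was also called there with adjustment over only the genes past the fold threshold. These genes rose and fell together, so they need not be separate cases. Mutant male pools differed widely in agtpbp1, so the lack of a call in males does not show a small change in every pool. It states that some genes differ in all mutants and all regions. By edgeR's quasi-likelihood test, no gene was a DEG in the same direction in more than 3 of the 6 comparisons. This limit does not hold with group medians and 1 F test, which called the genes above in males too. P4 is stated to be lower in both sexes. Its male means were −0.05, 0.00 and 0.09 in the OB, the Tel and the hypothalamus, and ran from −0.16 to 0.13 over the alternatives. These means cover only the 106 genes listed in the copy of Table S4 at hand. The paper counts more genes in P4, so they do not decide on the whole pattern. Genes of P12 are stated to be higher in the OB of mutant females. Their mean there was 0.15, with 19 of 32 genes higher, and −0.94 with only genes with at least 10 counts in every library. This mean covers all tested genes listed for P12. The paper's network shows only those it called in the OB, so the sets are not the same. The dopamine and serotonin genes are stated to be unchanged, and 1 value was called with the paper's steps on rlog values and 1 with those steps adjusted over all detected genes, comtb in the hypothalamus of females.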

Other observations

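Some tests of an explanation were chosen only after the results were seen. These are all those on splits of the pools, on thinned counts and on the 5 genes that change together. Those on library totals and pool letters behind the mutant male pools, and on the library total behind cyp19a1b, are also among them.

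Lower library totals in mutant females are a technical explanation for their DEGs, 90.1% of which are lower in mutants. Simulated counts with the real totals and no change gave at most 0 DEGs in a region (229 to 326 genes at an unadjusted p of 0.05). They were drawn with the same gene proportions in every library of a region, so they test only the sampling of fewer molecules. On counts thinned to the lowest group median, 345 of the 411 female calls that could be tested there were made again (83.9%), but mutant libraries under that median stay lower. With the WT female libraries thinned to the range of totals of the mutant females (medians 79046.5 and 79076 in the OB, 66653 and 66680 in the Tel, 175045.5 and 175074 in the hypothalamus), 354 of 434 were made again (81.6%), all 434 in the same direction. Thinning also keeps a library's gene proportions, so like the simulation it does not cover proportions that change with a low total. Among WT libraries, the genes lower in mutant females did not rise with the library total more often than other genes in any region (0 of 3, at 16.2%, 43% and 38.9% against 52.2%, 57.1% and 52.3%). Most WT totals lie above those of mutant females, in the hypothalamus at 460620 or more against 348901 or less. The check therefore says little on totals as low as the mutants'. A chromosome segment carried along with the mutated cyp19a1b would raise the number of DEGs near it, and 2 of the 100 nearest tested genes, furinb and spg11, were DEGs in females (two-sided Fisher's exact test, p = 0.59). With the low-total libraries left out, which also leaves fewer mutant pools, 217 of the 455 female calls were made again, with 44 DEGs in the OB and 5 in the Tel. So most calls were made again where all pools were kept, and the loss without the low-total libraries was not traced to depth or to the number of pools.

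Of the 16 splits of the female pools that swap pools of the same code, 1 gave as many DEGs as the real one in each region and in any region, the real one itself, and the others gave at most 0, 1 and 1 in the OB, the Tel and the hypothalamus. With 16 splits the share cannot fall under 0.05 whatever the data, so by this test alone the female DEGs cannot be told apart from a chance split. In 100 free draws of 4 of the 10 pools, 1, the real one, gave as many, and the others at most 38, 1 and 4. For males, 3 of 32 splits gave as many DEGs in the OB, 4 in the Tel and 1 in the hypothalamus, and 1 in any region (others at most 9), so a count of 1 in the OB and the Tel cannot be told apart from a chance split. In either sex, 1 of 100 splits gave as many, and the others at most 247. Between WT males and females, 1 of 32 splits gave as many in the OB and 2 in the Tel, the hypothalamus and any region; 1 split that swaps the pools coded A1 gave 22 genes in the hypothalamus. Counts of 1 and 2 are too small for the splits to decide on them, and the splits say nothing on single genes. Between mutant males and females, 2 of 24 splits gave as many in the OB, 3 in the Tel, and 1 in the hypothalamus and in any region. The largest split (146 DEGs in the OB and 88 in the Tel) set male pool C2 with the 4 female pools, and the next in the Tel (70 DEGs) set male pools C1 and C2 with 3 of them. The first of these keeps the 4 female pools together, so the splits do not decide whether chance explains the counts of the OB and the Tel. Over the genes called in all regions of females, C1 and C2 were the mutant male pools nearest to mutant females (scores of −1.49 and −1.32, explained below). Setting 1 or both of them with females gave as many DEGs, so the counts of the OB and the Tel are not tied to sex alone. With group medians and 1 F test, chosen after seeing the data, 1 of 16 splits in females, 1 of 32 in males, 3 of 32 between WT sexes and 1 of 24 between mutant sexes gave as many genes, and the others at most 66, 212, 149 and 366.

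In the WT libraries the counts of agtpbp1, actn4, tnpo2, tspan3a and camk2d2, which lie on 5 chromosomes and are not neighboring or overlapping genes, kept nearly the same proportions to each other. Their chi-square was 2.45 per degree of freedom over 36 libraries, while 1000 sets of 5 genes with similar counts gave at least 13.6 (median 209), and sets of 5 other genes called in the 3 regions of females at least 16 (median 81.3). Their summed CPM ran from 1533 to 20150 (13.1-fold). For agtpbp1, actn4 and tnpo2 alone the chi-square was 1.17. Of the 3312 genes tested in all regions, 10 others followed these 3 there (camk2d2, tspan3a, crp4, mat2aa, acsl1b, rfc5, hmgb1a, en1b, gpatch8 and fn1a). Of these 10, 9 were DEGs in at least 1 region of females. Reads of one shared sequence counted on all 5 genes, for example from a transcript missing in the reference, may explain this (2.45), and without reads or the authors' reference it could not be tested further. Regulation together is the biological explanation, and the 2 cannot be told apart here.

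A score was made from the 64 genes called in all regions of females, as the mean log2 difference from the WT male pools, for both sexes, averaged over regions. Mutant male pools scored 0.366 (A1), 0.502 (B1), −0.576 (B2), −1.49 (C1) and −1.32 (C2), with a mean of −0.504 ± 0.924 (SD, n = 5); WT males ran from −0.371 to 0.14 (SD 0.192, n = 6), WT females were at −0.258 or higher, and mutant females from −2.30 to −1.89. The exact two-sided permutation p for mutant against WT males was 0.245 (the smallest possible is 0.00217). So 3 of the 5 mutant male pools lay below all WT males, toward the mutant females, and 2 lay above them. One library of a pool gone wrong is not the explanation: pools kept their place over the 3 regions (exact permutation test, p = 0.00243 over 14400 arrangements). Library totals are not either, since the 2 mutant male libraries with the closest totals differed by more than any 2 WT males in 3 of 3 regions, by little in the OB (0.697 against 0.677). The pool letter could not be told apart, as the 2 pools of letter B differed by more than WT pools of one letter in 2 of 3 regions. A mixed pool or a swap of labels, or a response to the mutation in some male fish, remain possible, and neither was tested.

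Male mutant pool A1 held 14 counts of cyp19a1b in the Tel (49.5 CPM against 938 to 1370 in the others) and 20 in the hypothalamus (93.7 against 475 to 1030), but 7 in the OB (25.5 against 4.12 to 38.8). The library total does not explain it: the larger of the 2 Poisson probabilities of so low a count at the lowest rate of the other pools was 6.71e-23. Fewer radial glia in the sample do not either, since glial genes were lowest in this pool in 0 of the 2 regions. A variant or deletion under the counted 3′ end in these fish was not tested, as no reads were at hand.

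Pools kept their deviations from the group mean over the regions. The same pool correlated with itself at a mean of 0.34 (OB and Tel), 0.338 (OB and hypothalamus) and 0.396 (Tel and hypothalamus) across genes, against −0.077, −0.077 and −0.09 with other pools of its group, and genes are not independent replicates. Of the 21 pools, 16, 18 and 17 were best matched by their own library of the other region. The pool letter does not account for it, because the difference between 2 pools of one letter and group also correlated over regions, at a mean of 0.206 (24 of 27 values over 0). Differences between fish, or in how a pool was dissected and frozen, remain. For pools of the same code in 2 groups, the mean correlation was 0.157, and for pools of the same letter with another code 0.185, so the digit of the code adds nothing.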
